# The Rho guanosine nucleotide exchange factors Vav2 and Vav3 modulate epidermal stem cell function

**DOI:** 10.1038/s41388-022-02341-7

**Published:** 2022-05-09

**Authors:** L. Francisco Lorenzo-Martín, Mauricio Menacho-Márquez, Natalia Fernández-Parejo, Sonia Rodríguez-Fdez, Gloria Pascual, Antonio Abad, Piero Crespo, Mercedes Dosil, Salvador A. Benitah, Xosé R. Bustelo

**Keywords:** Experimental organisms, Squamous cell carcinoma, RHO signalling, Cancer stem cells

## Abstract

It is known that Rho GTPases control different aspects of the biology of skin stem cells (SSCs). However, little information is available on the role of their upstream regulators under normal and tumorigenic conditions in this process. To address this issue, we have used here mouse models in which the activity of guanosine nucleotide exchange factors of the Vav subfamily has been manipulated using both gain- and loss-of-function strategies. These experiments indicate that Vav2 and Vav3 regulate the number, functional status, and responsiveness of hair follicle bulge stem cells. This is linked to gene expression programs related to the reinforcement of the identity and the quiescent state of normal SSCs. By contrast, in the case of cancer stem cells, they promote transcriptomal programs associated with the identity, activation state, and cytoskeletal remodeling. These results underscore the role of these Rho exchange factors in the regulation of normal and tumor epidermal stem cells.

## Introduction

The epidermis is one of the tissues with the highest cell turnover rates of the human body [1]. Mature skin cells are continuously sloughed into the environment and replaced by younger cells emerging from the basal layer of the epidermis [2]. This homeostatic balance is maintained by different populations of stem cells that reside in particular niches within the epidermis [3]. Among these, the cells located in the hair follicle bulge are considered the canonical SSCs [3–6]. This multipotent cell population has the potential to give rise to all epidermal lineages and structures, including the hair follicle, the sebaceous glands and the interfollicular epidermis [3, 5]. In line with this, it has been shown that the disruption of SSCs leads to several pathological conditions linked to wound repair, cancer, and ageing [7–9].

Rho GTPases are molecular switches that orchestrate a variety of cellular processes including cytoskeletal dynamics, polarity, migration, proliferation, and differentiation [10, 11]. Many of these processes are intimately associated with the homeostasis of SSCs [3]. In agreement with this, the genetic depletion of Rac1 leads to the differentiation of the SSC reservoir [12–14] and loss of clonogenic potential [12, 13, 15, 16]. In turn, RhoA contributes to the proliferation and migration of SSCs whereas Cdc42 regulates epidermal progenitor cell fate by controlling β-catenin turnover [17–19]. Despite this, very little is known up to now regarding the Rho GTPase modulators and effectors responsible for the engagement of these GTPase-dependent processes in vivo.

The activation of Rho GTPases is catalyzed by guanosine nucleotide exchange factors (GEFs), a group of enzymes that encompasses 83 members in mammalian species [20]. These enzymes promote the activation step of Rho proteins by mediating the release of the bound GDP from the inactive GTPases, thus favoring the subsequent GTP loading and the acquisition of the active, effector binding competent state [20]. Previous studies have shown that GEFs that activate Rac1 (e.g., Tiam1, Vav2, and Vav3) are important for skin carcinogenesis [21–23]. However, whether these or other GEFs are also involved in the physiological maintenance of SSCs is, to our knowledge, still unknown. Likewise, it is still unclear the contribution of these pathways to the functional status of tumor stem cell (TSCs). To address these issues, we have performed in this work in vivo, cell culture, genome-wide expression, and in silico analyses using both gain- and loss-of-function mouse models to establish the role of Vav2 and Vav3, the two exchange factors of the Vav family that are known to be implicated in skin tumorigenesis [23], in the biology of both SSCs and TSCs.

## Results

### Vav function is important for the regulation of epidermal stem cell numbers

We resorted to the use of genetically modified mouse models to study the contribution of Vav2 and Vav3 to the biological properties of bulge SSCs. To this end, we utilized on the one hand a previously described *Vav2*^Onc/Onc^ knock-in mouse model that expresses a gain-of-function version of Vav2 (Δ1–186, referred to hereafter as Vav2^Onc^). This mutant protein exhibits constitutive GEF activity due to the removal of two most N-terminal inhibitory domains (the calponin-homology [CH] and acidic [Ac] regions) [23–25]. This mouse model has some additional features that are important for the understanding of the experiments performed in this work: (i) The levels of the mutant Vav2^Onc^ protein found in the tissues of these mice are comparable to those exhibited by the wild-type (WT) counterpart, given that the mutant and WT alleles are expressed from the endogenous locus and are subjected to the same regulatory elements. Due to this, the mutant protein also shows the same cell type expression pattern that the wild-type counterpart [23–25]. These features ensure that, unlike the case of standard transgenic mice, the effects triggered by Vav2^Onc^ could not be attributed to the nonphysiological overexpression of the mutant protein or to the spurious induction of Vav2^Onc^ in cell lineages that usually do not exhibit Vav2^WT^ expression. (ii) The mutant protein keeps the adapter functions mediated by the C-terminal SH3–SH2–SH3 region intact [26, 27]. (iii) The mutant protein has lost the ability to stimulate the nuclear factor of stimulated T cells (NFAT) due to the elimination of the CH effector domain [26–29]. This feature, however, must not be relevant in the context of the skin given that this pathway is mostly B lymphocyte specific in the case of Vav2 [28]. Due to these features, the phenotypes observed can be exclusively linked to the constitutive stimulation of Vav2 catalytic activity rather than to changes in the adapter-like functions mediated the Vav2 C-terminal region [23–25]. Consistent with the idea that these mice exhibit a catalytic gain-of-function effect, we have found before that they show opposite phenotypes to those found in mice expressing a catalytically impaired Vav2 protein (L332A mutant) both in the skin and skeletal muscle [23, 25, 30, 31]. Likewise, they show alterations in cardiovascular homeostasis and skin tumorigenesis opposite to those exhibited by *Vav2*^–/–^ and *Vav2*^–/–^;*Vav3*^–/–^ knockout mice, respectively [21, 23, 24, 32, 33]. On the other hand, we used as loss-of-function models the previously described knockout mice for Vav2 and/or Vav3 [21, 34].

To study whether the upregulation of Vav2 GEF activity could affect bulge SC homeostasis, we first analyzed the number of CD34^+^ Itgα6^+^ cells in the epidermis of *Vav2*^Onc/Onc^ mice by flow cytometry. Using this approach, we found that 8- to 10-week-old *Vav2*^Onc/Onc^ animals display increased numbers of SSCs when compared with WT animals (Fig. 1A, B). This expanded SSC population is subsequently conserved along the lifetime of those animals (Fig. 1B). We also observed using 5-ethynyl-2’-deoxyuridine (EdU) labeling studies that the germline expression of Vav2^Onc^ triggers SSC proliferation. However, this feature is restricted to animals younger than 4 months (Fig. 1C). In line with this elevated number of SSCs, Vav2^Onc^-expressing keratinocytes show increased clonogenic potential independently of the age of the animals tested when analyzed in cell culture (Fig. S1A, B).

**Fig. 1:**
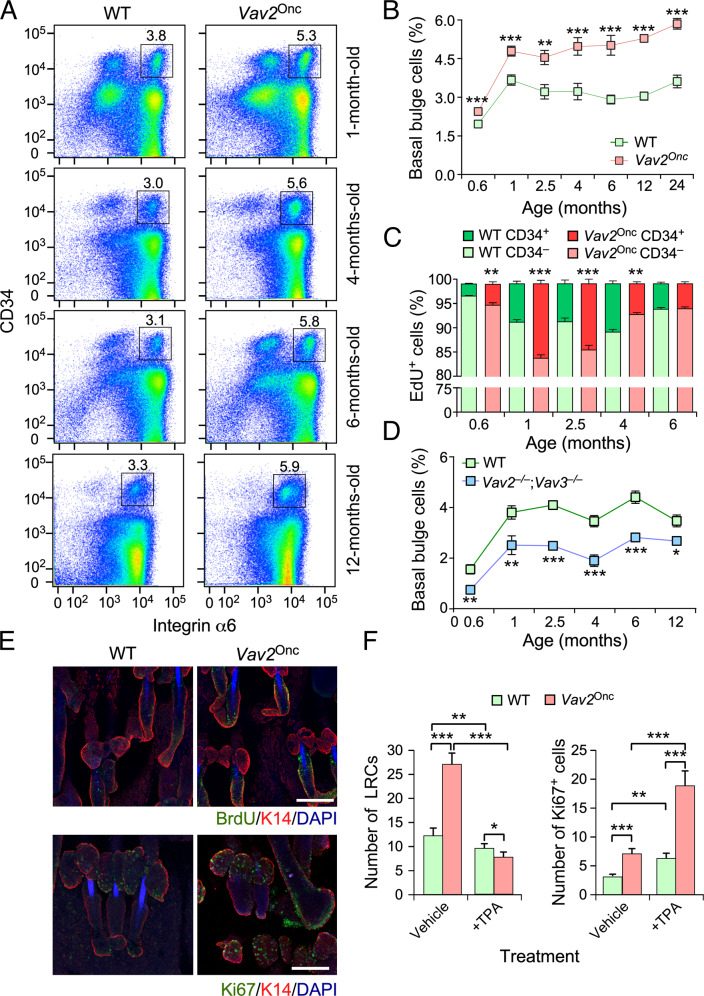
Vav function modulates epidermal stem cell numbers. **A** Representative flow cytometry dot plots from mice of indicated genotypes (top) and ages (right) showing the different epidermal cell populations according to CD34 and integrin α6 surface expression. The basal bulge population abundance is indicated (*n* = 6 per genotype and age). **B** Quantification of the abundance of CD34^+^ Itga6^+^ cells in the epidermis of mice of indicated genotypes and ages according to the data obtained in **A**. ***P < 0.001 (two-way ANOVA and Sidak’s multiple comparisons test, *n* as in **A**). **C** Quantification of the abundance of proliferating (EdU^+^) cells in the bulge (CD34^+^) of mice of the indicated genotypes and ages. **P < 0.01; ***P < 0.001 (two-way ANOVA and Sidak’s multiple comparisons test, *n* = 6 per genotype and time point). **D** Quantification of the abundance of CD34^+^ Itga6^+^ cells in the epidermis of mice of indicated genotypes. ***P < 0.001 (ANOVA and Dunnett’s multiple comparison test, *n* = 5). **E** Representative whole mount immunofluorescence images showing the presence of BrdU (green color, top panels) and the expression of Ki67 (green color, bottom panels) and keratin 14 (red color, all panels) in the tail epidermis from mice of indicated genotypes. DAPI (4’,6-diamidino-2-fenilindol) was used for counterstaining (blue color, all panels). Scale bar, 200 μm (*n* = 6). **F** Quantification of the number of label-retaining (left) and Ki67^+^ (right) cells in the hair follicle bulge of mice of indicated genotypes upon the treatments shown in **E**. *P < 0.05; **P < 0.01; ***P < 0.001 (ANOVA and Tukey’s HSD tests, *n* = 6). In **B**–**D** and **F**, data represent mean ± SEM.

To evaluate whether the function of Vav2^WT^ and/or Vav3^WT^ was also important for this process, we quantified the number of SSCs in single *Vav2*^–/–^, single *Vav3*^–/–^, and double *Vav2*^–/–^;*Vav3*^–/–^ knock-out animals. We could not detect any significant change in the numbers of CD34^+^ Itgα6^+^ SSCs in the single *Vav2*^–/–^ and *Vav3*^*–/–*^ knockout mice (Fig. S1C). By contrast, we did detect a decrease in SSC numbers in animals lacking both Vav2 and Vav3 (Fig. S1C). Consistent with these data, we found that the primary keratinocytes from *Vav2*^–/–^;*Vav3*^–/–^ mice, but not those from the single *Vav2*^–/–^ and *Vav3*^–/–^ animals, show reduced clonogenic activity when tested in cell culture (Fig. S1D). These two features are conserved throughout the lifetime of *Vav2*^*–/–*^;*Vav3*^*–/–*^ mice (Fig. S1E). These data indicate that the function of these two Vav family GEFs is important to ensure proper numbers of SSCs in mice.

### Vav function is important for epidermal stem cell responsiveness

One of the hallmarks of SSCs is their slow-cycling nature, a feature that makes them easily identifiable using 5-bromo-2’-deoxyuridine (BrdU)-retention studies [6]. We used this feature to further analyze the contribution of Vav proteins to SSC biology. To this end, we injected 10-day-old WT and *Vav2*^*Onc*^ mice with BrdU and, 80 days later, we quantified the number of BrdU^+^ and Ki67^+^ cells in the hair follicle bulge of the animals using whole mount immunofluorescence analyses. Consistent with the flow cytometry and EdU incorporation data (see above, Fig. 1A–C), we found that the hair follicle bulges from *Vav2*^Onc/Onc^ mice contain increased numbers of label-retaining (LRCs) (Fig. 1E, upper panels; Fig. 1F, left panel) and Ki67^+^ (Fig. 1E, lower panels; Fig. 1F, right panel) cells when compared to control animals. Conversely, the bulge samples from *Vav2*^*–/–*^;*Vav3*^*–/–*^ mice exhibit reduced numbers of LRCs (Fig. S1F, left panels; Fig. S1G, left panel; see vehicle bars). We could not observe, however, statistically significant changes in the very small number of Ki67^+^ cells that are present in the bulge of these animals (Fig. S1F, middle panels; Fig. S1G, right panel; see vehicle bars).

To assess the capacity of the SSCs to respond to external stimuli, we next subjected BrdU-labeled mice to topic applications of 12-O-tetradecanoylphorbol-13-acetate (TPA). This tumor promoter induces both the proliferation and mobilization of SSCs under normal conditions, leading to a reduction and an elevation in the number of LRCs and Ki67^+^ SSCs, respectively, in the case of WT mice (Fig. 1F, see +TPA bars). The fold-change of these two responses is increased in the case of *Vav2*^Onc/Onc^ animals, thus indicating that catalytically active Vav2 favors the activation of SSCs under these conditions (Fig. 1F, see +TPA bars). By contrast, we observed that *Vav2*^*–/–*^;*Vav3*^*–/–*^ show increased numbers of bulge LRCs (Fig. S1F, left panels; Fig. S1G, left panel; see +TPA bars) and reduced numbers of Ki67^+^ (Fig. S1F, middle panels; Fig. S1G, right panel; see +TPA bars) cells when compared to controls. Further supporting this finding, we found using EdU labeling experiments that the CD34^+^ Itgα6^+^ cells from *Vav2*^*–/–*^;*Vav3*^*–/–*^ mice display impaired proliferation upon TPA stimulation (Fig. S1H, left panel). This defect is not due to an exhaustion of the SSC population due to asymmetric divisions as the total number of hair follicle bulge cells is not altered by the TPA treatment (Fig. S1H, right panel). Collectively, these data indicate that *Vav2*^Onc/Onc^ and *Vav2*^–/–^;*Vav3*^–/–^ SSCs exhibit opposite activation patterns upon stimulation with TPA in vivo (Table S1).

### Vav proteins regulate epidermal stem cell-dependent responses in the skin

We next investigated whether *Vav2*^Onc/Onc^ and *Vav2*^*–/–*^;*Vav3*^*–/–*^ animals exhibited alterations in the response of the skin to excisional wound healing and hair regeneration experiments. These two challenges are heavily dependent on both the activation and mobilization of SSCs [35–38]. We observed that 8 to 10-week-old *Vav2*^Onc/Onc^ animals display accelerated healing rates when compared with their controls in response to excisional wounds in the back skin (Fig. 2A, B). Conversely, aged-matched *Vav2*^*–/–*^;*Vav3*^*–/–*^ mice show a more delayed healing when compared to their controls (Fig. 2C, D). We also evaluated SSC activation through depilation-induced hair follicle cycling, a condition that triggers the transition from the quiescence to the active state of bulge stem cells to regenerate the lost hair. In good agreement with the foregoing assays, we observed that depilated *Vav2*^Onc/Onc^ and *Vav2*^*–/–*^;*Vav3*^*–/–*^ animals could regenerate their fur faster and more slowly than the WT counterparts, respectively (Fig. 2E–H). Interestingly, these experiments revealed that hair regeneration rates are heavily dependent on the genetic background of the mouse models used, as the control animals for the knockout mouse-based experiments (C57BL/6 J background) showed faster regeneration than the controls used for the gain-of-function experiments (C57BL/6 J background) (compare Fig. 2E and G). Collectively, these data show that *Vav2*^*Onc*^ and *Vav2*^*–/–*^;*Vav3*^*–/–*^ mice display mirror-image phenotypes in terms of SSC activity and responsiveness to activation stimuli (Table S1). It is important to note, however, that these skin regeneration assays can be also influenced by factors extrinsic to SSCs (e.g., alterations in the function of mature keratinocytes or fibroblasts).

**Fig. 2:**
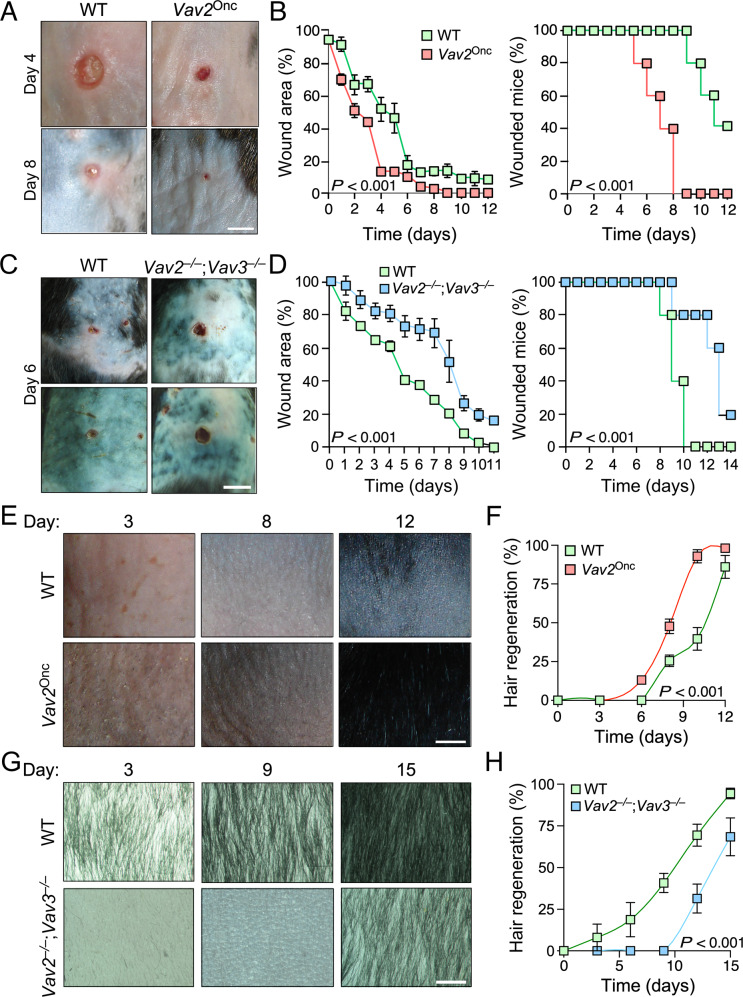
Vav proteins regulate skin stem cell-dependent responses. **A** Representative images of the dorsal skin from mice of indicated genotypes after being subjected to a wound healing experiment. Scale bar, 3 mm (*n* = 5). **B** Plots showing the wound size (left) and prevalence (right) in mice of indicated genotypes according to the data obtained in **A**. *P* < 0.001 (two-way ANOVA and Sidak’s multiple comparisons test (left), Chi-squared test (right), *n* as in **A**). **C** Representative images of the dorsal skin from mice of indicated genotypes 6 days after being subjected to wound healing experiments. Scale bar, 4 mm (*n* = 5). **D** Plots showing the wound size (left) and prevalence (right) in mice of indicated genotypes according to data obtained in **C**. *P* < 0.001 (two-way ANOVA and Sidak’s multiple comparisons test (left), Chi-squared test (right), *n* as in **C**). **E**, **G** Representative images of the hair regrowth in depilated mice of indicated genotypes. Scale bar, 2 mm. **F**, **H** Quantitation of hair regeneration kinetics obtained in **E** (**F**) and **G** (**H**). *P* < 0.001 (two-way ANOVA and Sidak’s multiple comparisons test); *n* = 6. In **B**, **D**, **F** and **H**, data represent mean ± SEM.

### The Vav-dependent skin phenotype is mostly keratinocyte-autonomous

A feature of SSCs it the ability to regenerate the epithelial cells and hair follicles in the skin [3]. We used that feature to carry out skin xenograft experiments into immunodeficient nude mice to evaluate the skin regenerative activity of SSCs purified from *Vav2*^Onc/Onc^, *Vav2*^–/–^;*Vav3*^–/–^, and WT mice. To be effective, however, these experiments require the implantation of mixtures composed of keratinocytes (which contain the regenerative SSC pool) and fibroblasts from the donor animals. Using this approach, we found that the implantation of mixed populations of *Vav2*^Onc/Onc^ keratinocytes and fibroblasts promotes the formation of larger epidermal areas (Fig. 3A) with higher fur density (Fig. 3B) than control mixtures of WT cells in the xenografted mice (see quantitation in Fig. 3C). Histological analyses revealed that this phenotype is linked to the generation of the expected epithelial and dermal layers (Fig. 3D) and higher numbers of *de novo* hair follicle morphogenesis (Fig. 3D, E). However, we also detected the frequent formation of epidermal inclusion cysts (Fig. 3D, F), epidermal hyperplasia (Fig. 3D, G), and dermal dysplasia (Fig. 3D, H) in the samples generated by the implanted *Vav2*^Onc/Onc^ cells. Consistent with this, we also found increased levels of proliferation in the basal epithelia of those samples (Fig. 3I, J). These epidermal and dermal alterations have been previously observed in *Vav2*^Onc/Onc^ mice [23] and, probably, are caused by the deregulated Vav2^Onc^ signaling in the keratinocytes that have been generated upon the differentiation of the implanted SSCs.

**Fig. 3:**
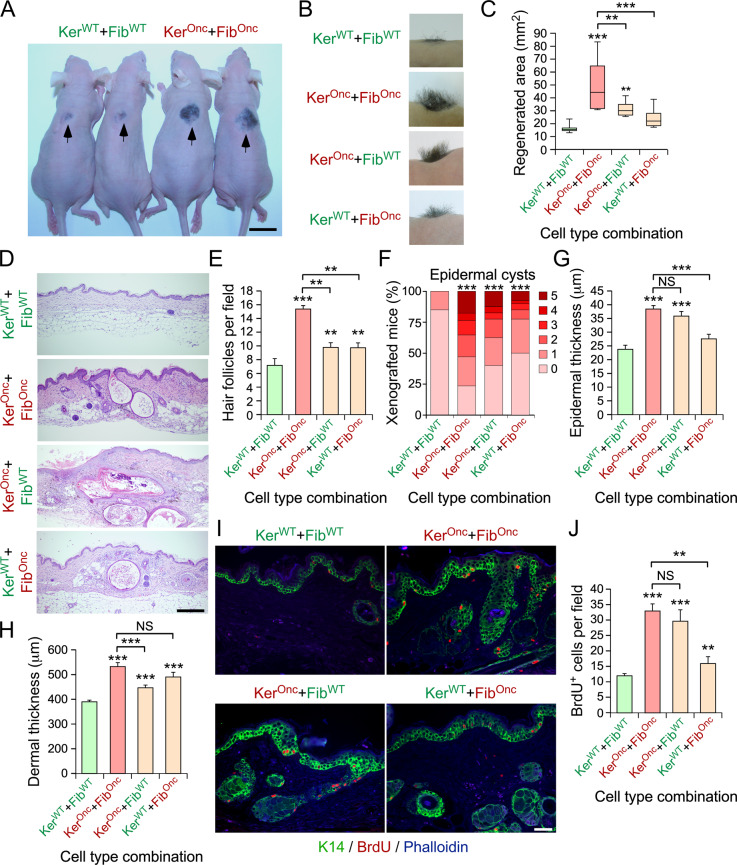
The Vav-dependent skin phenotype is mostly keratinocyte-autonomous. **A** Representative image of immunodeficient mice at the endpoint of the skin xenograft protocol performed with the indicated cell combinations. The regenerated skin area is indicated with an arrow. Scale bar, 2 cm (*n* = 5). Ker, keratinocytes; Fib, fibroblasts. **B** Representative images of hair regeneration in immunodeficient mice at the endpoint of the skin xenograft protocol shown in **A**. *n* = 5 per cell mix. **C** Quantification of the skin area regenerated by the indicated cell combinations according to the data obtained in **A**. **P < 0.01; ***P < 0.001 (ANOVA and Tukey’s HSD tests, *n* = 5). Statistical significance asterisks refer to comparisons against the Ker^WT^ + Fib^WT^ condition or against the indicated experimental condition (in brackets). **D** Representative histological sections of the skin area regenerated by the indicated transplanted cell combinations at the endpoint of the xenograft protocol. Scale bar, 100 μm (*n* = 5). **E**–**H** Quantification of hair follicle number (**E**), epidermal inclusion cysts (**F**), epidermal thickness (**G**) and dermal thickness (**H**) in the histological sections from the experiment shown in **D**. **P < 0.01; ***P < 0.001 (**E**–**G** ANOVA and Tukey’s HSD tests, **H** Chi-squared test, *n* = 5). Statistical significance asterisks refer to comparisons against the Ker^WT^ + Fib^WT^ condition or against the indicated experimental condition (in brackets). **I** Representative immunofluorescence images showing BrdU labeling (red color) and keratin 14 expression (green color) in the skin regenerated by the indicated cell combinations at the endpoint of the xenograft protocol. Phalloidin (blue color) was used for counterstaining. Scale bar, 100 μm (*n* = 5). **J** Quantification of BrdU^+^ cells the skin area regenerated by the indicated cell mixes according to data obtained in **I**. **P < 0.01; ***P < 0.001 (ANOVA and Tukey’s HSD tests, *n* = 5). Statistical significance asterisks refer to comparisons against the Ker^WT^ + Fib^WT^ condition or against the indicated experimental condition (in brackets). In **C**, **E**–**H** and **J**, data represent mean ± SEM. NS, not significant.

The use of cell mixtures composed of *Vav2*^Onc/Onc^ keratinocytes and WT fibroblasts also leads to a statistically significant enlargement of the regenerated area of the skin (Fig. 3B, C), increased numbers of hair follicles (Fig. 3B, E), and epidermal cyst formation (Fig. 3F). However, this phenotype is milder than that found when using mixtures of *Vav2*^Onc/Onc^ cells (Fig. 3C, E and F). This indicates that this phenotype, although mostly SSC autonomous, also depends on minor contributions from the activated Vav2 pathway in fibroblasts. By contrast, we found that the epithelial hyperplasia obtained under these conditions is like that found with mixtures of *Vav2*^Onc/Onc^ cells (Fig. 3G). These results further indicate that these features of the regenerated skin are probably caused by the activity of Vav2^Onc^ in the keratinocytes generated by the implanted SSC pool. The dermal dysplasia observed under these conditions (Fig. 3H) is probably mediated by paracrine mechanisms of Vav2^Onc^-expressing keratinocytes on WT fibroblasts, as inferred from the previous observations made in the total skin and isolated keratinocytes from *Vav2*^–/–^;*Vav3*^–/–^ mice [21]. We found similar readouts when using combinations of *Vav2*^Onc/Onc^ keratinocytes and *Vav2*^–/–^;*Vav3*^–/–^ fibroblasts in these experiments (Fig. S2A–H), indicating that the dermal dysplasia found in these conditions does not require the engagement of Vav-dependent pathways in the transplanted fibroblasts. The implantation of mixtures of WT keratinocytes and *Vav2*^Onc/Onc^ fibroblasts regenerates skin areas like those observed in mixtures of WT cells (Fig. 3B, C), although we did observe a small increase in the number of hair follicles (Fig. 3E) and epidermal cysts (Fig. 3F) under these experimental conditions. In this case, we could detect the dermal dysplasia (Fig. 3H) but not epithelial hyperplasia (Fig. 3G) in the regenerated skin of the recipient animals. These results demonstrate that the effect of *Vav2*^Onc^ in the skin regenerative activity of SSCs is mostly keratinocyte autonomous, although a minor contribution of Vav2^Onc^ fibroblasts is also probably required. In addition, they indicate that the dermal dysplasia can be triggered by the constitutive activation of Vav2 catalytic activity both in keratinocytes and fibroblasts.

Finally, we performed skin xenografts using mixtures of keratinocytes and fibroblasts from *Vav2*^*–/–*^;*Vav3*^*–/–*^ mice. We did not find differences in any of the parameters analyzed when compared to WT counterparts (Fig. S2I–P). This is in agreement with previous studies indicating that the combined elimination of Vav2 and Vav3 does not elicit any overt epidermal or skin defects in mice [21]. In addition, they suggest that the reduced numbers of SSCs found in *Vav2*^*–/–*^;*Vav3*^*–/–*^ mice are still sufficient to induce normal levels of skin regeneration.

### Vav proteins regulate transcriptional programs involved in stem cell homeostasis

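Transcripts of both sort markers were abundant in every SSC array. *Cd34*, which encodes a surface sialomucin of bulge stem cells, had a mean log2 value of 12.78 ± 0.06 (SD, n = 3 arrays) in the WT controls of the *Vav2* Onc/Onc strain and 12.95 ± 0.06 (SD, n = 3) in *Vav2* Onc/Onc SSCs. It had 12.42 ± 0.04 (SD, n = 3) in the WT controls of the *Vav2*-/-;*Vav3*-/- strain and 12.23 ± 0.44 (SD, n = 3) in *Vav2*-/-;*Vav3*-/- SSCs. *Itga6*, the integrin α6 chain, spanned only 11.28 to 11.85 over the 12 arrays. The Y-linked *Eif2s3y* ranged from 8.07 to 9.10 and the X-inactivation transcript *Xist* from 4.70 to 5.19, which is the pattern of male mice. *Vav2* and *Vav3* transcripts did not follow the genotypes. *Vav2* differed by 0.39 (SE 0.09, adjusted p = 0.169) on the log2 scale between *Vav2*-/-;*Vav3*-/- SSCs and their controls, and *Vav3* by 0.27 (SE 0.11, adjusted p = 0.487). In *Vav2* Onc/Onc SSCs, the differences were -0.13 (adjusted p = 0.694) for *Vav2* and -0.38 (adjusted p = 0.216) for *Vav3*. Which exons the probe sets of these genes cover relative to the altered parts of each allele is not given, so these values check neither genotype. RNA of the 4 groups, with 3 arrays each, was hybridized to Affymetrix mouse gene arrays. The authors deposited RMA values, which are background-corrected, quantile-normalized and summarized on the log2 scale, for 34760 probe sets. Differences were tested with limma over the 22961 probe sets that the platform's table pairs with at least 1 gene, using the arrays of the compared groups and a Benjamini-Hochberg adjusted p of at most 0.05. The mean correlation of an array with its own group was lowest for *Vav2*-/-;*Vav3*-/- replicate 3, at 0.986. On simulated data, 72.7% of log2 changes of 0.5 and 97.9% of changes of 1 were recovered with the spread of the *Vav2* Onc/Onc comparison. With the spread of the *Vav2*-/-;*Vav3*-/- comparison, these shares were 21.2% and 97.3%. The simulated noise was normal and independent between probe sets, without a structure of the samples, so the shares need not hold for the real arrays. Functions were followed with gene lists written from general knowledge before the data were examined, and each list was compared with the other genes by camera of limma with a preset correlation of 0.01. The sample labels give C57BL/6 and an age of 2.5 months for all 12 arrays.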

To further shed light on the role of Vav proteins in SSCs, we performed microarray studies using RNA from CD34^+^ Itgα6^+^ epidermal cells isolated from 10-week-old *Vav2*^Onc/Onc^, *Vav2*^*–/–*^;*Vav3*^*–/–*^ SSCs, and the appropriate control mice. This age was selected because: (i) it is the time frame in which the number of SSCs differs widely between *Vav2*^Onc/Onc^ (see above, Fig. 1B) and *Vav2*^*–/–*^;*Vav3*^*–/–*^ (see above, Fig. 1D) mice. (ii) It is the in which the hair follicles are in telogen (resting phase) [38]. Given that *Vav2*^Onc/Onc^ and *Vav2*^*–/–*^;*Vav3*^*–/–*^ mice had distinct genetic backgrounds, the microarray and subsequent in silico analyses were performed in the following sequence. 

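SSCs of the 2 WT control groups differed from each other in genes of the circadian clock, of the epidermal barrier and of sterol synthesis. *Dbp*, a clock output transcription factor, was higher in the controls of the *Vav2* Onc/Onc strain with a log2 fold change of 2.87 (SE 0.18, adjusted p = 0.00187), and *Per3*, a repressor of the clock loop, with 2.53 (SE 0.14, adjusted p = 8.65e-04). *Arntl*, which encodes the activator Bmal1 of the opposite phase, was lower, with -1.38 (SE 0.15, adjusted p = 0.00880). *Ublcp1*, a phosphatase that acts on the proteasome, was higher, with 3.19 (adjusted p = 0.00772), and *Ivl*, which encodes the cornified envelope protein involucrin, was lower, with -1.64 (adjusted p = 0.0477). Of 14 clock genes with an evening or daytime peak, 11 were higher, 0 lower and 3 neither (12 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone). Their median log2 fold change was 1.36 (camera, adjusted p = 1.57e-41, upward, but 0.135 with an estimated correlation). Of 6 genes of the opposite phase, the group of *Arntl*, 1 was higher, 2 lower and 3 neither (1 and 2 adjusted over the list alone; camera, adjusted p = 0.250, downward). That list passed downward without *Vav2* Onc/Onc-strain WT replicate 2 (adjusted p = 0.00593). Of 41 genes of terminal differentiation, 2 were higher, 14 lower and 25 neither (3 and 28 adjusted over the list alone), with a median of -0.74 (camera, adjusted p = 3.00e-13, downward, but 0.331 with an estimated correlation). Of 21 sterol synthesis genes, 1 was higher, 9 lower and 11 neither (1 and 16 adjusted over the list alone; camera, adjusted p = 5.21e-13, downward, but 0.135 with an estimated correlation). Among 39 genes of fatty acid and lipid synthesis, 0 were higher, 11 lower and 28 neither (3 and 20 at an unadjusted p under 0.05, 2 and 15 adjusted over the list alone; camera, adjusted p = 1.29e-06, downward, but 0.331 with an estimated correlation). In all, 679 probe sets were higher and 488 lower in the 3 controls of the *Vav2* Onc/Onc strain than in the 3 of the *Vav2*-/-;*Vav3*-/- strain. The counts higher and lower were 96 and 72 without replicate 1 of the former controls, 309 and 238 without replicate 2, and 100 and 70 without replicate 3. They were 39 and 24 without replicate 2 of the latter and 408 higher without replicate 3. Calls ended without *Vav2* Onc/Onc-strain WT replicate 1 for *Ivl* (adjusted p = 0.142), replicate 2 for *Ivl* (adjusted p = 0.0691) and replicate 3 for *Ivl* (adjusted p = 0.136). Without *Vav2*-/-;*Vav3*-/--strain WT replicate 2, they ended for *Arntl* and *Ivl* (adjusted p = 0.0519 and 0.128). This comparison was chosen after the values were seen.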

Firstly, we established the differentially expressed genes of the SSCs of each interrogated mouse strain with their respective controls to avoid the detection of changes exclusively due to background-related issues. 

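In *Vav2* Onc/Onc SSCs, the genes with the largest rises included a glucocorticoid receptor cochaperone and a regulator of glycolysis, and those with falls included transcripts of endothelial cells. *Fkbp5*, the cochaperone, rose with a log2 fold change of 1.63 (SE 0.13, adjusted p = 0.0115), and *Pfkfb3*, a regulator of glycolytic flux, with 1.30 (SE 0.19, adjusted p = 0.0484). *Gjb2*, which encodes connexin 26, fell with -2.83 (SE 0.41, adjusted p = 0.0482). Of 20 endothelial genes, 0 were higher, 6 lower and 14 neither (0 and 16 at an unadjusted p under 0.05, 0 and 15 adjusted over the list alone). They included *Emcn*, which encodes endomucin, at -2.60 (SE 0.20, adjusted p = 0.0115) and *Cdh5*, which encodes VE-cadherin, at -2.04 (adjusted p = 0.0467). Camera gave adjusted p = 1.14e-32, downward, but 0.186 with an estimated correlation for this list. Of 23 stress keratins and alarmins, 0 were higher, 3 lower and 20 neither (0 and 13 at an unadjusted p under 0.05, 0 and 10 adjusted over the list alone; camera, adjusted p = 8.83e-17, downward, but 0.0963 with an estimated correlation). *Kprp* and *Ankrd35* were among the genes that rose in *Vav2*-/-;*Vav3*-/- SSCs. *Kprp*, a proline-rich protein of the upper epidermis, rose with 2.58 (SE 0.35, adjusted p = 0.0445) and *Ankrd35*, an ankyrin repeat protein, with 2.14 (SE 0.11, adjusted p = 0.00115). *Il20ra*, a receptor chain for interleukins of the IL-20 group, rose with 2.01 (adjusted p = 0.0124). *Gjb2* fell in this genotype as well, with -1.20 (SE 0.13, adjusted p = 0.0270), as did the GTPase gene *Rhoc*, with -1.09 (adjusted p = 0.0397). Against their own controls (n = 3 arrays per group), 41 probe sets were higher and 33 lower in *Vav2* Onc/Onc SSCs, and 71 were higher and 14 lower in *Vav2*-/-;*Vav3*-/- SSCs. For *Vav2* Onc/Onc, 0 higher and 1 lower were left without replicate 1, 2 and 5 without replicate 2, and 0 and 0 without replicate 3. Without WT replicate 1, 2 or 3, 21, 22 and 14 were higher, and 7 were lower without the third. For *Vav2*-/-;*Vav3*-/-, 1 higher and 1 lower were left without WT replicate 1 and 1 and 1 without WT replicate 2. Without *Vav2*-/-;*Vav3*-/- replicate 1, the counts were 17 and 8, and without replicate 2 they were 3 and 1, while 34 were higher without replicate 3. Among the *Vav2* Onc/Onc genes named here, calls ended without *Vav2* Onc/Onc replicate 1 for all 5 (adjusted p = 0.0831 to 0.215), replicate 3 for all 5 (adjusted p = 0.0620 to 0.160) and replicate 2 for *Gjb2*, *Pfkfb3* and *Cdh5* (adjusted p = 0.0921 to 0.109). Without WT replicate 1, they ended for *Cdh5*, *Gjb2* and *Pfkfb3* (adjusted p = 0.0616 to 0.101), replicate 2 for *Pfkfb3* (adjusted p = 0.0932) and replicate 3 for *Pfkfb3*, *Gjb2* and *Cdh5* (adjusted p = 0.0543 to 0.0644). Among the *Vav2*-/-;*Vav3*-/- genes, they ended without WT replicate 1 for *Il20ra*, *Gjb2*, *Rhoc* and *Kprp* (adjusted p = 0.0773 to 0.161) and replicate 2 for *Il20ra*, *Gjb2*, *Kprp* and *Rhoc* (adjusted p = 0.112 to 0.215). Without *Vav2*-/-;*Vav3*-/- replicate 1, they ended for *Gjb2*, *Kprp* and *Rhoc* (adjusted p = 0.0575 to 0.0694), replicate 2 for *Il20ra*, *Gjb2*, *Kprp* and *Rhoc* (adjusted p = 0.0744 to 0.183) and replicate 3 for *Rhoc* (adjusted p = 0.0863). No label states a pairing, but replicate numbers were taken to pair the *Vav2*-/-;*Vav3*-/- arrays with their controls, from correlations in these same arrays. With the number as a block, 237 probe sets were higher and 65 lower.

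**Figure D1:**
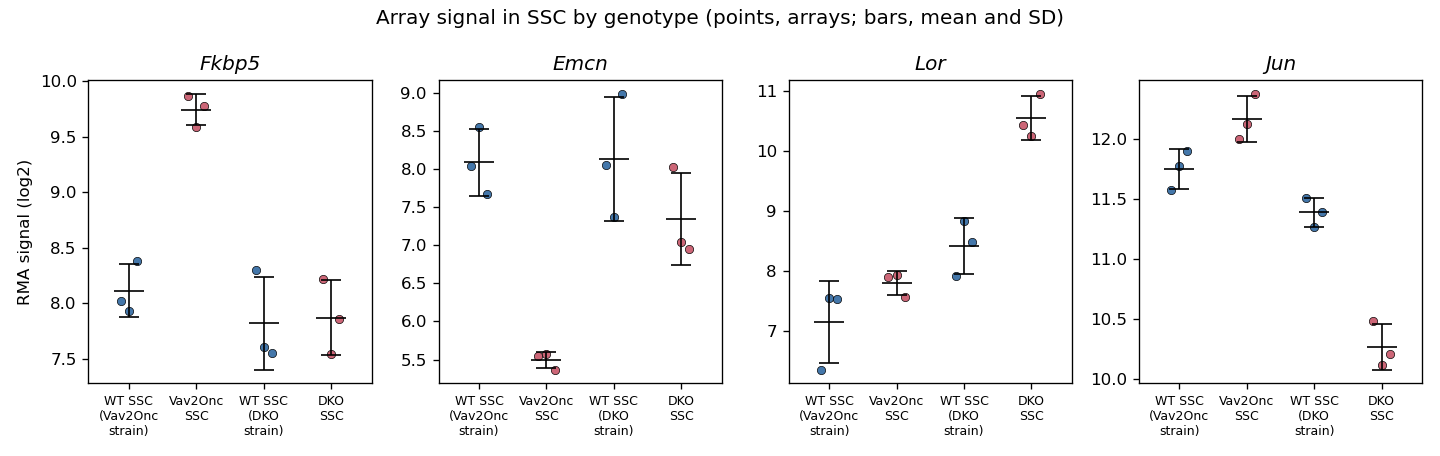
RMA signal (log2) of *Fkbp5*, *Emcn*, *Lor* and *Jun* in the 4 SSC groups. Points are arrays (n = 3 per group) and bars the mean with SD. *Emcn* lies at 5.37 to 5.57 in *Vav2* Onc/Onc SSCs and at or above 7.68 in their controls.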

Subsequently, we selected the differentially expressed genes that showed opposite patterns of expression in the SSCs from *Vav2*^Onc/Onc^ and *Vav2*^*–/–*^;*Vav3*^*–/–*^ mice. 

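*Jun* and *Foxo1* were among the genes whose changes differed between the 2 genotypes. *Jun*, which encodes an AP-1 subunit, fell in *Vav2*-/-;*Vav3*-/- SSCs with a log2 fold change of -1.12 (SE 0.12, adjusted p = 0.0270), and its difference between the effects of the 2 genotypes, each taken against its own controls, was 1.54 (SE 0.18, adjusted p = 0.00963). *Foxo1*, a forkhead transcription factor, had a difference of 1.30 (adjusted p = 0.0163). Differences of the opposite sign were those of *Ankrd35*, -2.01 (adjusted p = 0.00732), of the stratum corneum protease gene *Klk7*, -1.84 (adjusted p = 0.00732), and of the alcohol dehydrogenase gene *Adh6a*, -1.76 (adjusted p = 0.00374). From WT to mutant means, *Klk7* went from 9.03 to 8.02 in *Vav2* Onc/Onc and from 9.99 to 10.82 in *Vav2*-/-;*Vav3*-/- SSCs. *Ankrd35* was higher in both mutants, 7.95 to 8.08 and 7.71 to 9.85, while *Adh6a* went from 4.86 to 4.82 and from 5.22 to 6.93. These genes of the tested difference were named by the same rule as those of the comparisons of 2 groups, after their values were seen. No probe set passed limma's test in both comparisons with opposite directions: 0 were higher in *Vav2* Onc/Onc and lower in *Vav2*-/-;*Vav3*-/- SSCs, and 0 the reverse, where independent lists of these sizes would share 0.0250 and 0.102. At an unadjusted p under 0.05 in both, 68 and 45 probe sets had opposite directions, against 82.8 and 51.9 for independent lists. With the replicate number as a block, the counts were 3 and 1. Over all probe sets tested, the effects of the 2 genotypes had the same sign in 52.1% (correlation 0.21). This share was 58.1% among the 74 probe sets called in *Vav2* Onc/Onc SSCs. Among the 85 called in *Vav2*-/-;*Vav3*-/- SSCs, it was 78.8%. The difference of effects itself, fitted over the 12 arrays, was positive for 8 probe sets and negative for 12, and with the replicate number as a block for 24 and 49. The positive and negative counts were 5 and 21, 6 and 6 and 7 and 4 without WT replicate 1, 2 or 3 of the *Vav2* Onc/Onc strain, and 2 and 4, 3 and 6 and 3 and 4 without *Vav2* Onc/Onc replicate 1, 2 or 3. They were 3 and 5, 3 and 6 and 17 and 59 without WT replicate 1, 2 or 3 of the *Vav2*-/-;*Vav3*-/- strain, and 133 and 83 and 3 and 4 without *Vav2*-/-;*Vav3*-/- replicate 1 or 2. Of the differences of effects named here, that of *Foxo1* lost its call without *Vav2* Onc/Onc replicate 1, 2 or 3, *Vav2*-/-;*Vav3*-/--strain WT replicate 1 or 2 or *Vav2*-/-;*Vav3*-/- replicate 2 (adjusted p = 0.0550, 0.0680, 0.0684, 0.0618, 0.0660 and 0.0628), while the other 4 kept theirs without any 1 array. That of *Jun* in *Vav2*-/-;*Vav3*-/- SSCs ended without WT replicate 1 or 2 or *Vav2*-/-;*Vav3*-/- replicate 2 or 3 (adjusted p = 0.114, 0.143, 0.150 and 0.0597).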

Using this approach, we found a large subset of genes (2 106 probe sets) that fulfilled these criteria (Fig. 4A and Table S2). 

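Set directly against *Vav2*-/-;*Vav3*-/- SSCs, *Vav2* Onc/Onc SSCs had higher transcripts of the circadian clock and lower transcripts of the cornified envelope. *Per2*, a repressor of the clock loop, was higher with a log2 fold change of 3.01 (SE 0.10, adjusted p = 1.50e-05), and *Ublcp1* with 3.41 (SE 0.16, adjusted p = 4.53e-05). *Fosb*, an AP-1 subunit gene, was higher with 2.78 (SE 0.35, adjusted p = 0.00254). *Ivl* was lower with -3.43 (SE 0.19, adjusted p = 7.44e-05), *Sprr1b*, a small proline-rich protein of the same envelope, with -3.07 (adjusted p = 0.00123) and *Far2* with -3.53 (adjusted p = 1.39e-04). All 14 clock genes with an evening or daytime peak were higher (median 1.33, camera adjusted p = 5.19e-66, and adjusted p = 0.0477 with an estimated correlation), with 14 when adjusted over the list alone. Of the 22961 probe sets, 1942 were higher and 1312 lower in *Vav2* Onc/Onc than in *Vav2*-/-;*Vav3*-/- SSCs (n = 3 arrays per group). The direct comparison takes off no control, and 95.6% of these 3254 probe sets differed with the same sign between the 2 groups of WT controls, against 76.6% of all probe sets tested. Among those higher, 453 passed limma's test in the same direction between the controls, where independent lists would share 57.4, and among those lower 283, where independent lists would share 27.9. For the probe sets higher, the median log2 difference was 0.61, with 0.34 between the controls, 0.18 for *Vav2* Onc/Onc against its controls and -0.11 for *Vav2*-/-;*Vav3*-/- against its own. For those lower, the medians were -0.69, -0.34, -0.11 and 0.24. Both effects had opposite signs in 61.4% of the probe sets higher and 49.0% of those lower. Over all probe sets tested, they had the same sign in 52.1%. The probe sets were selected on the mutant arrays that enter both effects. That choice favours opposite signs and larger medians of these effects. Without *Vav2* Onc/Onc replicate 1, 571 were higher and 682 lower, without replicate 2 731 and 779, and without replicate 3 897 and 731. Without *Vav2*-/-;*Vav3*-/- replicate 1 the counts were 3298 and 2205, and without *Vav2*-/-;*Vav3*-/- replicate 2 they were 746 and 758. The genes named here passed in each of these fits.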

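*Xpc*, *Pms2* and *Ccnd1* were among the genes higher in *Vav2* Onc/Onc than in *Vav2*-/-;*Vav3*-/- SSCs (n = 3 arrays per group), whereas 3 genes of G2 and mitosis were lower. *Xpc*, which recognizes damage for nucleotide excision repair, had a log2 fold change of 0.76 (SE 0.10, adjusted p = 0.00325) and the mismatch repair gene *Pms2* 0.97 (adjusted p = 0.00604). *Ccnd1*, which encodes cyclin D1, had 0.72 (SE 0.08, adjusted p = 0.00148). *Ube2c*, an E2 enzyme of the anaphase-promoting complex, had -1.26 (adjusted p = 0.0212) and *Ttk*, a kinase of the spindle checkpoint, -0.91 (adjusted p = 0.0144). Calls of these genes ended without *Vav2* Onc/Onc replicate 1 for *Ttk* and *Ube2c* (adjusted p = 0.0637 and 0.0720) and replicate 3 for *Ttk* and *Ube2c* (adjusted p = 0.0520 and 0.0765). Without *Vav2*-/-;*Vav3*-/- replicate 2, they ended for *Ttk* and *Ube2c* (adjusted p = 0.0565 and 0.0664). Of 35 DNA repair genes, 11 were higher, 0 lower and 24 neither (18 and 0 at an unadjusted p under 0.05, 15 and 0 adjusted over the list alone; camera, adjusted p = 1.24e-05, upward, but 0.283 with an estimated correlation). Against their own controls, *Vav2* Onc/Onc SSCs had 0 of these genes higher and 0 lower (12 higher and 0 lower at an unadjusted p under 0.05, and 6 higher and 0 lower adjusted over the list alone), with a median of 0.13 (camera, adjusted p = 1.32e-05, upward, but 0.258 with an estimated correlation). The *Vav2*-/-;*Vav3*-/- SSCs had 0 higher and 0 lower (2 higher and 0 lower at an unadjusted p under 0.05, and 0 higher and 0 lower adjusted over the list alone; camera, adjusted p = 0.319, downward). The list turned upward without WT replicate 1 or *Vav2*-/-;*Vav3*-/- replicate 3 (adjusted p = 0.753 and 0.493) and passed downward without WT replicate 3 or *Vav2*-/-;*Vav3*-/- replicate 1 (adjusted p = 0.0234 and 0.0188). Of 35 G1/S genes, 6 were higher, 0 lower and 29 neither (10 and 1 at an unadjusted p under 0.05, 8 and 0 adjusted over the list alone) in *Vav2* Onc/Onc against *Vav2*-/-;*Vav3*-/- SSCs (camera, adjusted p = 0.00178, upward, but 0.398 with an estimated correlation). Among 35 G2/M genes, 0 were higher, 3 lower and 32 neither (0 and 15 at an unadjusted p under 0.05, 0 and 3 adjusted over the list alone), with a median of -0.49 (camera, adjusted p = 5.02e-04, downward, but 0.450 with an estimated correlation). Genes of ribosome biogenesis did not pass as a list: of 36, 3 were higher, 0 lower and 33 neither (5 and 3 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone; camera, adjusted p = 0.0813, upward). This list passed upward without *Vav2* Onc/Onc replicate 3 or *Vav2*-/-;*Vav3*-/- replicate 1 (adjusted p = 0.0448 and 0.0220). Of 39 immediate early genes, which encode transcription factors and other first responders to stimuli, 16 were higher, 6 lower and 17 neither (23 and 7 adjusted over the list alone; camera, adjusted p = 1.56e-05, upward, but 0.253 with an estimated correlation). No list of pluripotency or of general transcription had been fixed, so neither function was tested.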

Standard gene ontology analyses indicated that the Vav-dependent SSC upregulated transcriptional signature is highly enriched in genes associated with pluripotency, the control of transcription, DNA metabolism, and cell proliferation (Fig. 4B, top panel). By contrast, the downregulated genes are mainly associated with lipid metabolism, keratinocyte differentiation, cell adhesion and migration, and cytokine signaling (Fig. 4B, bottom panel).

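Barrier and lipid genes were lower in *Vav2* Onc/Onc than in *Vav2*-/-;*Vav3*-/- SSCs (n = 3 arrays per group). *Elovl4*, an elongase of very long fatty acids, had a log2 fold change of -2.41 (SE 0.09, adjusted p = 1.86e-05) and *Abca12*, a lipid transporter of the epidermis, -2.49 (SE 0.14, adjusted p = 7.39e-05). *Sqle*, the squalene epoxidase gene, had -1.74 (SE 0.13, adjusted p = 2.51e-04), and *Me1*, the malic enzyme gene that supplies NADPH for fatty acid synthesis, -1.76 (adjusted p = 8.44e-05). Of the cytokine genes, *Il1rn*, which encodes the interleukin-1 receptor antagonist, had -1.79 (SE 0.11, adjusted p = 1.01e-04) and the alarmin gene *Il33* -1.41 (adjusted p = 3.09e-04). Of 41 genes of terminal differentiation, 2 were higher, 28 lower and 11 neither (4 and 29 adjusted over the list alone), with a median of -1.67 (camera, adjusted p = 9.68e-53, downward, but 0.157 with an estimated correlation). The 39 genes of fatty acid and lipid synthesis included 18 lower, 4 higher and 17 that did not pass (6 higher and 22 lower adjusted over the list alone), and the 21 sterol genes 12 lower, 1 higher and 8 that did not pass (1 higher and 16 lower adjusted over the list alone). Camera gave adjusted p = 2.85e-13, downward, but 0.157 with an estimated correlation for the former and adjusted p = 2.49e-12, downward, but 0.157 with an estimated correlation for the latter. Chemokines and cytokines were split: of 34, 4 were higher, 7 lower and 23 neither (4 and 7 adjusted over the list alone; camera, adjusted p = 0.0180, downward, but 0.161 with an estimated correlation). Focal adhesion and cytoskeletal genes went more often upward: of 58, 10 were higher, 3 lower and 45 neither (13 and 8 adjusted over the list alone; camera, adjusted p = 0.0789, upward), and this list passed upward without *Vav2* Onc/Onc replicate 3 or *Vav2*-/-;*Vav3*-/- replicate 1 (adjusted p = 0.0394 and 0.00550). Against their own controls, *Vav2* Onc/Onc SSCs had 0 sterol genes higher and 0 lower (4 higher and 3 lower at an unadjusted p under 0.05, and 2 higher and 0 lower adjusted over the list alone; camera, adjusted p = 0.492, upward). They had 0 fatty acid genes higher and 0 lower (4 higher and 0 lower at an unadjusted p under 0.05, and 0 higher and 0 lower adjusted over the list alone; camera, adjusted p = 0.495, upward). The former list turned downward without *Vav2* Onc/Onc replicate 2 (adjusted p = 0.813), and the latter turned downward without WT replicate 1 (adjusted p = 0.391). For terminal differentiation in *Vav2* Onc/Onc SSCs, 0 were higher, 1 lower and 40 neither (7 and 9 at an unadjusted p under 0.05, 4 and 6 adjusted over the list alone). The median of that list was 0.03 while its mean was -0.07 and camera went downward (adjusted p = 0.236). It passed downward without WT replicate 1 or *Vav2* Onc/Onc replicate 2 (adjusted p = 3.91e-04 and 0.0278). In *Vav2*-/-;*Vav3*-/- SSCs, 0 sterol genes were higher and 0 lower (10 higher and 0 lower at an unadjusted p under 0.05, and 4 higher and 0 lower adjusted over the list alone), with a median of 0.24 (camera, adjusted p = 3.82e-06, upward, but 0.436 with an estimated correlation). Fatty acid genes there numbered 0 higher and 1 lower (13 higher and 4 lower at an unadjusted p under 0.05, and 10 higher and 3 lower adjusted over the list alone; camera, adjusted p = 0.00435, upward, but 0.467 with an estimated correlation). The list did not pass without *Vav2*-/-;*Vav3*-/- replicate 1 (adjusted p = 0.0688). With the replicate number as a block, 6 higher and 2 lower fatty acid genes and 5 higher and 0 lower cytokine genes were called in *Vav2*-/-;*Vav3*-/- SSCs. Cytokine genes did not pass as a list in *Vav2* Onc/Onc SSCs (5 higher and 3 lower at an unadjusted p under 0.05, 2 higher and 2 lower adjusted over the list alone; camera, adjusted p = 0.236, downward) or in *Vav2*-/-;*Vav3*-/- SSCs (7 higher and 4 lower at an unadjusted p under 0.05, 6 higher and 3 lower adjusted over the list alone; camera, adjusted p = 0.280, upward). The latter passed upward without WT replicate 3 (adjusted p = 0.0437). Cytokine genes past the threshold were 0 higher and 0 lower in *Vav2* Onc/Onc and 1 higher and 0 lower in *Vav2*-/-;*Vav3*-/- SSCs.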

**Fig. 4:**
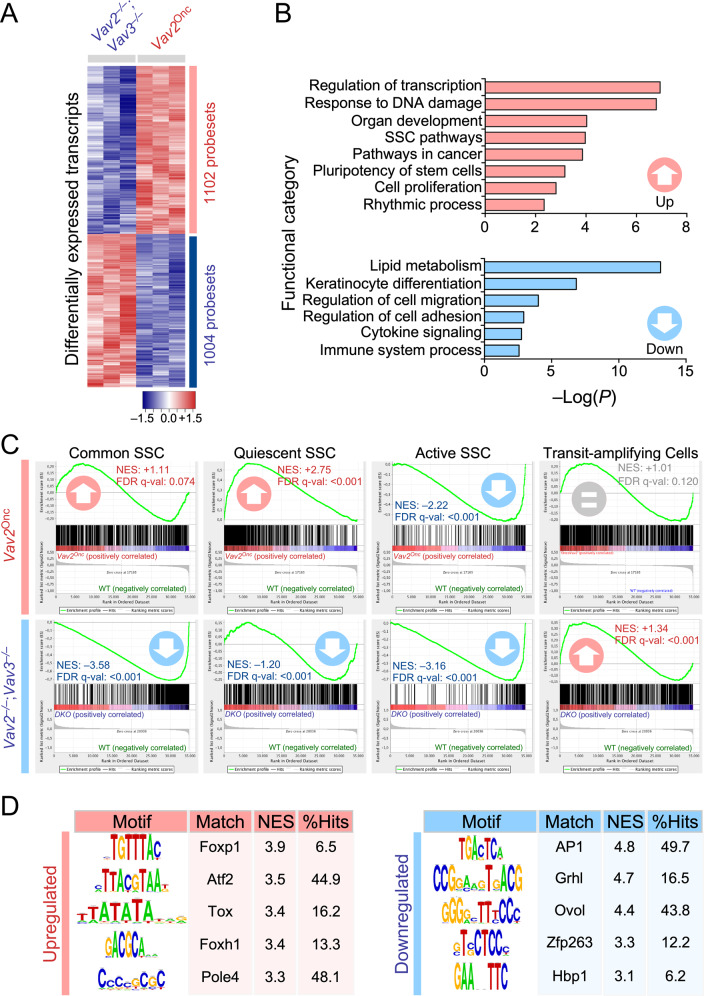
Vav proteins regulate programs involved in SSC homeostasis. **A** Heatmap showing the transcripts differentially expressed between *Vav2*^Onc/Onc^ and *Vav2*^*–/–*^;*Vav3*^*–/–*^ SSCs. The number of probe sets for the up- and downregulated fractions is indicated. **B** Main upregulated (red) and downregulated (blue) functional categories encoded by the transcriptome of *Vav2*^Onc/Onc^ SSCs. For all of them, *P* < 0.01 (Fisher’s exact test). **C** GSEA of indicated gene sets in the *Vav2*^Onc/Onc^ and *Vav2*^*–/–*^;*Vav3*^*–/–*^ SSC transcriptome. The normalized enrichment scores (NES) and false discovery rate *q*–values (FDR *q*–val) are indicated within each graph. Positive and negative enrichments are indicated with upward- and downward-pointing arrows, respectively. **D** Main enriched transcription factor binding sites in the promoters of the differentially expressed genes identified in **A**. The normalized enrichment scores (NES) are indicated. For all of them, *P* < 0.05 (iRegulon Wilcoxon rank-sum paired test).

To further characterize the Vav-dependent transcriptome of SSCs, we next performed gene set enrichment analyses (GSEA) to investigate the potential regulation of gene expression signatures linked to the identity, quiescence, activation and/or differentiation of SSCs [39]. We found using this in silico approach that the expression of Vav2^Onc^ promotes the upregulation of gene signatures linked to both SSC identity and quiescence (Fig. 4C, two top left panels). By contrast, it represses the expression of gene signatures associated with SSC activation (Fig. 4C, third top panel from left). 

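*Foxo1* and *Zbtb16* of the quiescence list rose in *Vav2* Onc/Onc SSCs, and that list passed upward by camera only with the preset correlation, while the identity list of the bulge did not pass. *Foxo1*, a forkhead factor that restrains growth downstream of PI3K, rose with a log2 fold change of 0.91 (SE 0.08, adjusted p = 0.0127) against WT controls (n = 3 arrays per group), and *Zbtb16*, a transcriptional repressor, with 0.63 (SE 0.08, adjusted p = 0.0317). *Klf9*, a zinc finger factor, had 0.67 (adjusted p = 0.0580) and *Foxo3* 0.47 (adjusted p = 0.0917). Of the identity genes, *Dkk3*, a member of the dickkopf family, had 0.31 (SE 0.08, adjusted p = 0.171), the bulge keratin gene *Krt24* 0.39 (adjusted p = 0.194) and *Cd34* 0.17 (adjusted p = 0.339). Of 28 quiescence genes, 2 were higher, 0 lower and 26 neither (10 and 2 at an unadjusted p under 0.05, 7 and 0 adjusted over the list alone). Their median was 0.02 and their mean 0.15 (camera, adjusted p = 0.00118, upward, but 0.393 with an estimated correlation; 0.0842 by fry, which asks whether the list moves at all, without the other genes). Of 28 bulge identity genes, 0 were higher, 0 lower and 28 neither (5 and 0 at an unadjusted p under 0.05, 1 and 0 adjusted over the list alone), and 18 had a positive log2 fold change (camera, adjusted p = 0.236, upward). The identity list passed upward without WT replicate 1 (adjusted p = 0.0497). Calls of genes ended without *Vav2* Onc/Onc replicate 1 for *Foxo1* and *Zbtb16* (adjusted p = 0.0831 and 0.153), replicate 2 for *Foxo1* and *Zbtb16* (adjusted p = 0.0727 and 0.0921) and replicate 3 for *Foxo1* and *Zbtb16* (adjusted p = 0.0726 and 0.133). Without WT replicate 1, they ended for *Zbtb16* (adjusted p = 0.0674), replicate 2 for *Zbtb16* (adjusted p = 0.0669) and replicate 3 for *Zbtb16* (adjusted p = 0.0640). These lists came from general knowledge, since the published signatures are not part of the article or its supplements.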

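No gene of the G1/S or G2/M list passed the test in *Vav2* Onc/Onc SSCs. In the fit used throughout, only the G1/S list passed by camera with the preset correlation, upward, and both lists crossed the threshold in other settings. *Ccnd1*, the cyclin D1 gene, had a log2 fold change of 0.42 (SE 0.10, adjusted p = 0.134) and *Pola1*, a subunit of DNA polymerase α, 0.35 (adjusted p = 0.159). *Kif2c*, a mitotic kinesin, had -0.30 (adjusted p = 0.593) and *Ube2c* -0.38 (adjusted p = 0.676). Of 35 G1/S genes, 0 were higher, 0 lower and 35 neither (4 and 0 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), and 28 had a positive value (median 0.12; camera, adjusted p = 0.0281, upward, but 0.614 with an estimated correlation). This list did not pass without WT replicate 2 or 3 (adjusted p = 0.108 and 0.0529) and turned downward without *Vav2* Onc/Onc replicate 2 (adjusted p = 0.856). Of 35 G2/M genes, 0 were higher, 0 lower and 35 neither (0 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone), and 26 had a negative value (median -0.08; camera, adjusted p = 0.0888, downward). The G2/M list passed downward without WT replicate 2 or *Vav2* Onc/Onc replicate 2 (adjusted p = 0.0225 and 4.13e-16) and turned upward without *Vav2* Onc/Onc replicate 1 (adjusted p = 0.302). No list of the signature of activated stem cells was at hand, and these cycle genes stood in for it.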

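Genes of the hair matrix, where transit-amplifying cells reside, went both ways in *Vav2* Onc/Onc SSCs against WT controls (n = 3 arrays per group). *Jag1*, a Notch ligand, had a log2 fold change of 0.31 (SE 0.07, adjusted p = 0.130) and *Wnt5a*, a noncanonical Wnt ligand, 0.28 (adjusted p = 0.165). *Hoxc13*, a regulator of hair keratins, had -0.53 (adjusted p = 0.234) and the homeobox gene *Dlx2* -0.37 (adjusted p = 0.191). Of 26 hair matrix genes, 0 were higher, 0 lower and 26 neither (2 and 5 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), and 16 had a negative value (median -0.08; camera, adjusted p = 0.0638, downward). The list passed downward without WT replicate 1 or 3 or *Vav2* Onc/Onc replicate 1 (adjusted p = 0.00636, 0.0134 and 0.0441). Of 16 genes of the inner root sheath, a lineage that arises from the matrix, 0 were higher, 0 lower and 16 neither (0 and 2 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), and 15 had a negative value (camera, adjusted p = 0.0109, downward, but 0.207 with an estimated correlation).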

The hyperactivation of Vav2 does not regulate, however, gene expression programs involved in the differentiation of SSCs to the transit-amplifying cell (TAC) state (Fig. 4C, right top panel). Conversely, the elimination of Vav2 and Vav3 leads to the downmodulation of those transcriptional signatures (Fig. 4C, two bottom left panels). However, unlike the case of *Vav2*^Onc/Onc^ SSCs, the elimination of these two GEFs promotes the upregulation of the TAC-related differentiation signature in SSCs (Fig. 4C, right bottom panel). 

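In *Vav2*-/-;*Vav3*-/- SSCs against their WT controls (n = 3 arrays per group), the identity, quiescence and G1/S lists passed downward by camera, but not with an estimated correlation. No single gene of them passed limma's test without a block. *Btg2*, an antiproliferative gene, had a log2 fold change of -0.71 (SE 0.11, adjusted p = 0.0551) and *Bmp6*, a ligand that holds bulge cells at rest, -0.56 (adjusted p = 0.0969). *Id3*, a target of BMP signals, had -0.82 (adjusted p = 0.136). Among identity genes, *Tcf7l1*, a repressor of Wnt targets in bulge cells, had -0.52 (SE 0.16, adjusted p = 0.321) and *Tbx1*, a T-box factor of the bulge, -0.66 (adjusted p = 0.399). Of 28 bulge identity genes, 0 were higher, 0 lower and 28 neither (0 and 7 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), and 26 had a negative value (median -0.28; camera, adjusted p = 1.78e-06, downward, but 0.523 with an estimated correlation). Of 28 quiescence genes, 0 were higher, 0 lower and 28 neither (1 and 9 at an unadjusted p under 0.05, 1 and 5 adjusted over the list alone), with 21 negative (median -0.24; camera, adjusted p = 1.78e-06, downward, but 0.467 with an estimated correlation). The 35 G1/S genes gave 0 higher and 2 lower at an unadjusted p under 0.05 and 0 higher and 0 lower adjusted over the list alone, with 0 and 0 over all probe sets and 32 negative (camera, adjusted p = 1.57e-05, downward, but 0.523 with an estimated correlation). G2/M genes did not pass: of 35, 0 were higher, 0 lower and 35 neither (1 and 0 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone; camera, adjusted p = 0.811, downward). This list turned upward without WT replicate 1 or 2 or *Vav2*-/-;*Vav3*-/- replicate 3 (adjusted p = 0.373, 0.0643 and 0.827) and passed downward without WT replicate 3 (adjusted p = 2.57e-08). With the replicate number as a block, 1 higher and 2 lower quiescence genes were called. *Btg2* and *Id3* passed there (adjusted p = 0.0340 and 0.0350). On the first principal component of the SSC arrays, *Vav2*-/-;*Vav3*-/- replicate 3 lay at 50.64 and the other 2 at 14.09 and 27.61, and the 3 lists passed without it as well. Markers of other cells moved in the same comparison, with endothelial genes downward and leukocyte genes upward by camera, also not with an estimated correlation.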

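*Lor* and *Spink5*, genes of late epidermal differentiation, rose in *Vav2*-/-;*Vav3*-/- SSCs, and hair matrix genes went both ways. *Lor*, which encodes the cornified envelope protein loricrin, rose with a log2 fold change of 2.13 (SE 0.26, adjusted p = 0.0334) against WT controls (n = 3 arrays per group), and *Spink5*, an inhibitor of epidermal proteases, with 1.44 (SE 0.18, adjusted p = 0.0334). *Hrnr*, which encodes hornerin, had 1.68 (adjusted p = 0.0715) and *Flg2*, of the same S100 fused family, 2.29 (adjusted p = 0.0813). In the matrix list, *Dlx2* fell with -0.68 (SE 0.10, adjusted p = 0.0499), while *Bmp4*, a ligand of hair shaft differentiation, had 0.71 (SE 0.12, adjusted p = 0.0645) and *Gata3*, a factor of the inner root sheath, 0.46 (adjusted p = 0.225). Of 41 genes of terminal differentiation, 2 were higher, 0 lower and 39 neither (27 and 0 at an unadjusted p under 0.05, 25 and 0 adjusted over the list alone), and 37 had a positive value (median 0.63; camera, adjusted p = 1.19e-23, upward, but 0.436 with an estimated correlation). Calls ended without WT replicate 1 for all 3 (adjusted p = 0.0905 to 0.211), replicate 2 for all 3 (adjusted p = 0.121 to 0.261) and replicate 3 for *Dlx2* (adjusted p = 0.0788). Without *Vav2*-/-;*Vav3*-/- replicate 1, they ended for all 3 (adjusted p = 0.0661 to 0.0733), replicate 2 for all 3 (adjusted p = 0.149 to 0.182) and replicate 3 for all 3 (adjusted p = 0.0674 to 0.0871). *Flg2* passed without *Vav2*-/-;*Vav3*-/- replicate 3 (adjusted p = 0.0487). Of 26 hair matrix genes, 0 were higher, 1 lower and 25 neither (5 and 5 at an unadjusted p under 0.05, 2 and 2 adjusted over the list alone; median -0.06; camera, adjusted p = 0.311, downward). Of 16 genes of the inner root sheath, 0 were higher, 0 lower and 16 neither (0 and 1 both at an unadjusted p under 0.05 and adjusted over the list alone; camera, adjusted p = 0.0219, downward, but 0.467 with an estimated correlation). The sheath list did not pass without WT replicate 2 or 3 or *Vav2*-/-;*Vav3*-/- replicate 2 (adjusted p = 0.100, 0.0859 and 0.0651). With the replicate number as a block, 14 higher and 0 lower genes of terminal differentiation, 0 higher and 2 lower of the matrix and 0 higher and 1 lower of the sheath were called. *Flg2* and *Hrnr* passed in that fit (adjusted p = 0.0475 and 0.00699). Leukocyte genes went upward in the same arrays: of 27, 3 were higher, 0 lower and 24 neither (7 and 0 at an unadjusted p under 0.05, 4 and 0 adjusted over the list alone; camera, adjusted p = 1.04e-08, upward, but 0.467 with an estimated correlation). The list of the published transit-amplifying signature was not at hand.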

Taken together, these analyses suggest that the catalytic activity of Vav proteins contributes to maintain the SSCs in a resting and fully undifferentiated state that, however, can rapidly be shifted into a fully activated state when challenged with external stimuli (see Figs. 1 and 2). 

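In the difference between the effects in *Vav2* Onc/Onc and *Vav2*-/-;*Vav3*-/- SSCs, the quiescence and identity lists passed upward by camera and terminal differentiation downward, all only with the preset correlation. Of 28 quiescence genes, 1 was higher, 0 lower and 27 neither (13 and 0 at an unadjusted p under 0.05, 11 and 0 adjusted over the list alone), with a median difference of effects of 0.34 on the log2 scale (camera, adjusted p = 4.64e-10, upward, but 0.113 with an estimated correlation). Of 28 identity genes, 0 were higher, 0 lower and 28 neither (6 and 0 at an unadjusted p under 0.05, 1 and 0 adjusted over the list alone), with a median of 0.38 (camera, adjusted p = 7.86e-07, upward, but 0.406 with an estimated correlation). Terminal differentiation had a median of -0.72: of 41 genes, 0 were higher, 1 lower and 40 neither (1 and 23 at an unadjusted p under 0.05, 0 and 21 adjusted over the list alone; camera, adjusted p = 4.41e-21, downward, but 0.113 with an estimated correlation). The 35 G1/S genes had a median of 0.34, and 0 were higher, 0 lower and 35 neither (5 and 0 at an unadjusted p under 0.05, 1 and 0 adjusted over the list alone; camera, adjusted p = 3.12e-07, upward, but 0.378 with an estimated correlation). G2/M genes did not pass (0 higher, 0 lower and 35 neither, with 0 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone; camera, adjusted p = 0.444, downward). The G2/M list turned upward without *Vav2* Onc/Onc-strain WT replicate 1, *Vav2* Onc/Onc replicate 1 or *Vav2*-/-;*Vav3*-/--strain WT replicate 3 (adjusted p = 0.681, 0.204 and 0.143) and passed downward without *Vav2* Onc/Onc replicate 2 or *Vav2*-/-;*Vav3*-/--strain WT replicate 2 (adjusted p = 2.52e-06 and 0.0221). These differences were fitted with limma over the 12 SSC arrays. The paper proposes that the catalytic activity of Vav proteins helps to keep SSCs at rest and undifferentiated, yet ready to respond to stimuli. It bases the first part on shifts of the identity, quiescence, activation and differentiation signatures in the 2 genotypes. For the response, it points to its TPA, wound healing and hair regrowth experiments.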

In line with this, network analyses showed that the expression of Vav2^Onc^ drives the expression of genes involved in signaling and biological programs closely linked to SSC identity such as those encoding a variety of receptors of the Wnt pathway (Fzd3, Fzd4, Fzd5, Fzd7, Fzd8) (Fig. S3, dark green boxes) as well as transcriptional factors working at the distal downstream end of the Hippo/Yap (Tead1, Tead2, Tead4, Tcf7l2) (Fig. S3, light blue boxes), Shh (Gli1, Gli2, Gli3) (Fig. S3, light red boxes), and cAMP (Jun, Fos, Fosb, Sox9) (Fig. S3, light red boxes) pathways. They also include genes encoding protein tyrosine kinase-regulated pathways (EGFR, IGF1R, Jak2, Pik3r1) (Fig. S3, light brown boxes) and a large collection of proteins involved in the interaction with the extracellular matrix (Fig. S3, light green boxes).

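*Fzd3*, *Gli1* and *Tcf7l2* were higher in *Vav2* Onc/Onc than in *Vav2*-/-;*Vav3*-/- SSCs and did not pass against WT controls. *Fzd3*, a Wnt receptor gene, had a log2 fold change of 1.35 (SE 0.20, adjusted p = 0.00477) against *Vav2*-/-;*Vav3*-/- SSCs and 0.35 (SE 0.10, adjusted p = 0.204) against WT controls (n = 3 arrays per group). *Gli1*, a transcriptional target and effector of Hedgehog signals, had 0.83 (SE 0.13, adjusted p = 0.00749) and 0.22 (adjusted p = 0.662). *Tcf7l2*, a partner of β-catenin on Wnt targets, had 0.72 (SE 0.10, adjusted p = 0.00339) and 0.19 (adjusted p = 0.338), and *Tead1*, a partner of Yap, 0.72 (SE 0.16, adjusted p = 0.0218) and 0.26 (adjusted p = 0.194). *Sox9*, a transcription factor of bulge cells, had 0.59 (adjusted p = 0.0582) and -0.09 (adjusted p = 0.796). Against *Vav2*-/-;*Vav3*-/- SSCs, *Fzd5* had 0.49, *Fzd7* 0.49, *Fzd8* 0.68, *Tead2* 0.43, *Tead4* 0.56 and *Gli3* 0.77. Against WT controls these were 0.06, 0.07, -0.01, -0.07, 0.22 and 0.07. The direct comparison takes off no control, and each gene named so far had the higher WT mean in the *Vav2* Onc/Onc strain. WT means of the *Vav2* Onc/Onc and *Vav2*-/-;*Vav3*-/- strains were 9.70 and 9.16 for *Fzd3* and 8.52 and 8.13 for *Fzd8*. Of the 21 genes that the paper names here and for the kinase pathways and qRT-PCR, 18 were higher, 0 were lower and 3 did not pass against *Vav2*-/-;*Vav3*-/- SSCs (*Fzd7*, adjusted p = 0.103, *Sox9* and *Egfr*). The paper named these genes from the same arrays, and its listed log2 fold changes follow this direct comparison. Their counts were thus in part fixed by that choice. Of all 22961 probe sets, 1942 were higher in this comparison, and 41 against WT controls (2069 at an unadjusted p under 0.05). The number higher was 9, 11 and 12 without *Vav2* Onc/Onc replicate 1, 2 or 3, and 20 and 10 without *Vav2*-/-;*Vav3*-/- replicate 1 or 2. Of *Tead1*, *Fzd5*, *Fzd8*, *Tead2*, *Tead4* and *Gli3*, calls ended without *Vav2* Onc/Onc replicate 1 for all 6 (adjusted p = 0.0574 to 0.106), replicate 2 for all 6 (adjusted p = 0.0565 to 0.0917) and replicate 3 for *Fzd8*, *Fzd5* and *Tead1* (adjusted p = 0.0518 to 0.0778). Without *Vav2*-/-;*Vav3*-/- replicate 2, they ended for *Tead1*, *Tead4*, *Fzd8*, *Tead2* and *Fzd5* (adjusted p = 0.0653 to 0.0937), replicate 1 for *Fzd5* (adjusted p = 0.0512) and replicate 3 for *Fzd5* (adjusted p = 0.0607). *Sox9* passed without *Vav2*-/-;*Vav3*-/- replicate 1 (adjusted p = 0.0210) or 3 (adjusted p = 0.0317), and *Fzd7* without *Vav2*-/-;*Vav3*-/- replicate 1 (adjusted p = 0.0352). Against WT controls, 1 of the 21 was higher and 0 were lower by limma (11 and 0 at an unadjusted p under 0.05), and 0 were higher without WT replicate 1 or *Vav2* Onc/Onc replicate 1, 2 or 3. Of 31 Wnt receptors and targets, 1 was higher, 0 lower and 30 neither (8 and 1 at an unadjusted p under 0.05, 1 and 0 adjusted over the list alone) in *Vav2* Onc/Onc SSCs, *Axin2*, a Wnt feedback gene, at 0.50 (SE 0.07, adjusted p = 0.0467). Its call ended without WT replicate 1, 2 or 3 or *Vav2* Onc/Onc replicate 1, 2 or 3 (adjusted p = 0.0975, 0.0934, 0.0640, 0.202, 0.131 and 0.141). Camera gave adjusted p = 0.00235, upward, but 0.186 with an estimated correlation for the Wnt list. Of 19 Hedgehog genes, 0 were higher, 0 lower and 19 neither (3 and 0 at an unadjusted p under 0.05, 2 and 0 adjusted over the list alone; camera, adjusted p = 0.00171, upward, but 0.258 with an estimated correlation). Among 31 Hippo/Yap genes, 0 were higher, 0 lower and 31 neither (8 and 2 at an unadjusted p under 0.05, 1 and 0 adjusted over the list alone; camera, adjusted p = 0.0266, upward, but 0.258 with an estimated correlation). The Hippo/Yap list did not pass without WT replicate 1 or *Vav2* Onc/Onc replicate 1 or 2 (adjusted p = 0.0509, 0.147 and 0.0589). Set directly against *Vav2*-/-;*Vav3*-/- SSCs, 13 Wnt genes were higher, 2 lower and 16 did not pass (16 higher and 2 lower adjusted over the list alone; camera, adjusted p = 2.55e-04, upward, but 0.281 with an estimated correlation). The Hedgehog genes split into 11 higher, 0 lower and 8 that did not pass (13 higher and 0 lower at an unadjusted p under 0.05, 11 higher and 0 lower adjusted over the list alone; camera, adjusted p = 2.18e-06, upward, but 0.253 with an estimated correlation). For Hippo/Yap genes, these counts were 10, 2 and 19 (17 higher and 3 lower adjusted over the list alone; camera, adjusted p = 0.0260, upward, but 0.330 with an estimated correlation). The Hippo/Yap list did not pass without *Vav2*-/-;*Vav3*-/- replicate 3 (adjusted p = 0.110).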

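*Pik3r1* was the gene of the tyrosine kinase pathways that passed the test in *Vav2* Onc/Onc SSCs against WT controls. It encodes the p85α regulatory subunit of PI3K and had a log2 fold change of 0.71 (SE 0.09, adjusted p = 0.0317) (n = 3 arrays per group) and of 0.85 (SE 0.10, adjusted p = 0.00183) against *Vav2*-/-;*Vav3*-/- SSCs. *Jak2*, a cytokine receptor kinase gene, had 0.27 (adjusted p = 0.194) and 0.75 (adjusted p = 0.0185) in the same comparisons, and *Igf1r*, the insulin-like growth factor receptor gene, 0.11 (adjusted p = 0.631) and 0.61 (adjusted p = 0.0212). *Egfr*, the epidermal growth factor receptor gene, had -0.01 (adjusted p = 0.983) and 0.47 (adjusted p = 0.0928). The direct comparison takes off no control. WT means of the *Vav2* Onc/Onc and *Vav2*-/-;*Vav3*-/- strains were 8.61 and 8.13 for *Jak2* and 10.30 and 10.08 for *Igf1r*. They were 11.62 and 11.45 for *Egfr* and 11.43 and 11.24 for *Pik3r1*. The call of *Pik3r1* against WT controls ended without WT replicate 1 or *Vav2* Onc/Onc replicate 1, 2 or 3 (adjusted p = 0.0658, 0.165, 0.0921 and 0.134). Against *Vav2*-/-;*Vav3*-/- SSCs, *Jak2* did not pass without *Vav2* Onc/Onc replicate 1 (adjusted p = 0.0806), *Vav2* Onc/Onc replicate 3 (adjusted p = 0.0608) or *Vav2*-/-;*Vav3*-/- replicate 2 (adjusted p = 0.0537). *Igf1r* did not without *Vav2* Onc/Onc replicate 1, 2 or 3 (adjusted p = 0.0885, 0.0771 and 0.0524) or *Vav2*-/-;*Vav3*-/- replicate 2 (adjusted p = 0.0759), and *Egfr* passed without *Vav2*-/-;*Vav3*-/- replicate 1 (adjusted p = 0.0227). Extracellular matrix genes passed downward as a list in both genotypes against their own controls by camera, but not with an estimated correlation. No single matrix gene passed limma's test there. The basement membrane gene *Nid1* had -0.62 (SE 0.13, adjusted p = 0.107) in *Vav2* Onc/Onc SSCs, and *Tnc*, which encodes tenascin C, -1.72 (SE 0.41, adjusted p = 0.186) in *Vav2*-/-;*Vav3*-/- SSCs. Of 47 such genes, 0 were higher, 0 lower and 47 neither (4 and 6 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone) in *Vav2* Onc/Onc SSCs, with 32 negative (camera, adjusted p = 0.0109, downward, but 0.579 with an estimated correlation). The matrix list did not pass without WT replicate 2 or *Vav2* Onc/Onc replicate 3 (adjusted p = 0.174 and 0.204). In *Vav2*-/-;*Vav3*-/- SSCs, 0 were higher, 0 lower and 47 neither (1 and 16 at an unadjusted p under 0.05, 1 and 5 adjusted over the list alone), with 41 negative (camera, adjusted p = 6.79e-11, downward, but 0.436 with an estimated correlation). Markers of endothelial cells moved with this list, with a median of -0.51 in *Vav2* Onc/Onc SSCs and of -0.42 in *Vav2*-/-;*Vav3*-/- SSCs (camera in the latter, adjusted p = 2.24e-06, downward, but 0.519 with an estimated correlation). Directly against *Vav2*-/-;*Vav3*-/- SSCs, *Sparc*, a matricellular protein gene, had 1.16 (SE 0.20, adjusted p = 0.00937), and 8 matrix genes were higher, 2 lower and 37 did not pass (15 higher and 3 lower adjusted over the list alone; camera, adjusted p = 0.0148, upward, but 0.441 with an estimated correlation). In that comparison the list did not pass without *Vav2*-/-;*Vav3*-/- replicate 3 (adjusted p = 0.0540). Focal adhesion genes did not pass as a list in *Vav2* Onc/Onc SSCs: of 58, 0 were higher, 1 lower and 57 neither (9 and 6 at an unadjusted p under 0.05, 2 and 1 adjusted over the list alone). Their median was 0.01 and camera went downward (adjusted p = 0.601). The list turned upward without WT replicate 2 or *Vav2* Onc/Onc replicate 3 (adjusted p = 0.709 and 0.717). It went downward in *Vav2*-/-;*Vav3*-/- SSCs (0 higher, 1 lower and 57 neither, with 2 and 11 at an unadjusted p under 0.05, 0 and 2 adjusted over the list alone, and 0 higher and 2 lower with the replicate number as a block; camera, adjusted p = 6.12e-06, downward, but 0.519 with an estimated correlation) but did not pass without *Vav2*-/-;*Vav3*-/- replicate 3 (adjusted p = 0.0772).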

We further used in silico analyses to identify the enrichment of transcription factor binding sites that could be responsible for the modulation of the Vav-dependent transcriptome in SSCs. In agreement with our GSEA analyses, we found that the upregulated genes in *Vav2*^Onc/Onc^ SSCs are enriched in binding sites for Foxp1, an essential factor for SSC quiescence [40]; the AP1-related ATF2, which regulates epidermal proliferation [41]; cell fate regulators of the Tox family [42, 43]; the pluripotency driver Foxh1[44]; and Polε4, which is a classic marker found in bulge SSC molecular signatures [45] (Fig. 4D, left panel). Conversely, the downregulated genes are enriched in binding sites for transcription factors directly involved in epidermal differentiation, including the p63 target Hbp1 [46] and members of the AP1, Grhl and Ovol families [41, 47] (Fig. 4D, right panel).

The comparison of the transcriptomes found in Vav2^Onc^-expressing SSCs (this paper) and Vav2^Onc^-expressing skin keratinocytes [23] shows limited overlap within the upregulated subset, as they only share the upregulation of 34 genes that mainly encode chromatin remodeling-factors (Fig. S4A). The downregulated subsets are also different in those two transcriptomes, although we could find in this case a higher overlap in a subset of 253 genes that mainly encode proteins associated with keratinocyte differentiation and lipid metabolism (Fig. S4B). The Vav2^Onc^-driven SSC transcriptome exhibits even less similarity with the Vav2;Vav3-regulated transcriptome previously described in the mouse 4T1 breast cancer cell line [48] (Fig. S4A, B). These results indicate that the transcriptomal changes elicited by Vav2^Onc^ are highly cell type specific. 

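Immediate early genes passed upward by camera in *Vav2* Onc/Onc SSCs against WT controls (n = 3 arrays per group) only with the preset correlation, and 5 of 6 genes chosen for qRT-PCR had positive changes that did not pass the test on the arrays. *Fosb* and *Fos*, which encode AP-1 subunits, had log2 fold changes of 0.95 (SE 0.27, adjusted p = 0.194) and 0.69 (SE 0.27, adjusted p = 0.311). *Atf3*, a stress-induced transcription factor gene, had 1.08 (SE 0.32, adjusted p = 0.202) and *Jun* 0.41 (SE 0.12, adjusted p = 0.195). *Gli2*, an effector of Hedgehog signals, had 0.40 (SE 0.06, adjusted p = 0.0580). *Fzd4*, a Wnt and norrin receptor gene, had -0.12 (adjusted p = 0.843). Of 39 immediate early genes, 0 were higher, 0 lower and 39 neither (17 and 3 at an unadjusted p under 0.05, 13 and 2 adjusted over the list alone; camera, adjusted p = 1.33e-04, upward, but 0.186 with an estimated correlation). In *Vav2*-/-;*Vav3*-/- SSCs, 0 were higher, 1 lower and 38 neither (0 and 16 at an unadjusted p under 0.05, 0 and 14 adjusted over the list alone), with a median of -0.27 (camera, adjusted p = 4.07e-15, downward, but 0.436 with an estimated correlation). There *Atf3* had -1.28 (adjusted p = 0.0966), *Fos* -0.94 (adjusted p = 0.269) and *Fosb* -1.63 (adjusted p = 0.153), and with the replicate number as a block 0 higher and 6 lower of the list were called, *Atf3* and *Fosb* among them (adjusted p = 0.0231 and 0.0185). The difference between the effects of both genotypes passed camera for this list (adjusted p = 1.31e-20, upward, but 0.0863 with an estimated correlation), with 1 higher, 0 lower and 38 neither, with 22 and 2 at an unadjusted p under 0.05, 21 and 1 adjusted over the list alone. Directly against *Vav2*-/-;*Vav3*-/- SSCs, where no control is taken off, *Atf3* had 1.82 (adjusted p = 0.00428), *Fos* 1.59 (adjusted p = 0.0114), *Gli2* 1.32 (adjusted p = 5.77e-04) and *Fzd4* 0.61 (adjusted p = 0.0214), and the call of *Fzd4* ended without *Vav2* Onc/Onc replicate 1 or 3 or *Vav2*-/-;*Vav3*-/- replicate 2 (adjusted p = 0.0830, 0.0726 and 0.0807).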

The differential regulation of representative genes detected in the Vav2^Onc^-driven SSC transcriptome (*Atf3*, *Fos*, *Fosb*, *Fzd4*, *Gli2*, *Jun;* Table S2 and Fig. S3) was corroborated by quantitative reverse transcription polymerase chain reactions (qRT-PCR) using RNA samples from Vav2^Onc^ and Vav2^WT^ SSCs (Fig. S4C).

### Vav2^Onc^ modulates the function of skin cancer stem cells

Since SSCs represent one of the main cellular origins of squamous cell carcinomas [49], we next investigated the impact of endogenous Vav2^Onc^ on the biological programs of tumor stem cells (TSCs). To obtain those cells, we topically administered 7,12-dimethylbenz[a]anthracene (DMBA) to 2-month-old mice of the indicated genotypes to generate skin tumors and, subsequently, isolate TSCs from those tumors by cell sorting. We could not use in these experiments TSCs lacking Vav2 and Vav3 given the low numbers of tumors found in DMBA-treated *Vav2*^–/–^;*Vav3*^–/–^ mice [21]. In line with previous studies on newborn mice [23], we found that DMBA-treated *Vav2*^Onc/Onc^ animals develop skin tumors with faster kinetics (Fig. 5A) and higher malignancy (Fig. 5B) than controls. Consistent with this, we observed an enlargement of the percentage of tumors that have acquired the infiltrating squamous cell carcinoma status in the case of *Vav2*^Onc/Onc^ mice (Fig. 5B). Despite this, we did not detect any statistically significant difference in the total number and size of the tumors obtained in each genotype (Fig. S5A, B). This suggests that Vav2^Onc^ favors the initiation rather than the promotion of this type of tumors. To isolate TSCs, we collected the tumors from *Vav2*^Onc/Onc^ and WT mice and, after homogenization, sorted the CD31^–^ CD45^–^ CD140a^–^ EpCAM^+^ CD34^+^ Itgα6^+^ cell fraction by flow cytometry (Fig. 5C). 

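*Epcam* and *Itga6*, whose proteins were used to gate the cells, were transcribed in the TSCs of both genotypes. *Epcam*, an epithelial adhesion molecule gene, had a mean log2 value of 10.14 ± 0.08 (SD, n = 4 arrays) in WT TSCs and 10.16 ± 0.20 (SD, n = 4) in *Vav2* Onc/Onc TSCs, and *Itga6* 11.36 ± 0.05 and 11.28 ± 0.10. *Cd34* lay at 9.93 ± 0.29 and 10.30 ± 0.24. Of the genes whose proteins were gated out, *Ptprc* (CD45) had 6.05 ± 0.17 and 6.16 ± 0.22, *Pdgfra* (CD140a) 7.06 ± 0.44 and 6.97 ± 0.39, and *Pecam1* (CD31) 6.66 ± 0.54 and 6.44 ± 1.25. *Vav2* was at 7.45 ± 0.10 in WT and 6.96 ± 0.08 in *Vav2* Onc/Onc TSCs, and *Vav3* at 9.53 ± 0.19 and 9.42 ± 0.16. In all 8 TSC arrays *Xist* was high, at 11.02 to 11.50, and the Y-linked transcripts *Eif2s3y* (4.48 to 4.72), *Kdm5d* (4.94 to 5.39) and *Uty* (4.45 to 5.00) were low, which is the pattern of female mice. Each genotype had 4 arrays, with RMA values deposited by the authors in one table with the SSC arrays. *Vav2* Onc/Onc TSCs were tested against WT TSCs, and TSCs of each genotype against SSCs of the same genotype, with limma as for SSCs. On simulated data with the spread of the *Vav2* Onc/Onc and WT TSC arrays and independent noise, 68.7% of log2 changes of 0.5 and 98.6% of changes of 1 were recovered. The lowest mean correlation with its own group was 0.989, for *Vav2* Onc/Onc TSC replicate 2. The sample labels give an age of 6 months for the donors of TSCs, and SSCs and TSCs differed in sex pattern, age, tumor and gate at once.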

We obtained similar numbers of TSCs regardless of the genotype of those mice (data not shown, *n* = 6 per genotype). Genome-wide expression analyses of this purified TSC population revealed major transcriptomic differences between those two TSC populations and normal, WT SSCs (Fig. S5C and Table S3). 

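Transcripts of resting bulge cells were lower in TSCs than in SSCs, and those of the inner root sheath and of injured epidermis were higher. *Krt24*, a keratin gene of the bulge, was lower in WT TSCs than in WT SSCs of the *Vav2* Onc/Onc strain, with a log2 fold change of -5.94 (SE 0.16, adjusted p = 3.24e-07), and in *Vav2* Onc/Onc TSCs than in *Vav2* Onc/Onc SSCs, with -6.32 (SE 0.16, adjusted p = 8.69e-08). *Cd34* was lower with -2.85 (adjusted p = 5.23e-06) in WT. *Krt28*, an inner root sheath keratin gene, was higher with 5.17 (SE 0.18, adjusted p = 1.17e-06) and *Lcn2*, an iron-sequestering protein of inflamed epidermis, with 5.19 (SE 0.21, adjusted p = 2.09e-06). *Krt16*, a keratin of injured epidermis, was higher with 5.69 (adjusted p = 2.22e-07) in *Vav2* Onc/Onc cells, as was *Gjb2* with 6.10 (adjusted p = 2.30e-07). *Dcn*, which encodes the matrix proteoglycan decorin, was higher with 6.13 (SE 0.14, adjusted p = 3.24e-07) in WT and 6.42 (adjusted p = 6.11e-09) in *Vav2* Onc/Onc cells, and *Vav3* with 1.77 (adjusted p = 2.33e-05) in WT. In WT cells (n = 4 TSC and 3 SSC arrays), 4824 of 22961 probe sets were higher and 4250 lower in TSCs, and in *Vav2* Onc/Onc cells (n = 4 and 3) 4484 and 4074. These comparisons share no array. Probe sets called the same way in both numbered 3643 higher and 3091 lower, where independent lists would share 942 and 754, and 2 and 5 were called in opposite directions. Inner root sheath genes were higher in both: of 16, 12 were higher, 0 lower and 4 neither (12 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone) in WT (median 2.81; camera, adjusted p = 2.13e-14, upward, but 0.148 with an estimated correlation). Among those of *Vav2* Onc/Onc cells, 13 were higher, 0 lower and 3 neither (14 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone; camera, adjusted p = 1.81e-37, upward, but 0.115 with an estimated correlation). Of 23 stress keratins and alarmins, 21 were higher, 0 lower and 2 neither (22 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone) in WT (median 2.60; camera, adjusted p = 1.43e-23, upward, but 0.137 with an estimated correlation). The *Vav2* Onc/Onc arrays gave 21 higher, 0 lower and 2 neither (21 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone; median 3.29; camera, adjusted p = 1.81e-37, upward, but 0.102 with an estimated correlation). Bulge identity genes were lower, with a median of -1.17 in WT (1 higher, 26 lower and 1 neither, with 1 and 26 adjusted over the list alone; camera, adjusted p = 8.16e-29, downward, but 0.0887 with an estimated correlation). It was -1.29 in *Vav2* Onc/Onc cells (1 higher, 25 lower and 2 neither, with 1 and 25 adjusted over the list alone; camera, adjusted p = 6.19e-27, downward, but 0.0947 with an estimated correlation). Fibroblast markers were higher in WT TSCs too, with a median of 1.22 over 21 genes. Sex, age and sort differ with the tissue and cannot be taken off in these arrays.

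**Figure D2:**
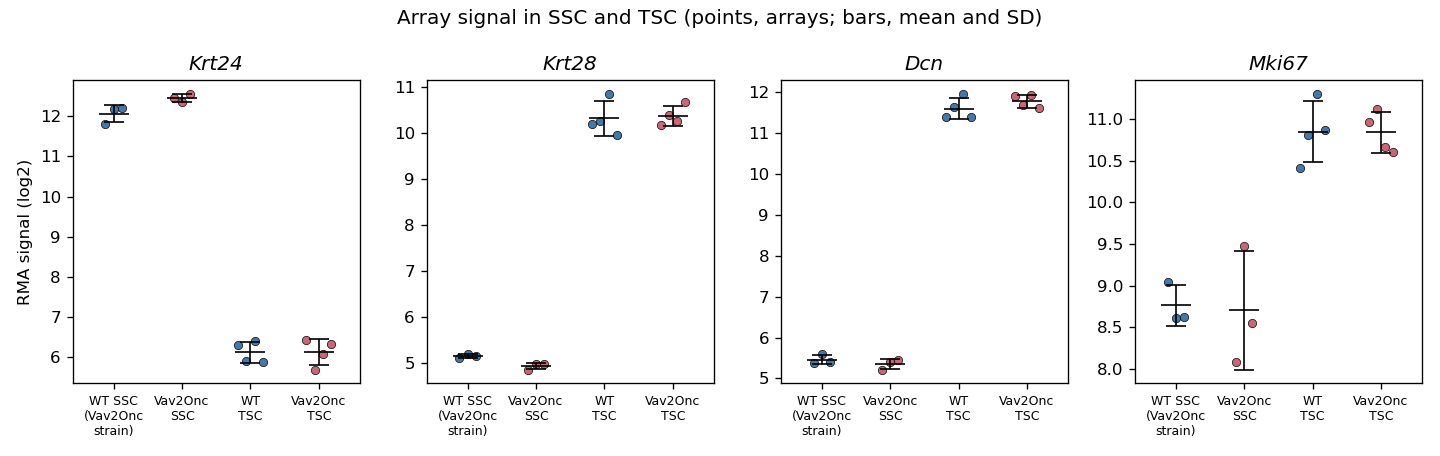
RMA signal (log2) of *Krt24*, *Krt28*, *Dcn* and *Mki67* in SSCs (n = 3 arrays per group) and TSCs (n = 4 per group) of WT and *Vav2* Onc/Onc mice. Points are arrays and bars the mean with SD. *Krt24* is at or above 11.82 in the SSC arrays drawn and at or below 6.44 in the TSC arrays.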

As expected, the TSC-specific transcriptome encompasses a large collection of genes involved in functions typically associated with tumorigenic processes such as cell division, cytoskeletal organization, RNA metabolism, protein translation, cell signaling, and metabolic rewiring (Table S3). However, further analyses indicated that the expression of Vav2^Onc^ leads to the specific deregulation of a limited number of genes (632 probe sets) in TSCs when compared to those present in tumors generated in WT mice (Fig. 5D and Table S4). 

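Cell division genes, ribosome and proteasome genes and lipid synthesis genes were higher in TSCs of both genotypes, and adhesion genes were split. *Mki67*, a marker of cycling cells, had a log2 fold change of 2.08 (SE 0.20, adjusted p = 1.08e-04) in WT TSCs against WT SSCs (n = 4 and 3 arrays), and *Cdc20*, an activator of the anaphase-promoting complex, 2.07 (adjusted p = 5.87e-05). *Nop58*, a nucleolar protein of ribosome assembly, had 1.39 (adjusted p = 1.17e-05), the proteasome subunit gene *Psmb4* 1.56 (adjusted p = 7.54e-05) and *Sqle* 2.68 (adjusted p = 3.64e-07). *Tns1*, a tensin of focal adhesions, had -2.40 (adjusted p = 3.37e-06) and *Itga2*, the integrin α2 gene, -1.71 (adjusted p = 1.38e-05). For the 35 G2/M genes, 35 were higher, 0 lower and 0 neither (35 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone) in WT TSCs (median 1.79; camera, adjusted p = 4.48e-14, upward, but 0.269 with an estimated correlation). In *Vav2* Onc/Onc TSCs, 35 were higher, 0 lower and 0 neither (35 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone; camera, adjusted p = 3.64e-14, upward, but 0.234 with an estimated correlation). The 35 G1/S genes gave 33 higher, 0 lower and 2 neither in WT (34 higher and 0 lower at an unadjusted p under 0.05, 34 higher and 0 lower adjusted over the list alone; camera, adjusted p = 2.39e-07, upward, but 0.269 with an estimated correlation). For *Vav2* Onc/Onc TSCs, the numbers were 31, 0 and 4 (33 higher and 0 lower at an unadjusted p under 0.05, 33 higher and 0 lower adjusted over the list alone; camera, adjusted p = 2.56e-07, upward, but 0.234 with an estimated correlation). Ribosome biogenesis had 36 genes. In WT TSCs, 36 were higher, 0 lower and 0 neither (36 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone; median 0.80; camera, adjusted p = 1.39e-23, upward, but 0.0887 with an estimated correlation). Among those of *Vav2* Onc/Onc TSCs, 31 were higher, 0 lower and 5 neither (32 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone; median 0.69; camera, adjusted p = 3.66e-08, upward, but 0.253 with an estimated correlation). Proteasome genes numbered 34. In WT TSCs, 32 were higher, 0 lower and 2 neither (32 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone; median 0.73; camera, adjusted p = 6.34e-15, upward, but 0.137 with an estimated correlation). Among those of *Vav2* Onc/Onc TSCs, 34 were higher, 0 lower and 0 neither (34 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone; median 0.64; camera, adjusted p = 2.03e-10, upward, but 0.209 with an estimated correlation). Sterol genes (21) had a median of 1.34 in WT (20 higher, 1 lower and 0 neither, with 20 and 1 adjusted over the list alone; camera, adjusted p = 6.00e-23, upward, but 0.122 with an estimated correlation). Their median in *Vav2* Onc/Onc TSCs was 1.09 (18 higher, 1 lower and 2 neither, with 19 and 1 adjusted over the list alone; camera, adjusted p = 1.09e-15, upward, but 0.128 with an estimated correlation). Fatty acid and lipid genes (39) had a median of 1.22 in WT (33 higher, 1 lower and 5 neither, with 34 and 1 adjusted over the list alone; camera, adjusted p = 4.08e-19, upward, but 0.0887 with an estimated correlation). The *Vav2* Onc/Onc median was 0.92 (30 higher, 1 lower and 8 neither, with 30 and 2 adjusted over the list alone; camera, adjusted p = 1.94e-18, upward, but 0.173 with an estimated correlation). Of 58 focal adhesion and cytoskeletal genes, 20 were higher, 18 lower and 20 neither (22 and 18 adjusted over the list alone) in WT TSCs, with a median of 0.04 although camera went downward (adjusted p = 0.607). In *Vav2* Onc/Onc TSCs, 17 were higher, 20 lower and 21 neither (19 and 20 adjusted over the list alone), again with a positive median, 0.08, and camera downward (adjusted p = 0.753).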

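No single gene with a probe set of its own passed limma's test between *Vav2* Onc/Onc and WT TSCs (n = 4 arrays per group). The genes with the smallest p on the lower side included *Gas5*, a noncoding RNA host gene of snoRNAs, with a log2 fold change of -0.56 (SE 0.08, adjusted p = 0.457), and *Aadac*, an esterase of triglyceride metabolism, with -1.04 (SE 0.20, adjusted p = 1.00). *Vav2* itself was on that side with -0.49 (SE 0.07, adjusted p = 0.610). On the higher side were *Fgfr1op2*, which encodes an FGFR1 oncogene partner, with 0.46 (SE 0.08, adjusted p = 0.837) and *Tmod4*, an actin filament capping tropomodulin, with 0.74 (SE 0.15, adjusted p = 1.00). With limma, 1 of 22961 probe sets was higher, a set that names several genes, and 0 were lower. At an unadjusted p under 0.05, 308 were higher and 263 lower, where 574 would be by chance in each direction. Rank product over all pairs of arrays gave 319 higher and 382 lower at an unadjusted p under 0.01, and 19 and 42 at an adjusted p of at most 0.05. On simulated TSC arrays, rank product at an unadjusted p under 0.01 falsely called 289 higher and 455 lower among 22761 unchanged probe sets. These arrays held 200 planted rises and no falls, and fewer permutations were run, so the false counts need not hold for the real arrays. Without *Vav2* Onc/Onc TSC replicate 3, 2 probe sets were higher by limma.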

Functional enrichment analyses revealed that this Vav2^Onc^-specific transcriptomal subset includes upregulated genes linked to cytoskeletal-related processes (focal adhesion, interaction of cells with the extracellular matrix, cytoskeletal organization), cell proliferation, and cancer-related pathways (Fig. 5E, top panel). It also includes downregulated genes mostly associated with specific metabolic pathways (terpenoid and sterol biosynthesis, lipid metabolism) and RNA transport (Fig. 5E, bottom panel). 

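No adhesion, matrix or G2/M gene passed limma's test between *Vav2* Onc/Onc and WT TSCs. The G2/M list did not pass with all arrays and no block, while it passed downward in some other settings and upward in another. *Itgb5*, an integrin β chain gene, had a log2 fold change of 0.14 (SE 0.09, adjusted p = 1.00), *Timp2*, a metalloproteinase inhibitor gene, 0.24 (adjusted p = 1.00) and *Tnc* 0.25 (adjusted p = 1.00) (n = 4 arrays per group). Of 58 focal adhesion and cytoskeletal genes, 0 were higher, 0 lower and 58 neither (0 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone), and 32 had a positive value. Their median was 0.01 while camera went downward (adjusted p = 0.603). The list turned upward without WT replicate 2 or *Vav2* Onc/Onc replicate 2 (adjusted p = 0.387 and 0.985). Of 47 extracellular matrix genes, 0 were higher, 0 lower and 47 neither (1 and 0 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), with 31 positive (camera, adjusted p = 0.401, upward). The matrix list passed upward without WT replicate 2 or *Vav2* Onc/Onc replicate 4 (adjusted p = 6.21e-04 and 7.03e-04) and turned downward without WT replicate 3 or *Vav2* Onc/Onc replicate 1 (adjusted p = 0.942 and 0.368). Of 35 G2/M genes, 0 were higher, 0 lower and 35 neither (0 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone; median -0.05; camera, adjusted p = 0.217, downward). The G2/M list passed downward without WT replicate 1 or *Vav2* Onc/Onc replicate 1 (adjusted p = 3.11e-09 and 0.00139) and passed upward without WT replicate 3 (adjusted p = 0.00641). With the kind of array name as a block, it passed downward with the preset correlation (adjusted p = 1.78e-06), and an estimated correlation was not tried with that block. No list of cancer pathways had been fixed.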

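Lipid synthesis lists passed downward by camera in *Vav2* Onc/Onc TSCs against WT TSCs (n = 4 arrays per group), but not with an estimated correlation. No single gene of these lists passed limma's test. *Hsd17b7*, an enzyme of sterol synthesis, had a log2 fold change of -0.39 (SE 0.12, adjusted p = 1.00) and *Cyp51*, the lanosterol demethylase gene, -0.41 (adjusted p = 1.00). *Elovl3*, a fatty acid elongase gene of skin, had -0.66 (adjusted p = 1.00), *Fa2h*, a fatty acid hydroxylase gene, -0.55 (adjusted p = 1.00) and *Scd3*, a desaturase gene of the sebaceous gland, -1.26 (SE 0.50, adjusted p = 1.00). Of 21 sterol genes, 0 were higher, 0 lower and 21 neither (0 and 3 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), and 18 had a negative value (median -0.14; camera, adjusted p = 2.71e-07, downward, but 0.921 with an estimated correlation). Of 39 genes of fatty acid and lipid synthesis, 0 were higher, 0 lower and 39 neither (0 and 5 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), with 34 negative (median -0.10; camera, adjusted p = 2.71e-07, downward, but 0.921 with an estimated correlation). Sebaceous gland genes, markers of another lipid-making cell, went the same way. Of 21, 0 were higher, 0 lower and 21 neither (0 and 4 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), with a median of -0.15 (camera, adjusted p = 2.38e-06, downward, but 0.921 with an estimated correlation). *Elovl3* was an outlier in *Vav2* Onc/Onc TSC replicate 2, at 9.19, against 10.18 in the nearest of the other 3. Ribosome biogenesis genes went the same way by camera: of 36, 0 were higher, 0 lower and 36 neither (0 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone) (adjusted p = 9.04e-05, downward, but 0.955 with an estimated correlation). This list did not pass without *Vav2* Onc/Onc replicate 2 (adjusted p = 0.985). No list of RNA transport had been fixed.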

Interestingly, GSEA analyses revealed that the fraction of the TSC transcriptome that is specifically deregulated by Vav2^Onc^ is also enriched in gene signatures associated with the determination of the stem cell identity that were previously observed in the Vav-dependent transcriptome of normal SSCs (Fig. 5F, top left panel). However, unlike this latter case, we found that the genes signatures linked to the activated (Fig. 5F, top right panel) and quiescent state (Fig. 5F, bottom left panel) of SSCs are enriched and not enriched in Vav2^Onc^-expressing TSCs, respectively. These cells also show the repression of the gene signature associated with the transit-amplifying state (Fig. 5F, bottom right panel) which is not detected in *Vav2*^Onc/Onc^ SSCs and that is upregulated in *Vav2*^–/–^;*Vav3*^–/–^ SSCs (Fig. 4C). 

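No bulge identity gene passed limma's test between *Vav2* Onc/Onc and WT TSCs, and the list passed in some settings only. *Cd34* had a log2 fold change of 0.37 (SE 0.16, adjusted p = 1.00) (n = 4 arrays per group). Of 28 identity genes, 0 were higher, 0 lower and 28 neither (3 and 1 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), with 18 positive (median 0.08; camera, adjusted p = 0.0802, upward). The list passed upward without WT replicate 1 or *Vav2* Onc/Onc replicate 4 (adjusted p = 0.0430 and 0.0122). It also passed upward after quantile normalization again (adjusted p = 0.00573) and with the dimmest 33.3% of probe sets left out (adjusted p = 0.0226).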

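Quiescence and G1/S genes did not pass between *Vav2* Onc/Onc and WT TSCs (n = 4 arrays per group). Of 28 quiescence genes, 0 were higher, 0 lower and 28 neither (0 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone), with a median log2 fold change of 0.02 (camera, adjusted p = 0.725, upward). Of 35 G1/S genes, 0 were higher, 0 lower and 35 neither (0 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone). Their median was -0.01 and camera went downward (adjusted p = 0.948), while their mean was 0.01. The quiescence list turned downward without WT replicate 2 (adjusted p = 0.851). The G1/S list passed downward without WT replicate 1 or *Vav2* Onc/Onc replicate 1 (adjusted p = 1.61e-04 and 0.0476), passed upward without WT replicate 3 (adjusted p = 0.00171) and turned upward without WT replicate 4 or *Vav2* Onc/Onc replicate 2, 3 or 4 (adjusted p = 0.629, 0.985, 0.812 and 0.265).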

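The hair matrix list passed upward by camera in *Vav2* Onc/Onc TSCs against WT TSCs (n = 4 arrays per group) only with the preset correlation. *Krt35*, a hair cortex keratin gene, had a log2 fold change of 0.42 (SE 0.20, adjusted p = 1.00) and *Hoxc13* 0.21 (adjusted p = 1.00). Of 26 genes, 0 were higher, 0 lower and 26 neither (0 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone), and 22 had a positive value (median 0.13; camera, adjusted p = 0.0116, upward, but 0.955 with an estimated correlation). The list did not pass without WT replicate 4 or *Vav2* Onc/Onc replicate 2 or 4 (adjusted p = 0.462, 0.104 and 0.155). With the kind of array name as a block it did not pass either (adjusted p = 0.0804). Melanocyte genes also went upward by camera in the same arrays, again not with an estimated correlation.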

In line with this, we have found a very limited overlap of the Vav2^Onc^-driven transcriptome of TSCs with those previously described in SSCs, adult keratinocytes, and 4T1 cells (Figs. S4A, B and S5D). This further suggests that the transcriptomal changes induced by Vav proteins are highly dependent on the cell background context.

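Genes that changed in *Vav2* Onc/Onc SSCs had the same sign in *Vav2* Onc/Onc TSCs about as often as the other. Of the 74 probe sets called in SSCs, 51.4% had the same sign in TSCs. Over all 22961 probe sets, 44.0% had the same sign in both comparisons. These comparisons share no array. Adult keratinocytes and 4T1 cells have no arrays in the deposited table.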

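Few genes had an effect of Vav2 Onc that differed between TSCs and SSCs by a test of the difference itself. *Cytl1*, which encodes a secreted cytokine-like protein, had a difference of effects (TSC minus SSC) of 1.77 (SE 0.20, adjusted p = 0.00814) on the log2 scale, and *Defb6*, a β-defensin gene, of 1.29 (SE 0.16, adjusted p = 0.0111). *Pgap4*, an enzyme gene of GPI anchors, had -0.88 (adjusted p = 0.0241), and its call ended without WT SSC replicate 2, *Vav2* Onc/Onc SSC replicate 1 or 3 or WT TSC replicate 2, 3 or 4 (adjusted p = 0.0747, 0.105, 0.0728, 0.0816, 0.0629 and 0.0716). These genes were chosen after their values were seen. The difference was positive for 4 probe sets and negative for 2 with limma over 14 arrays. Without *Vav2* Onc/Onc SSC replicate 2, 7 were positive. The negative count was 1, 0 and 8 without WT SSC replicate 1, 2 or 3 and 0 without *Vav2* Onc/Onc SSC replicate 1 or 3. It was 0 without WT TSC replicate 2, 3 or 4, 4 without *Vav2* Onc/Onc TSC replicate 1 and 1 without replicate 3. Hair matrix genes differed as a list (0 higher, 0 lower and 26 neither, with 6 and 0 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone; camera, adjusted p = 0.00508, upward, but 0.552 with an estimated correlation) but did not pass without WT SSC replicate 2 or WT TSC replicate 4 (adjusted p = 0.0910 and 0.0654). Quiescence genes did not (0 higher, 0 lower and 28 neither, with 1 and 5 at an unadjusted p under 0.05, 0 and 3 adjusted over the list alone; camera, adjusted p = 0.124, downward). Their list passed downward without *Vav2* Onc/Onc SSC replicate 3 (adjusted p = 0.0486). Identity genes did not (0 higher, 0 lower and 28 neither, with 0 and 1 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone; camera, adjusted p = 0.874, upward). They turned downward without WT SSC replicate 1 or 2, WT TSC replicate 2 or *Vav2* Onc/Onc TSC replicate 2 (adjusted p = 0.817, 0.910, 0.930 and 0.894) as a list. G1/S genes did not (0 higher, 0 lower and 35 neither, with 0 and 1 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone; camera, adjusted p = 0.182, downward). The G1/S list passed downward without *Vav2* Onc/Onc SSC replicate 1, WT TSC replicate 1 or *Vav2* Onc/Onc TSC replicate 1 (adjusted p = 0.0219, 4.41e-04 and 0.0146) and turned upward without *Vav2* Onc/Onc SSC replicate 2 or WT TSC replicate 3 (adjusted p = 0.972 and 0.956). G2/M genes did not (0 higher, 0 lower and 35 neither, with 0 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone; camera, adjusted p = 0.612, upward). The G2/M list turned downward without WT SSC replicate 1, *Vav2* Onc/Onc SSC replicate 1 or 3, WT TSC replicate 1 or *Vav2* Onc/Onc TSC replicate 1 (adjusted p = 0.640, 0.125, 0.954, 0.294 and 0.770) and passed upward without *Vav2* Onc/Onc SSC replicate 2 or WT TSC replicate 3 (adjusted p = 6.76e-05 and 0.0177). From the limited overlap of the Vav2 Onc transcriptomes, the paper proposes that the changes depend on the cell context.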

**Fig. 5:**
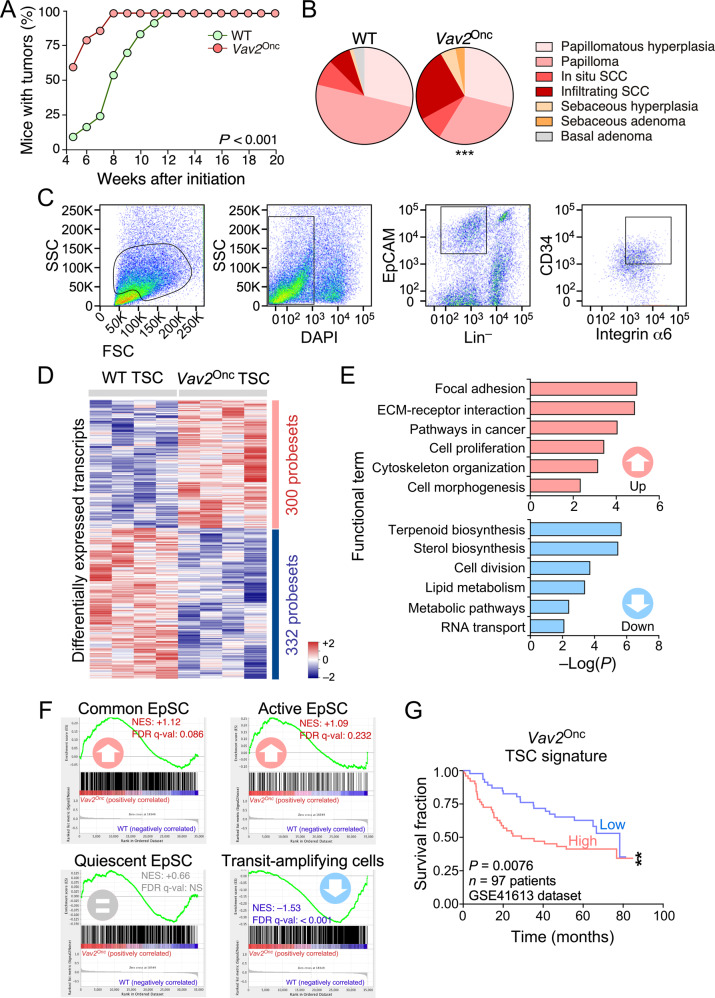
Impact of Vav2^Onc^ catalysis-dependent signaling in tumor stem cells. **A** Penetrance of tumors in DMBA-treated mice of indicated genotypes. *P* < 0.001 (Chi–squared test, *n* = 13 and 15 WT and *Vav2*^Onc/Onc^ mice, respectively). **B** Tumor type distribution of tumors at the endpoint of the experiment shown in **A**. *P* < 0.001 (Chi–squared test, *n* = 80 and 97 WT and *Vav2*^Onc/Onc^ tumors, respectively). **C** Flow cytometry gating strategy used for the isolation of tumor stem cells. **D** Heatmap showing the transcripts that are differentially expressed between *Vav2*^Onc/Onc^ and WT TSCs. The number of probe sets for the upregulated and downregulated fractions is indicated. **E** Main upregulated (red) and downregulated (blue) functional categories encoded by the transcriptome of *Vav2*^Onc/Onc^ TSCs. For all of them, *P* < 0.01 (Fisher’s exact test). **F** GSEA of indicated gene sets in the *Vav2*^Onc/Onc^ TSC transcriptome. The normalized enrichment scores (NES) and false discovery rate *q*–values (FDR *q*–val) are indicated within each graph. Positive and negative enrichments are indicated with upward and downward pointing arrows, respectively. **G** Survival plot of hnSCC patients (*n* = 97) according to the expression of the Vav2^Onc^-driven TSC transcriptional signature. The Mantel–Cox test *P* value is indicated.

Given that the presence of signatures associated to stemness and reduced differentiation are usually associated with poor prognosis in squamous cell carcinoma patients [50], we finally evaluated whether the transcriptional program elicited by Vav2^Onc^ in TSCs could stratify patients according to long-term survival. As mortality rates in cutaneous SCC patients are too low to perform meaningful survival analyses [51], we tested the Vav2^Onc^–TSC signature in head-and-neck squamous cell carcinoma patients. We have shown before that Vav2 plays pro-tumorigenic roles in this tumor using pathways like those found in skin keratinocytes [23, 52]. These analyses indicate that high levels of the Vav2^Onc^–TSC signature correlate with shorter patient survival (Fig. 5G), thus proving the prognostic relevance of the transcriptional program identified here.

## Discussion

In this work, we have shown that SSC homeostasis relies on the signal transduction mediated by the Rho exchange factors Vav2 and Vav3. Through flow cytometry-, immunofluorescence- and in vitro cell culture-based experiments, we have demonstrated that the upregulation of the catalytic activity of Vav2 favors both the expansion and the subsequent stabilization of the enlarged SSC population in mice. Importantly, our microarray analyses indicate that these features are associated with the upregulation of transcripts involved in both SSC identity and quiescence. Despite this, Vav2^Onc^-expressing SSCs are also associated with a more responsive state to external signals, as demonstrated by our TPA-stimulation, wound healing, hair regeneration, and skin reconstitution experiments. Conversely, the loss of both Vav2 and Vav3 results in the depletion of transcripts linked to SSC homeostasis and the upregulation of genes associated with SSC differentiation. The loss of Vav proteins is also associated with a lower responsiveness of SSCs to TPA and regenerative stimuli such as wound healing and hair regeneration. However, and in agreement with the lack of dysfunctions in the skin of *Vav2*^–/–^;*Vav3*^–/–^ mice [21], we have not seen any defect in the skin reconstitution of the skin in our transplantation experiments. This indicates that, despite the low numbers (see above, Fig. S1D), the SSCs present in these animals maintain the ability to regenerate the skin under normal physiological conditions. However, the Vav-deficient SSC do show defects under more extreme regenerative challenges such as those imposed by wound-healing and hair regrowth. The comparison of the fraction of the SSC transcriptome that shows opposite behavior in the presence of Vav2^Onc^ and in the absence of Vav proteins indicates that the effect of the dysregulation of Vav activity in these cells is associated with the regulation of bona-fide transcriptional regulators involved in skin stem cell pluripotency. Collectively, these results indicate that the activity of Vav proteins is important to: (i) Generate proper numbers of SSCs during the postnatal expansion phase. (ii) Maintain the SSC pool in a pluripotent, ready-to-go state. (iii) Ensure proper responses to external challenges such as those imposed by wound healing and hair regrowth upon skin depilation. Importantly, we have seen that the effect of the loss of function of the Vav family is only apparent when both Vav2 and Vav3 are missing in mice. These data indicate that these two related GEFs probably work redundantly in the context of SSCs.

Our transplantation experiments with mixed populations of keratinocytes (which include the SSC fraction responsible for skin regeneration) and fibroblasts have also helped us to further dissect the specific contribution of those cell populations to skin formation. The data obtained indicate that the expression of Vav2^Onc^ in the SSC/keratinocyte pool is self-sufficient to reproduce the skin phenotype found upon the concurrent transplantation of both *Vav2*^Onc/Onc^ keratinocytes and *Vav2*^Onc/Onc^ fibroblasts. However, it is worth noting that the transplantation of *Vav2*^Onc/Onc^ fibroblasts also leads to a minor increase in the number of hair follicles that are formed in the regenerated skin when compared to WT controls. By contrast, they do not favor any statistically significant expansion of the total area of the skin that is regenerated in these experiments. The normal regenerative activity of the skin found in our xenotransplants experiments when using *Vav2*^–/–^;*Vav3*^–/–^ cells also suggest that, in this case, the function of the wild-type Vav proteins can be compensated by additional Rho GEFs expressed in SSCs. Interestingly, the analysis of the cell progeny generated by these skin regeneration studies provides further light on the cell types responsible for the skin phenotype previously observed in *Vav2*^Onc/Onc^ mice [23]. Thus, consistent with our previous results [23], the data obtained with the xenotransplants experiments clearly indicate that the epidermal hyperplasia and dermal dysplasia observed in those animals is dependent on the abnormal signaling triggered by *Vav2*^Onc^ in keratinocytes. The effect of *Vav2*^Onc/Onc^ keratinocytes on fibroblasts is probably mediated by the Vav-dependent autocrine and paracrine loops present in the former cells that have been previously described in an earlier study [21]. These data indicate that the response of fibroblasts to the signals delivered by Vav2^Onc^ keratinocytes can take place in the absence of endogenous Vav2 and Vav3. However, our present results also suggest that the *Vav2*^Onc^ signaling in fibroblasts can promote per se dermal dysplasia without any noticeable effects on the thickness of the epithelial layer. Our transplantation results with *Vav2*^–/–^;*Vav3*^–/–^ cells have also revealed that, as inferred from the analysis of the skin of *Vav2*^–/–^;*Vav3*^–/–^ knockout mice [21], the function of the endogenous versions of these two Vav family members is not required to maintain skin homeostasis under normal conditions. These observations further suggest that there must be additional Rho GEFs that will cooperate with Vav proteins in the maintenance of steady-state conditions of this tissue.

The present study has also revealed that the hyperactivation of the catalytic activity of Vav2 does not lead to significant increases in the number of TSCs, at least in the context of the carcinogen-induced tumors utilized in this work. Despite this, we observed that the expression of Vav2^Onc^ drives specific transcriptomal changes in TSCs. Although most of them are TSC-specific (see below), it is worth noting that those changes include the enrichment of gene signatures linked to the determination of the identity of stem cells previously observed in Vav2^Onc^-expressing normal SSCs. This suggests that Vav2 signaling has probably relevant roles in both the establishment and maintenance of this biological program (Fig. 5F, top panels). Despite this, the transcriptomal program of *Vav2*^Onc/Onc^ TSCs and SSCs is quite different when we consider other SSC-linked biological programs such as those associated with quiescence, activation, and transit-amplifying states.

In line with the foregoing observations, our results indicate that Vav2^Onc^ engages quite different, cell type-specific biological programs in the epidermis. Thus, in the case of keratinocytes, we have demonstrated that the expression of Vav2^Onc^ promotes a regenerative proliferation state characterized by high levels of keratinocyte proliferation and undifferentiation. These cells also acquire stem cell- and TSC-like features according to previous genome-wide transcriptomal analyses [23]. These programs are nucleated by several transcriptional factors such as Myc, YAP/TAZ, AP1 family members, and E2F [23]. By contrast, we have observed that Vav2^Onc^-expressing SSCs do not acquire the features TSC-like features seen in keratinocytes. On the contrary, they acquire features mostly associated with cytoskeletal change, an active proliferative state, and the inhibition of gene programs linked to transit-amplifying cells. The comparison of the Vav family transcriptomes found in the skin, SSCs, and other tumor types also indicate that these GEFs engage cell- and tumor-type-specific biological programs. Collectively, these results indicate that the Vav genetic programs activated in the skin are probably highly dependent on the cell background context. They also suggest that we could probably hit skin tumors pharmacologically using combinations of drugs targeting different Vav-dependent Achilles’ heels specific for TSCs, transformed keratinocytes and, possibly, fibroblasts.

It is difficult to foresee at present the signaling pathways involved in the engagement of the Vav-dependent biological programs in SSCs. However, the mirror-image effects found in most of the experiments using gain- and loss-of-function models suggest that the action of Vav2 must be heavily dependent on the stimulation of catalysis-dependent pathways. In line with this, we have previously shown that the positive action of endogenous Vav2^Onc^ and Vav2^WT^ in skin tumorigenesis is also catalysis-dependent [21, 23, 30]. Consistent with this hypothesis, we have previously described that the swapping of Vav2 by a catalytically impaired mutant version of Vav2 (with the L332A point mutation in the catalytic Dbl-homology domain) that keeps all the adapter domains intact blocks skin tumorigenesis at levels comparable to the total depletion of both Vav2 and Vav3 [23]. In terms of the potential GTPase substrates involved, we have also shown that endogenous Vav2^Onc^ triggers the stimulation of Rac1 and, to a lower extent RhoA in primary keratinocytes [23]. By contrast, it does not have any statistically significant effect on Cdc42 in the same cell system [23]. In agreement with these observations, we have demonstrated using organotypic 3D models that the epithelial hyperplasia induced by Vav2^Onc^-expressing primary keratinocytes is Rac1–Pak1-dependent and, to a lesser extent, RhoA–Rock-dependent [23]. Likewise, we have shown that the signaling and proliferative defects found in primary *Vav2*^–/–^;*Vav3*^–/–^ keratinocytes are connected to defective Rac1 activation [21]. All these data suggest that the roles of Vav2 and Vav3 proteins in SSCs must be catalytic-dependent and, most likely, Rac1-dependent. We cannot formally rule out, however, that the adapter-like function of these proteins could make a marginal role in this process. It is also worth noting that we have focused our analyses on transcriptomal programs, given the difficulty in analyzing other biological parameters for single SSCs in the right tissue context. Due to this, we cannot exclude the possibility that some of the readouts analyzed could be influenced by non-transcriptional mediated mechanisms such as, for example, the well-known role of Rho GTPases in cytoskeletal organization. These pathways can indeed affect some of the biological readouts used in this study such as the mobilization of SSCs upon the challenges imposed by the TPA stimulation or skin regeneration processes. However, it is important to notice that the Vav-dependent transcriptome of SSCs does not show any enrichment in genes under the control of F–actin-regulated transcriptional regulators such as the serum response factor (Fig. 4D). Furthermore, genes associated with cell migration and adhesion are specifically concentrated in the downregulated subset of the Vav-dependent SSC transcriptome (Fig. 4B). By contrast, the Vav2^Onc^-driven transcriptome of TSCs does show a significant enrichment in genes linked to focal adhesion dynamics, extracellular matrix interactions, and cytoskeletal organization (Fig. 5E). It is possible to hypothesize, therefore, that the need of cytoskeletal-related functions will be quite different in normal and tumoral skin stem cells. Further studies will be required to identify all the spectrum of proximal and distal Rac1 effectors involved in this process.

## Materials and methods

### Ethics statement

All mouse experiments were performed according to protocols approved by the Bioethics Committee of the University of Salamanca and the animal experimentation authorities of the autonomous government of Castilla y León (Spain). We have not utilized patients or patient-derived samples in this work.

### Mouse strains

*Vav2*^–/–^ (C57BL/10 J background), *Vav3*^–/–^ (C57BL/10 J background), *Vav2*^–/–^;*Vav3*^–/–^ (C57BL/10 J background), and Vav2^Onc^ (C57BL/6 J background) male mice have been previously described [21, 23, 24]. In all cases, the animals were kept in ventilated rooms in a pathogen-free facility under controlled temperature (23 °C), humidity (50%), and illumination (12-hour-light/12-hour-dark cycle) conditions.

### Animal studies

For label-retaining cell assays, 50 mg/kg of BrdU (ThermoFisher Scientific, Catalog No. B23151) were injected intraperitoneally in 10-day-old mice every 12 h for a total of 4 injections and chased after 80 days. For epidermal stem cell proliferation assays, 1 mg of EdU (Invitrogen, Catalog No. A10044) was injected intraperitoneally 1 h before euthanasia in mice of indicated ages. Wound healing assays were performed in 8-week-old mice. To this end, animals were shaved on the back and, two days later, used to generate an incision in the dorsal skin using a biopsy punch (Stiefel, Catalog No. BI1500). Healing was monitored daily since then using a digital caliper. For hair regeneration assays, 8-week-old mice were shaved and the regrowth of the hair was followed up daily and quantified using ImageJ2 (version 2.3.0/1.53 f). For skin stimulation experiments, the dorsal skin of shaved animals was treated with 200 μL of an acetone solution of 3.3 ×10^–5^ M TPA (Sigma, Catalog No. P8139) and collected 24 h later after euthanized the animals. For skin xenograft experiments, keratinocytes and fibroblasts were isolated from donor mice as indicated previously [21]. Briefly, the skin from newborn mice was isolated and incubated in CnT-07 medium (CELLnTEC, Catalog No. CnT-07) with 5 mg/mL of dispase (Roche, Catalog No. 04942078001) overnight at 4 °C to separate the epidermis from the dermis. For keratinocyte isolation, the epidermis was then incubated with accutase (CELLnTEC, Catalog No. CnT-Accutase-100) for 30 min at 37 °C. For fibroblast isolation, the dermis was digested in DMEM (ThermoFisher Scientific, Catalog No. 11995065) with 0.25% collagenase (Sigma, Catalog No. C5138) for 1 h at room temperature. All the keratinocytes resulting from one newborn mouse plus 4 ×10^6^ dermal cells were combined in a cell suspension for each xenograft. 8-week-old nude mice (Charles River, Catalog No. NU/NU) were anesthetized with 100 μL of a mixture of 25 mg/mL ketamine (Merial, Catalog No. Imalgene 1000), 2 mg/mL diazepam (Roche, Catalog No. Valium) and 0.1 mg/mL atropine (Braun, Catalog No. Atropine B) and placed on a heating pad. After cleaning the dorsal surface with iodopovidone, a 1-cm long incision in the skin was made to insert a skin xenograft chamber as reported before [53]. The chamber was then secured with stitches and the cell suspension introduced. One week after the intervention, mice were anesthetized and the chamber removed. Six weeks later, skin reconstitution was considered complete and animals were injected intraperitoneally with 50 mg/kg of BrdU and sacrificed 1 h later. Xenografted skin was then taken for histological and immunohistochemical studies (see below).

Skin carcinogenesis experiments were performed as previously described [21]. Briefly, 2-month-old mice were treated biweekly with 5 μg of DMBA in 200 μL of acetone for 20 weeks. The number, size (measured with a digital caliper) and incidence of tumors was determined weekly. At the end of the experiment, animals euthanized and tumors subjected to either histological or flow cytometry analyses.

### Epidermal stem cell isolation

The isolation of epidermal stem cells was carried out as previously described [54]. Briefly, the back skin of animals was excised, cleaned, and digested in 0.25% trypsin (ThermoFisher Scientific, Catalog No. 25200056) overnight at 4 °C. This cell suspension was then filtered, resuspended in EMEM (Lonza, Catalog No. BE06-174G) with 15% fetal bovine serum (ThermoFisher Scientific, Catalog No. 10500064), incubated for 30 min on ice with biotin-conjugated anti-CD34 (1:50 dilution, eBioscience, Catalog No. 13-0341-85), and subsequently incubated for 30 min with both APC-conjugated streptavidin (1:300 dilution, BD Biosciences, Catalog No. 554067) and PE-conjugated anti-CD49f (1:200 dilution, AbD Serotec, Catalog No. MCA699PE). Finally, 4’,6-diamidino-2-phenylindole incubation (0.1 ng/mL) was added for 5 min to mark (and exclude from the final count) dead cells. Positive cells for CD34 and CD49f were isolated using a FACSAria III flow cytometer (BD Biosciences) and analyzed with the FlowJo software (BD Biosciences).

### Colony formation assays

Keratinocytes were isolated as indicated before, counted, and plated onto six-well plates at a density of 500 cells per well in CnT-07 medium. 10-14 days later, cells were fixed with 4% paraformaldehyde for 10 min and stained with Giemsa (1:10, Merck, Catalog No. 32884) for another 10 min. Plates were washed with distilled water, left to dry, and colonies counted.

### Whole mount immunohistochemical analyses

Tail skin was incubated in 5 mM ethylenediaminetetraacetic acid (EDTA) in phosphate-buffered saline solution at 37 °C for 4 h to separate de epidermis from the dermis. The epidermis was then fixed at room temperature in 4% paraformaldehyde for 2 h, permeabilized in 0.2% Triton X-100 (Sigma, Catalog No. T8787) for 15 min and blocked in 2% horse serum (ThermoFisher Scientific, Catalog No. 16050122) for 30 min using 10 min washing steps with phosphate-buffered saline solution in between. Incubation with the primary antibody was performed in 2% horse serum overnight at room temperature using the following antibodies: BrdU (1:100 dilution, BD Biosciences, Catalog No. 347580), Ki67 (1:100 dilution, Novocastra, Catalog No. NCL-L-Ki67-MM1), K14 (1:400 dilution, Covance, Catalog No. PRB-155P). Secondary antibody incubation was performed on the next day under the same conditions with Alexa Fluor 488 (1:400 dilution, Invitrogen, Catalog No. A21202) and Cy3 (1:400 dilution, Jackson Immunoresearch, Catalog No. 111-165-144). After washing, the preparations were stained with 4’,6-diamidino-2-phenylindole incubation (0.1 ng/mL) for 1 h and mounted using Mowiol (Calbiochem, Catalog No 9002–89–5). Samples were analyzed with a Leica TCS SP5 confocal microscope. Images were captured with LAS AF software (version 2.6.0.72266, Leica).

### Epidermal stem cell proliferation

DNA replication in proliferating cells was assessed using the Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay Kit (ThermoFisher Scientific, Catalog No. C10424) according to manufacturer’s instructions.

### Skin histological and histochemical analyses

For histological studies, tissues were extracted, fixed in 4% paraformaldehyde, paraffin embedded, cut in 2-3 µm thick sections, and stained with hematoxylin-eosin. Images were captured using an Olympus BX51 microscope coupled to an Olympus DP70 digital camera. The quantification of the thickness of the epidermis and dermis thickness quantification was done using the ImageJ software. Immunofluorescent staining was performed using a Ventana Discovery Ultra instrument (Roche, Catalog No. 05987750001). Paraffin–embedded sections were dewaxed, subjected to Tris EDTA [pH 8.0] for heat–induced antigen retrieval, and incubated for 40 min with the appropriate primary antibody to BrdU (1:100 dilution) or K14 (1:400 dilution). The sections were then incubated in a humid chamber for 1 h with secondary antibodies to rabbit and mouse IgGs labeled with Alexa Fluor 488 (1:200 dilution, ThermoFisher Scientific, Catalog No. A21206) and Cy3 (1:200 dilution, Jackson ImmunoResearch, Catalog No. 115–165–146), respectively. After a 20-min long incubation with rhodamine-labeled phalloidin (Invitrogen; diluted 1:200 in TBS–T and 2% bovine serum albumin), sections were mounted onto microscope slides with Mowiol (Calbiochem, Catalog No. 9002–89–5). Samples were analyzed with a Leica TCS SP5 confocal microscope. Images were captured with LAS AF software (version 2.6.0.72266, Leica).

### RNA extraction and transcriptome profiling

Epidermal stem cells were lysed in RLT buffer and RNA was extracted using the QIAGEN RNeasy Micro Kit (QIAGEN, Catalog No. 74004) according to manufacturer’s instructions. Purified RNA was processed as indicated elsewhere [54] and hybridized to Affymetrix GeneChip Mouse Gene 1.0 ST microarrays. R was used to perform the bioinformatic analyses. Signal intensity values were obtained from CEL files after applying the Robust Multichip Average function from the ‘affy’ package for background adjustment, quantile normalization and summarization [55]. Differentially expressed genes were identified using linear models for microarray data (*limma*) [56], and adjusting *P* values for multiple comparisons by applying the Benjamini-Hochberg correction method [57]. To rule out the effects associated with the genetic background of the mice strains, the expression profiles were normalized using WT C57BL/6 J and C57BL/10 J mice. The *heatmap3* package [58] was used to generate the expression heatmaps for the indicated genes. Functional annotation was performed using ToppFun [59]. An FDR q-value of 0.05 was set as threshold for statistical significance. GSEA was carried out with the described gene sets using gene set permutations (*n* = 1000) for the assessment of significance and signal-to-noise metric for ranking genes [60]. The different SSC and TSC gene sets used in GSEA analyses were obtained from [39] and [61], respectively. Known functional interactions among relevant genes were obtained through the String tool [62]. Cytoscape software was used to perform network data integration and visualization [63]. For the discovery of transcription factor binding motifs in the promoters of the co-regulated genes, the iRegulon software was used [64]. A collection of 9 713 position weight matrices (PWMs) was applied to analyze 10 kb centered around the TSS. With a maximum false discovery rate (FDR) on motif similarity below 0.001, we performed motif detection, track discovery, motif-to-factor mapping and target detection. The cross-comparison among the different Vav-regulated transcriptional signatures was performed using the gene sets identified in [23] (Vav2^Onc^ skin)[48], (Vav2;Vav3 knockdown breast cancer cell), and this study (Vav2^Onc^ SSC, Vav2^Onc^ TSC). Overall survival analyses were performed through Kaplan-Meier estimates according to the enrichment level of the indicated transcriptional signature using the GSE41613 (*n* = 97 samples) head-and-neck SCC dataset. The median of the enrichment distribution for the signature was used to establish the low and high expression groups and, subsequently, the Mantel-Cox test was applied to statistically validate the differences between the survival distributions.

### Determination of mRNA expression levels

Epidermal stem cells were lysed in RLT buffer and RNA was extracted as indicated in the previous section. Reverse transcription and cDNA amplification was carried out using the QuantiTect Whole Transcriptome Kit (Qiagen, Catalog No. 207043). qRT-PCR was performed using iQ SYBR Green Supermix (Bio-Rad, Catalog No. 1708880) and the StepOnePlus Real-Time PCR System (Applied BioSystems). Raw data were analyzed using the StepOne software v2.1 (Applied Biosystems), using the abundance of the endogenous *Gapdh* mRNA as internal normalization control. Primers used for transcript quantitation included: 5’-AGG AAG AGC TGA GAT TCG CC-3’ (forward, *Atf3*), 5’-GGG GTC TGT TGA CGG TA-3’ (reverse, *Atf3*), 5′-GGC TTC CCA GAG ATG TCT-3′ (forward, *Fos*), 5’-TGC TGA TGC TCT TGA CTG GC-3’ (reverse, *Fos*), 5’-GAA CGC CTG GAG TTT GTC CT-3’ (forward, *Fosb*), 5’- TCC TTA GCG GAT GTT GAC CC-3’ (reverse, *Fosb*), 5’-TGC CAG AAC CTC GGC TAC A-3’ (forward, *Fzd4*), 5’-ATG AGC GGC GTG AAA GTT GT-3’ (reverse, *Fzd4*), 5’-TAC CTC AAC CCT GTG GAT GC-3’ (forward, *Gli2*), 5’-CTA CCA GCG AGT TGG GAG AG-3’ (reverse, *Gli2*), 5’-GCA CAT CAC CAC TAC ACC GA-3’ (forward, *Jun*), 5’-GGG AAG CGT GTT CTG GCT AT-3’ (reverse, *Jun*), 5’-CTC CTG CAC CAC CAA CTG CT-3’ (forward, *Gapdh*), 5’-GGG CCA TCC ACA GTC TTC TG-3’ (reverse, *Gapdh*).

### Isolation of tumor stem cells

At the endpoint of skin carcinogenesis experiments (see above), tumors were isolated, minced and incubated overnight at 4 °C in Hanks’ Balanced Salt Solution (HBSS) (ThermoFisher Scientific, Catalog No. 24020117) with 0.25% of collagenase I (Sigma-Aldrich, Catalog No. C9891). Next day, the leftover pieces were processed using a gentle- MACS dissociator (Miltenyi Biotec, Catalog No. 130-093-235) and gentleMACS C tubes (Myltenyi Biotec, Catalog No. 130- 093-237). The cell suspension was then filtered, resuspended in EMEM (Lonza, Catalog No. BE06-174G) with 15% fetal bovine serum (ThermoFisher Scientific, Catalog No. 10500064), incubated for 30 min on ice with biotin-conjugated anti-CD34 (1:50 dilution, eBioscience, Catalog No. 13-0341-85), and subsequently incubated for 30 min with FITC-conjugated streptavidin (1:100 dilution, BioLegend, Catalog No. 405201), PE-conjugated anti-CD49f (1:200 dilution, AbD Serotec, Catalog No. MCA699PE), APC-conjugated anti-CD31 (1:200 dilution, BD Pharmingen, Catalog No. 551262), APC-conjugated anti-CD45 (1:200 dilution, BD Pharmingen, Catalog No. 559864), APC-conjugated anti-CD140a (1:200 dilution, BD Pharmingen, Catalog No. 562777), and APC/Cy7-conjugated anti-EpCAM (1:200 dilution, BioLegend, Catalog No. 118217). Finally, 4’,6-diamidino-2-phenylindole incubation (0.1 ng/mL) was added for 5 min to mark dead cells. Positive cells for EpCAM, CD34 and CD49f, and negative for the rest of markers, were isolated using a FACSAria III flow cytometer (BD Biosciences) and analyzed with the FlowJo software (BD Biosciences). Upon isolation and RNA extraction, transcriptomal and in silico analyses were performed as indicated above.

### Statistics

The number of biological replicates (*n*), the type of statistical tests performed, and the statistical significance are indicated for each experiment either in the figure legends or in the main text. Sample size estimation was based on power calculation and performed using the daewr R package. In cases were that estimation could not be performed, we used at least *n* = 3 biological replicates. Animals were randomly allocated in experimental groups. No blinding was performed. No samples were excluded from the analyses. Data normality and equality of variances were analyzed with Shapiro-Wilk and Bartlett’s tests, respectively. Parametric distributions were analyzed using Student’s *t*-test (when comparing two experimental groups) or ANOVA followed by either Dunnett’s (when comparing more than two experimental groups with a single control group) or Tukey’s HSD test (when comparing more than two experimental groups with every other group). Sidak’s multiple comparison test was used when comparing different sets of means. The chi-squared test was used to determine the significance of the differences between expected and observed frequencies. In all cases, values were considered significant when *P* ≤ 0.05. Data obtained are given as the mean ± SEM.

## Materials availability

All relevant data are available from the corresponding author upon reasonable request. A Materials Transfer Agreement could be required in the case of potential commercial applications.

## Supplementary information

Supplementary Information

Dataset 1

Dataset 2

Dataset 3

## Data Availability

Microarray data reported in this paper have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE180946.

# Supplementary material for: The Rho guanosine nucleotide exchange factors Vav2 and Vav3 modulate epidermal stem cell function
**Source:** Oncogene. 2022 May 9;41(24):3341–54. doi: 10.1038/s41388-022-02341-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

**THE Rho GUANOSINE NUCLEOTIDE EXCHANGE FACTORS
Vav2 AND Vav3 MODULATE EPIDERMAL STEM CELL
FUNCTION**

by

L.F. Lorenzo-Martín *et al.*

This PDF file includes (in the order in which they are mentioned in the main text):

Figures S1 to S5

Table S1

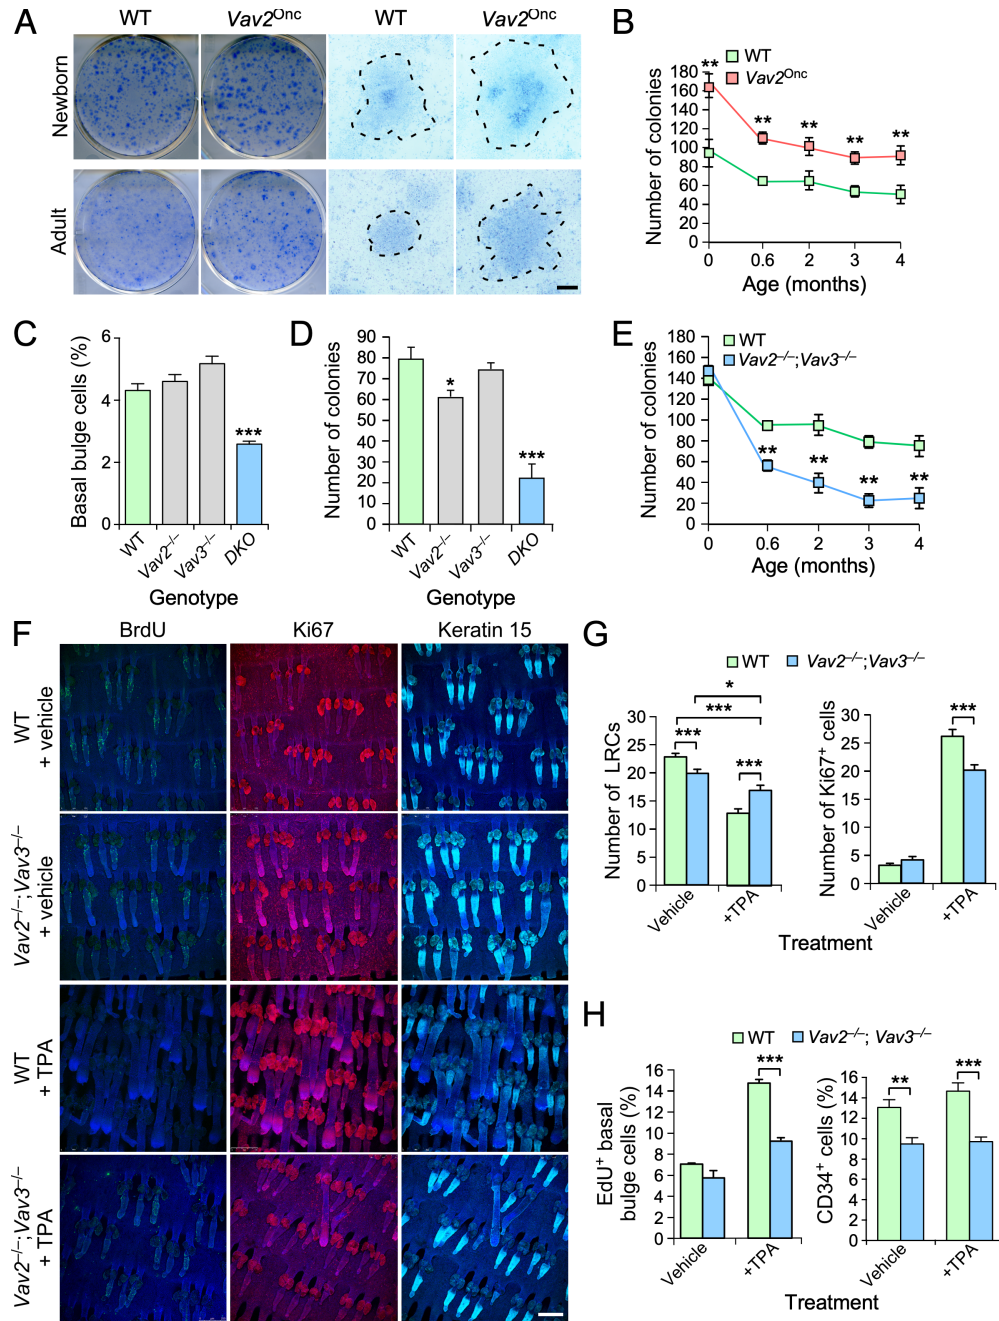

FIGURE S1. Vav function regulates SSC numbers.

(A) Representative images of the colonies (stained with Giemsa) formed by epidermal cells from mice of indicated genotypes and ages. The right panels show magnifications of representative colonies obtained in these assays (boundaries of the colony are indicated with a dashed line). Scale bar, 50 μ m ($n = 4$).

(B) Quantification of the colony-forming efficiency of epidermal cells isolated from mice of indicated genotypes and ages according to the data obtained in A. **, $P < 0.01$ (two-way ANOVA and Sidak's multiple comparisons test, $n = 4$ per genotype and time point).

(C) Quantification of the abundance of CD34⁺ Itga6⁺ cells in the epidermis of mice of indicated genotypes. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ (two-way ANOVA and Sidak's multiple comparisons test, $n = 4$ per genotype and age). DKO, $Vav2^{-/-};Vav3^{-/-}$ mice.

(D) Quantification of the colony-forming efficiency of epidermal cells isolated from mice of indicated genotypes. *, $P < 0.05$; ***, $P < 0.001$ (ANOVA and Dunnett's multiple comparison test, $n = 3$).

(E) Quantification of the colony-forming efficiency of epidermal cells isolated from mice of indicated genotypes and ages. **, $P < 0.01$ (two-way ANOVA and Sidak's multiple comparisons test, $n = 3$).

(F) Representative whole mount immunofluorescence images showing the presence of BrdU (green color) and the expression of Ki67 (red color) and keratin 15 (blue color) in the tail epidermis from mice of indicated genotypes. Scale bar, 200 μm ($n = 6$).

(G) Quantification of the number of label-retaining (left) and Ki67⁺ (right) cells in the hair follicle bulge of mice of the indicated genotypes upon the indicated treatments according to the data gathered from the experiment shown in panel F. *, $P < 0.05$; ***, $P < 0.001$ (ANOVA and Tukey's HSD tests, $n = 6$).

(H) Quantification of the abundance of total CD34⁺ (left) and CD34⁺ Itga6⁺ EdU⁺ (right) cells in the epidermis of mice of the indicated genotypes upon the indicated treatments. **, $P < 0.01$; ***, $P < 0.001$ (Student's *t*-test, $n = 6$).

In B, C, D, E, G and H, data represent mean $\pm$ SEM.

TABLE S1. Summary of the SSC-related phenotypes found in *Vav2*^{Onc/Onc} and *Vav2*^{-/-};*Vav3*^{-/-} mice. Upregulation and downregulation events are indicated by red and blue arrows, respectively. Grades of blue represent the relative intensity of the interrogated biological parameter. No effect is depicted as a “=” symbol. The figure number in which the experimental data are found in indicated on the right column (left, data from *Vav2*^{Onc/Onc} mice; right, data from *Vav2*^{-/-};*Vav3*^{-/-} mice).

	<i>Vav2</i> ^{Onc/Onc}	<i>Vav2</i> ^{-/-} ; <i>Vav3</i> ^{-/-}	Figure number
Number of bulge SSCs			1B and 1D
EdU ⁺ SSCs		=	1C and S1H
Number of bulge LRCs	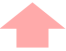		1E,F and S1F,G
Number of bulge Ki67 ⁺ cells		=	1E,F and S1F,G
Number of bulge LRCs upon TPA stimulation			1E,F and S1F,G
Bulge Ki67 ⁺ cells upon TPA stimulation			1E,F and S1F,G
<i>in vivo</i> wound healing	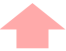		2A,B and 2C,D
Hair regeneration			2E,F and 2G,H

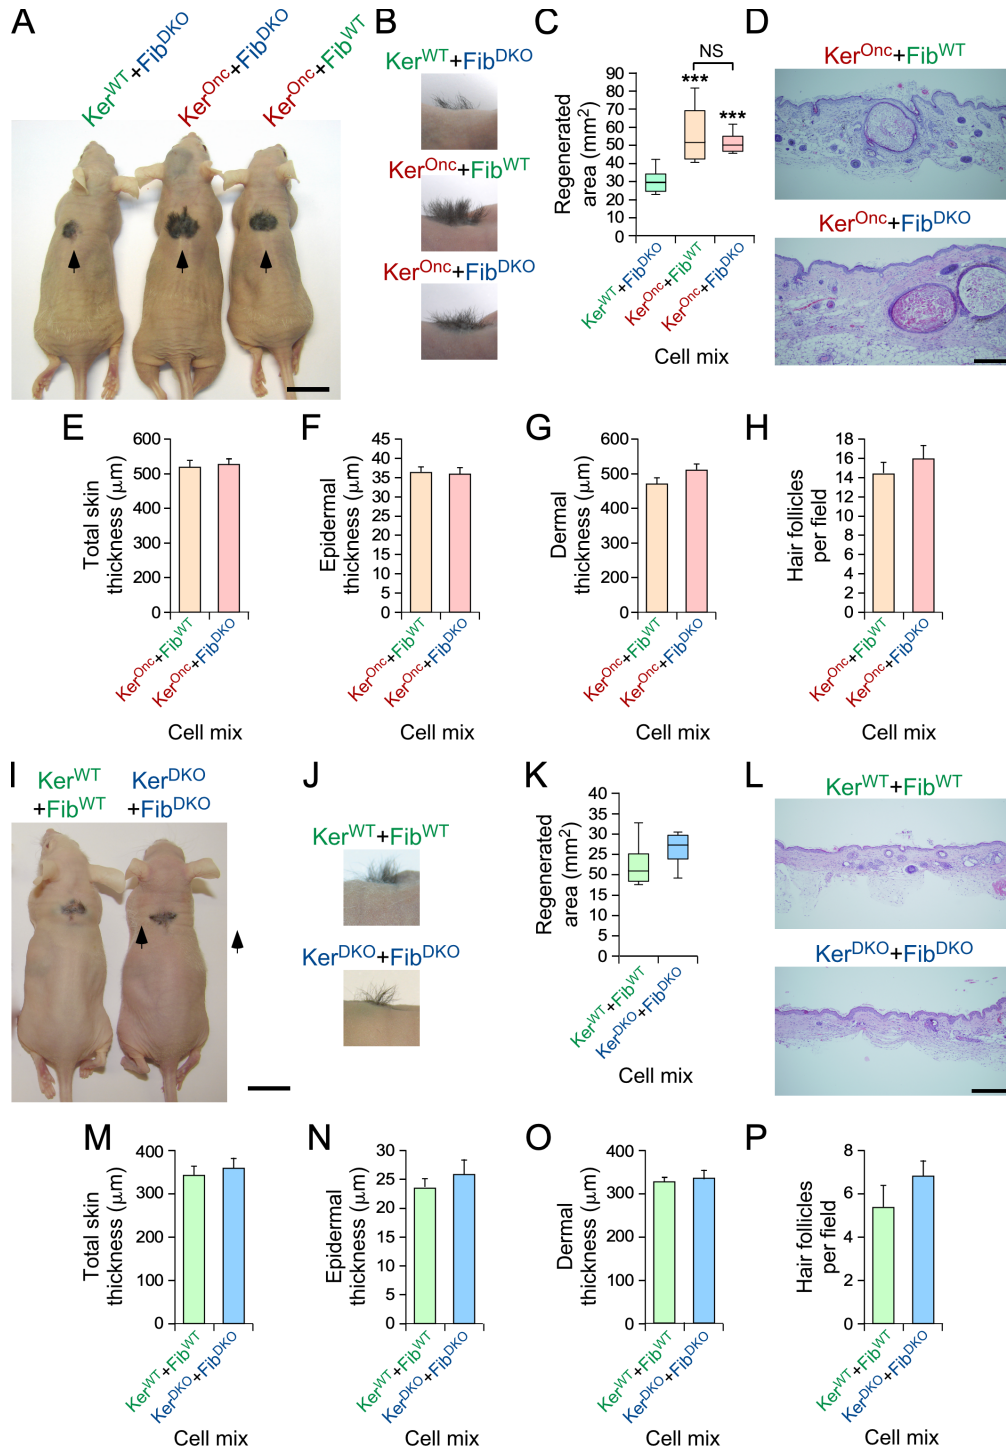

FIGURE S2. The Vav-dependent skin phenotype is mostly keratinocyte-autonomous.

(A) Representative image of immunodeficient mice at the endpoint of the skin xenograft protocol performed with the indicated cell combinations. The regenerated skin area is indicated with an arrow. Scale bar, 2 cm ($n = 4$). DKO, $Vav2^{-/-}; Vav3^{-/-}$ mice. Ker, keratinocytes; Fib, fibroblasts.

(B) Representative images of hair regeneration in immunodeficient mice at the endpoint of the experiment shown in A. $n = 4$ per cell combination.

(C) Quantification of the skin area regenerated by indicated cell type combinations according to the data obtained in A. ***, $P < 0.001$ (ANOVA and Tukey's HSD tests, $n = 4$).

(D) Representative histological sections of the skin area regenerated by the indicated cell mixes at the endpoint of the xenograft protocol. Scale bar, 100 μm ($n = 4$).

(E to H) Quantification of the thickness of the skin (E), epidermis (F) and dermis (G) as well as of the number of hair follicles (H) in the histological sections from the experiment shown in D. Differences were not significant (Student's *t*-test, $n = 4$).

(I) Representative image of immunodeficient mice at the endpoint of the skin xenograft protocol performed with the indicated cell type combinations. The regenerated skin area is indicated with an arrow. Scale bar, 2 cm ($n = 4$).

(J) Representative images of hair regeneration in immunodeficient mice at the endpoint of the skin xenograft protocol shown in I and performed with the indicated cell type combinations. $n = 4$ per cell mix.

(K) Quantification of the skin area regenerated by the indicated cell type combinations according to the data obtained in I. Differences were not significant (Student's *t*-test, $n = 4$).

(L) Representative histological sections of the skin area regenerated by the indicated cell mixes at the endpoint of the xenograft protocol. Scale bar, 100 μm ($n = 4$).

(M to P) Quantification of the thickness of the skin (M), epidermis (N) and dermis (O) as well as of the number of hair follicles (P) in the histological sections from the experiment shown in L. Differences were not significant (Student's *t*-test, $n = 4$).

In C, E, F, G, H, K, M, N, O and P, data represent mean $\pm$ SEM. NS, not significant.

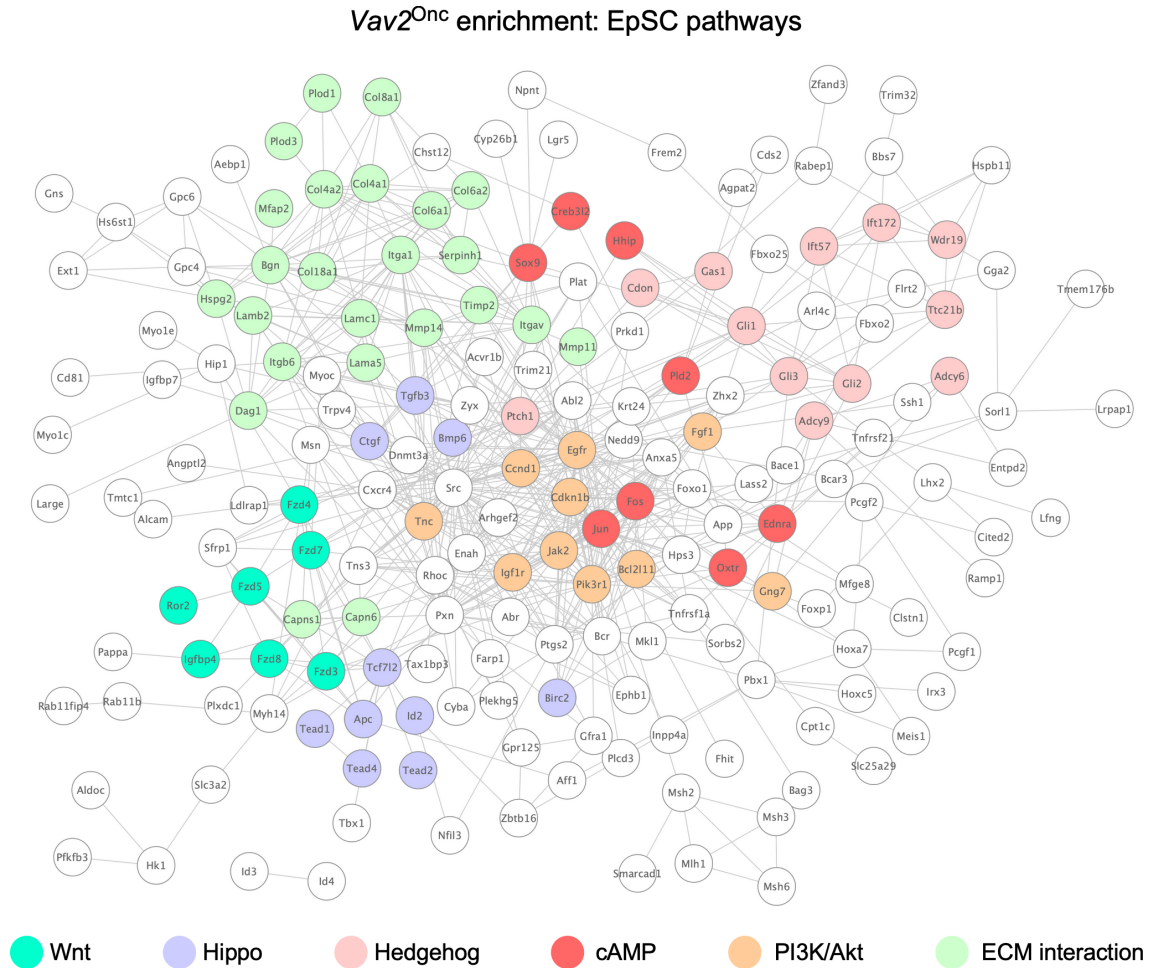

FIGURE S3. Vav proteins regulate transcriptional programs involved in stem cell homeostasis.

Protein-protein interaction network of genes involved in SSC homeostasis that are upregulated by Vav2^{Onc}. Genes associated with the extracellular matrix and the signaling through Wnt, Hippo/Yap, Hedgehog, cAMP and PI3K/Akt pathways are highlighted in color as indicated. ECM, extracellular matrix.

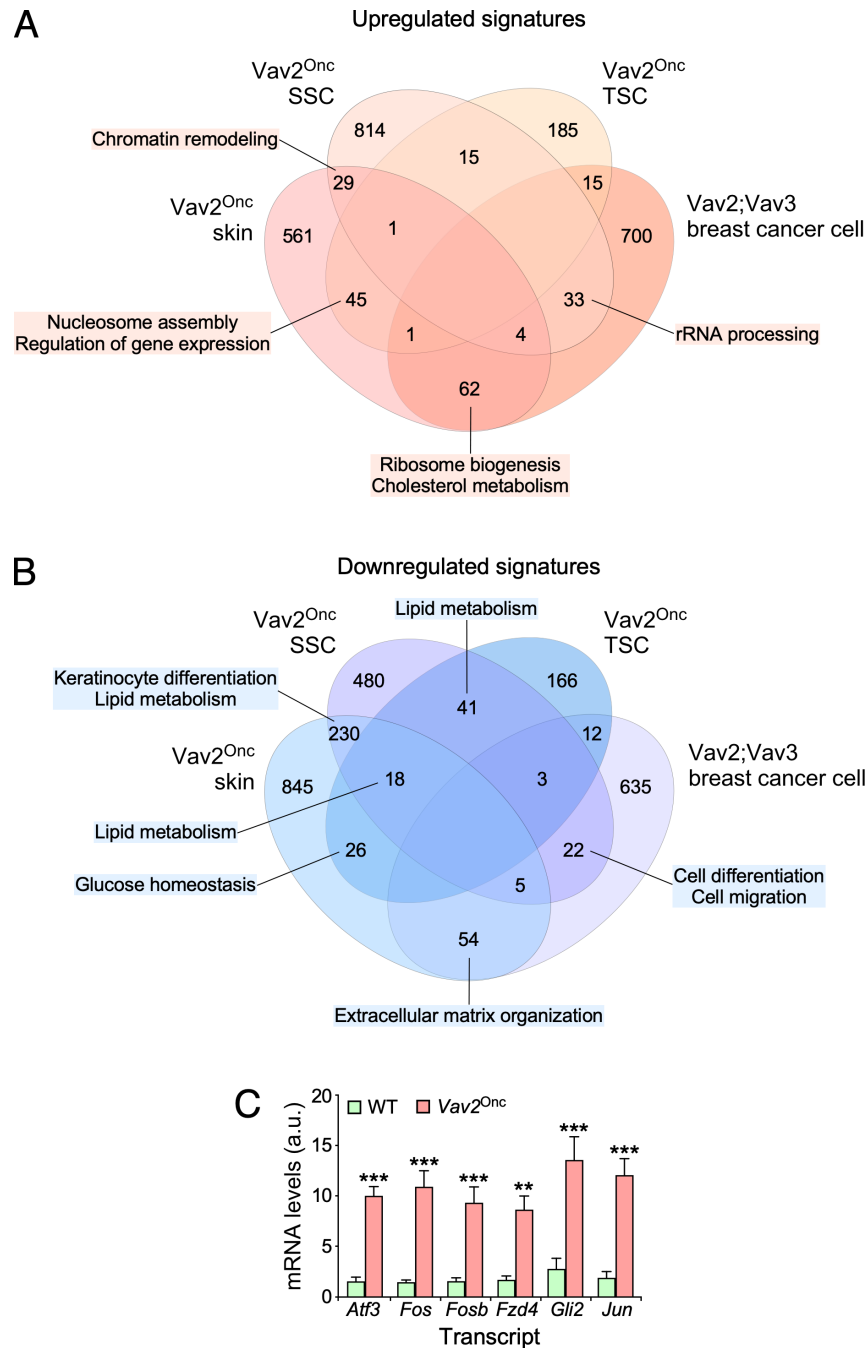

FIGURE S4. Vav2^{Onc} SSC transcriptome cross-comparison

(A,B) Venn diagrams showing the overlap in upregulated (A) and downregulated (B) genes across the indicated Vav-regulated transcriptional programs. The main functional terms enriched in each of the significant overlapping sets are indicated within colored boxes.

(C) qRT-PCR showing the abundance of interrogated transcripts in SSCs of indicated genotypes. $**P \leq 0.01$, $***P \leq 0.001$ (two-way ANOVA and Sidak's multiple comparisons test, $n = 3$). a.u., arbitrary units. Data represent mean $\pm$ SEM.

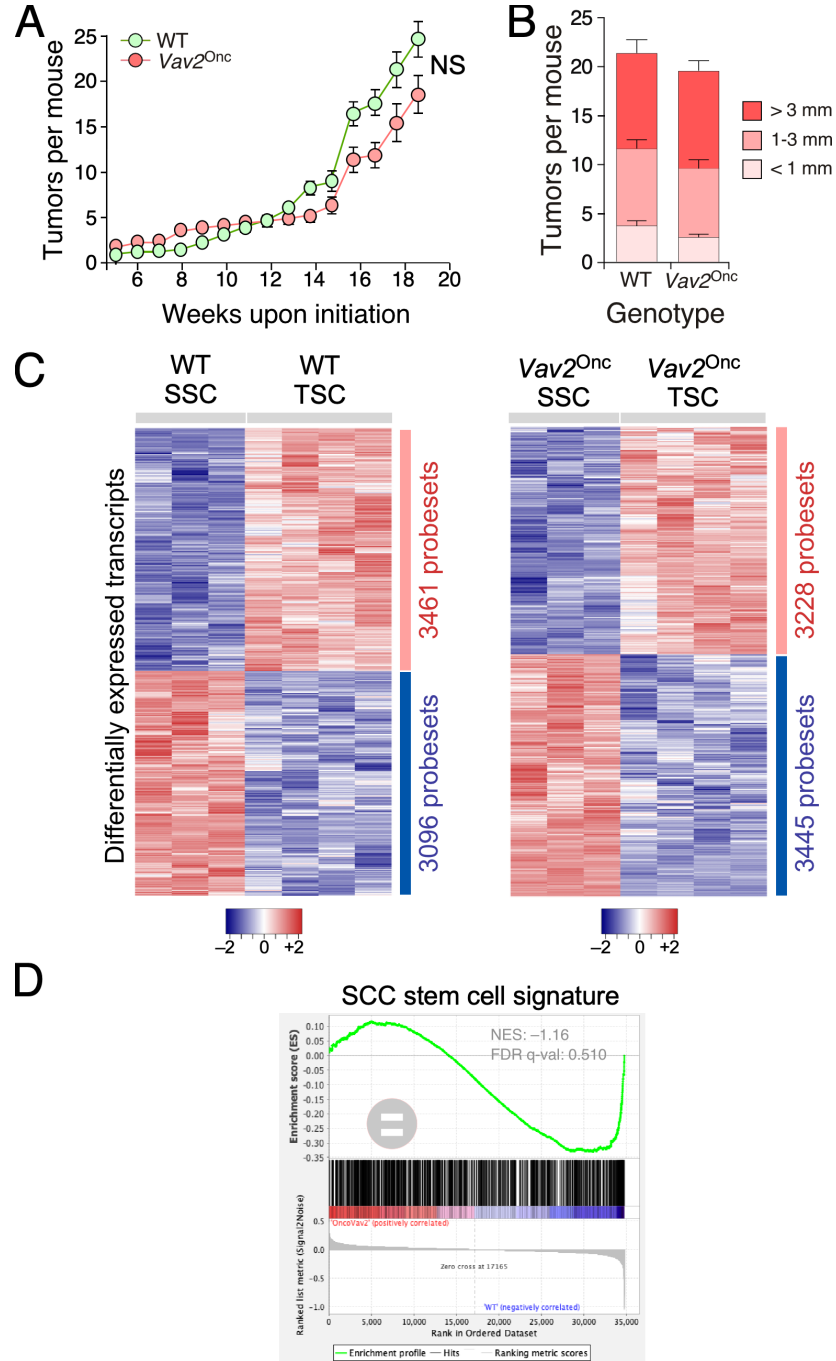

FIGURE S5. Impact of *Vav2*^{Onc} catalysis-dependent signaling in tumor stem cells.

(A,B) Development kinetics (A) and size (B) of the tumors in DMBA-treated mice of the indicated genotypes. Differences are not significant (NS; Student's *t* test, *n* = 13 and 15 WT and *Vav2*^{Onc/Onc} mice, respectively). Data represent mean $\pm$ SEM

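Among all 34760 probe sets of the arrays, unnamed ones included, 3461 were higher and 3096 lower in WT TSCs than in WT SSCs at an adjusted p of at most 0.01 with limma (n = 4 and 3 arrays). For *Vav2* Onc/Onc cells (n = 4 and 3), 3228 were higher and 3445 lower. The threshold and the probe sets were chosen after the values were seen.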

(C) Heatmaps showing the transcripts differentially expressed between TSCs and SSCs in WT (left) *Vav2*^{Onc/Onc} (right) mice. The number of probe sets for the upregulated and downregulated fractions is indicated on the right.

(D) GSEA of indicated gene set in the *Vav2*^{Onc/Onc} TSC transcriptome. The normalized enrichment score (NES) and false discovery rate *q*-value (FDR *q*-val) is indicated inside the graph.

How the deposited data were processed for this re-analysis (not part of the article)

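RNA of SSCs from *Vav2* Onc/Onc mice, *Vav2*-/-;*Vav3*-/- mice and the WT controls of each strain (3 arrays per group) and of TSCs from WT and *Vav2* Onc/Onc mice (4 arrays per group) had been hybridized to Affymetrix mouse gene arrays. The authors processed the CEL files in R 3.6.3 with RMA, which adjusts background, normalizes quantiles and summarizes probes, and the deposited values are log2 signals of 34760 probe sets for 20 arrays. The unit was checked against the 2 parts of a supplementary table on TSCs and SSCs, whose log2 fold changes equal differences of group means of these values. The CEL files themselves were not processed again.

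Probe sets were paired with genes through the platform's table. Of all probe sets, 21640 had 1 symbol, 1321 several and 11799 none, of which 6568 had the low numbers of control probe sets. The 22961 probe sets with a symbol were tested. Symbols were compared with the RefSeq names of mouse genes through 21553 Entrez IDs, and 0 needed an update. For each of 19937 genes, the probe set naming only that gene with the highest mean over the 20 arrays was used, except among the largest changes, where each probe set naming only 1 gene entered, and no gene is named for a probe set with several symbols.

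Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) on the arrays of the groups compared, and called at a Benjamini-Hochberg adjusted p of at most 0.05 over the probe sets tested. The 5 planned comparisons of 2 groups were those of each SSC genotype and of *Vav2* Onc/Onc TSCs with their WT controls and of TSCs with SSCs in WT and in *Vav2* Onc/Onc mice. Further contrasts set *Vav2* Onc/Onc directly against *Vav2*-/-;*Vav3*-/- SSCs and tested the differences of effects between the 2 SSC genotypes over 12 arrays and between TSCs and SSCs over 14. The comparison of the 2 WT SSC groups was added after values were seen, which makes 9 in all. With 3 against 3 arrays, the smallest p of an exact permutation test is 0.100, and with 4 against 4 it is 0.0286, so the moderated t was used for single genes as well. Tables were read with data.table 1.17.8 and jsonlite 2.0.0, and figures drawn in Python 3.11.15 with matplotlib 3.10.9.

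Functions were followed with 32 gene lists, since the published signatures were not at hand. Each list was tested with cameraPR on the moderated t (preset correlation 0.01, two-sided), with p adjusted over the lists within each comparison, and its members were counted over all probe sets tested and adjusted over the list alone. Not every list was reported for every comparison. Genes were named by a fixed rule: the 10 largest changes in each direction among called genes, whose arrays had to lie apart between 2 groups, or the 5 smallest p where none passed, every gene the paper names for these arrays, up to 5 members of each list with the smallest p, the Vav genes, *Xist* and the Y genes. Values in the paper's tables had been seen when the rule was written. The direct contrast, the differences of effects and the comparison of the WT groups were named by the same rule.

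Arrays with the same replicate number in 2 groups were checked for pairing through the correlation of their residuals. Pairing was taken to hold where every pair correlated by more than 0.1. Arrays of *Vav2*-/-;*Vav3*-/- SSCs and their controls did so in each of the 3 pairs (0.32, 0.13 and 0.28), so the replicate block stands beside the unpaired result. No label states a pairing, and the block was chosen from these same arrays. Across strains, arrays with the same number correlated by 0.35, -0.12 and 0.19 between *Vav2* Onc/Onc and *Vav2*-/-;*Vav3*-/- SSCs. Between the 2 WT SSC groups, these were 0.32, 0.04 and 0.17. Array names were noted, since those of TSCs are of 2 kinds. The counts were tested on simulated data with the spread of each comparison and normal noise independent between probe sets, which holds no structure of the samples. Changes of 1 on the log2 scale were recovered in 93.7% for WT TSCs against SSCs, 97.1% for *Vav2* Onc/Onc TSCs against SSCs, 97.0% for the direct contrast, 96.7% for the WT groups, and 88.7% and 89.7% for the 2 differences of effects. For changes of 0.5, these shares were 54.5%, 53.8%, 29.8%, 71.0%, 18.5% and 27.3%. At most 0.0791% of unchanged probe sets were called. Rank product recovered 100% of changes of 1, with 1.27% and 2.00% false calls at an unadjusted p under 0.01. These changes were all planted as rises, and fewer permutations were run than on the real arrays.

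Alternatives tried were the replicate number or the kind of array name as a block, all 20 arrays in 1 fit, all 6 WT SSC arrays as controls, all probe sets of the table, the dimmest 33.3% left out, arrays centred on their median, quantile normalization again, an intensity trend with a robust prior, array weights, other thresholds, each array left out in turn and other probe sets of a gene. For lists, they were an estimated correlation in camera, fry, which asks whether a list moves at all and sets it against no other genes, the mean over all probe sets of a gene, and fgsea 1.28.0 on the signal-to-noise ratio with 1000 permuted gene sets. Rank product with 100 permutations was run for *Vav2* Onc/Onc against WT TSCs. Groups were also split in other ways, with all 10 or 35 splits, or 100 drawn at random. Functional annotation with ToppFun, motif discovery, network analysis and the survival analysis were left out, since they rest on resources outside the deposited table.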

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

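The tests of the 3 patterns weighed below, and the comparison of the 2 WT SSC groups, were chosen after the results were seen, while the splits of the arrays were set out beforehand. The effect of the genotype differed between *Vav2* Onc/Onc and *Vav2*-/-;*Vav3*-/- SSCs, each taken against its own controls, by a limma test of the difference itself over 12 arrays. It was positive for 8 probe sets, with *Ppp1r3c* 1.55 (adjusted p = 0.0340), *Jun* 1.54 (adjusted p = 0.00963) and *Foxo1* 1.30 (adjusted p = 0.0163), and negative for 12, with *Igfl3* -2.57 (adjusted p = 0.0194), *Ankrd35* -2.01 (adjusted p = 0.00732) and *Klk7* -1.84 (adjusted p = 0.00732). The counts without single arrays are given at the claim. Of these 6 genes, *Foxo1*, *Ppp1r3c* and *Igfl3* lost calls, which ended without *Vav2* Onc/Onc replicate 1 for all 3 (adjusted p = 0.0550 to 0.0962), replicate 2 for all 3 (adjusted p = 0.0680 to 0.0944) and replicate 3 for *Igfl3* and *Foxo1* (adjusted p = 0.0548 and 0.0684). The same held without *Vav2*-/-;*Vav3*-/--strain WT replicate 1 for *Foxo1* and *Ppp1r3c* (adjusted p = 0.0618 and 0.101) and replicate 2 for all 3 (adjusted p = 0.0660 to 0.0732). Further calls ended without *Vav2*-/-;*Vav3*-/- replicate 2 for all 3 (adjusted p = 0.0556 to 0.0727). Losses also followed without *Vav2* Onc/Onc-strain WT replicate 1 for *Ppp1r3c* (adjusted p = 0.0549), replicate 2 for *Ppp1r3c* and *Igfl3* (adjusted p = 0.0578 and 0.0594) and replicate 3 for *Igfl3* and *Ppp1r3c* (adjusted p = 0.0646 and 0.0897). The splits do not exclude chance for these 20 probe sets, since other splits of the 12 arrays called up to 341, which points to a structure of the samples beside the 4 groups.

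The effect of Vav2 Onc also differed between TSCs and SSCs, by a test of the difference over 14 arrays. It was positive for 4 probe sets, with *Cytl1* 1.77 (adjusted p = 0.00814) and *Defb6* 1.29 (adjusted p = 0.0111) and, for the noncoding *Mir99ahg*, 1.04 (adjusted p = 0.0377) at 1 of its 4 probe sets, though 0.16 (adjusted p = 0.904) at the brightest, and negative for 2, with *Pgap4* -0.88 (adjusted p = 0.0241) and *Zfp9* -0.84 (adjusted p = 0.0377). Calls ended without WT SSC replicate 2 for *Pgap4* and *Zfp9* (adjusted p = 0.0747 and 0.102), replicate 1 for *Zfp9* (adjusted p = 0.0504) and replicate 3 for *Zfp9* (adjusted p = 0.0560). They ended as well without *Vav2* Onc/Onc SSC replicate 1 for *Pgap4* and *Zfp9* (adjusted p = 0.105 and 0.128) and replicate 3 for *Pgap4* and *Zfp9* (adjusted p = 0.0728 and 0.107). The same held without WT TSC replicate 2 for *Pgap4* and *Zfp9* (adjusted p = 0.0816 and 0.0953), replicate 3 for *Pgap4* and *Zfp9* (adjusted p = 0.0629 and 0.0858) and replicate 4 for *Pgap4* and *Zfp9* (adjusted p = 0.0716 and 0.103). Further calls ended without *Vav2* Onc/Onc TSC replicate 2 for *Zfp9* (adjusted p = 0.0698), replicate 3 for *Zfp9* (adjusted p = 0.0872) and replicate 4 for *Zfp9* (adjusted p = 0.0663). Of the 100 splits, 2 called as many as these 6 probe sets, the real one included, and another called 162, which points to a structure of the samples. The splits also take away the effects within each tissue, so they cannot exclude chance for a difference between the effects.

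Single TSC arrays lay far from the others of their group in 5 of the 74 groups of 4 arrays that were tested on array measures and named genes, where chance alone gives about 1 in 20 groups. Replicate 2 of *Vav2* Onc/Onc TSCs was 1 of them for 2 measures: the mean of the quiescence list was 8.61, against 8.74 in the nearest of the other 3 (gap over range 0.874), and *Elovl3*, a fatty acid elongase gene, had 9.19, against 10.18 in the nearest of the other 3 (gap over range 0.949). *Tns1*, which encodes tensin 1, had 9.98, against 9.53 in the nearest of the other 3 (gap over range 0.863) in *Vav2* Onc/Onc TSC replicate 1 and *Vav2* 7.09, against 6.93 in the nearest of the other 3 (gap over range 0.891) in *Vav2* Onc/Onc TSC replicate 4. The matrix gene *Tnc* had 9.83, against 10.19 in the nearest of the other 3 (gap over range 0.882) in WT TSC replicate 4.

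Clock genes and barrier genes that set *Vav2* Onc/Onc apart from *Vav2*-/-;*Vav3*-/- SSCs also differed between the 2 WT control groups, where the paper reports no result and 11 of 14 genes of the Per and Dbp group were higher in the controls of the *Vav2* Onc/Onc strain. A strain or cohort difference that the controls share may be part of the signature of 3254 probe sets, since 95.6% of them, against 76.6% of all probe sets tested, had the same sign between the controls, whose arrays are no part of the direct comparison. For the clock genes, another phase of the body clock when the 2 cohorts were sampled cannot be told apart from a lasting difference of strain, since *Arntl* differed by -1.38 (adjusted p = 0.00880, but 0.0519 without replicate 2 of the *Vav2*-/-;*Vav3*-/--strain controls) against a median of 1.36 for the Per and Dbp group, but the 6 genes of the opposite phase as a list had 1 higher, 2 lower and 3 neither (camera, adjusted p = 0.250). As the only source, strain or cohort is argued against for 131 probe sets, which were called against the WT controls of their own strain in the direction of the signature, though the calls of *Vav2* Onc/Onc SSCs against their controls fell to 0 without *Vav2* Onc/Onc replicate 3 and those of *Vav2*-/-;*Vav3*-/- SSCs to 1 higher and 1 lower without *Vav2*-/-;*Vav3*-/--strain WT replicate 1 or 2. It cannot be told apart from the genotype for 5 further probe sets called for the difference of effects, as other splits called more than the real one, or for the others, as the controls showed a median share of 0.522 of their difference and their effects within a strain did not pass. Selection on the mutant arrays adds to that difference and can lower the share.

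Sex-linked transcripts, which the paper does not discuss, differed between WT TSCs and WT SSCs, with *Xist* at 6.43 (adjusted p = 1.65e-07) and the Y-linked *Eif2s3y* at -4.33 (adjusted p = 3.24e-07) on the log2 scale. Loss of the Y chromosome in tumor cells of male mice is argued against by *Xist*, whose lowest value in a TSC array lay 5.84 above the highest in an SSC array. Female TSC donors and male SSC donors may explain *Xist* and the Y transcripts, as *Xist* rose by 6.43 with each measured Y transcript lower. For the 8405 other called probe sets that name 1 gene outside X and Y, sex, age and tumor cannot be told apart, because no group holds both sexes or both ages. Fibroblasts left in the TSC fraction are a candidate source of the fibroblast list (median 1.22 over 21 genes, of which 7 lay above the median signal in WT SSCs and 0 in another list) that cannot be told apart from expression by the tumor cells themselves, since the gate of the TSC sort left out CD140a-positive cells, yet *Pdgfra*, which encodes CD140a, was 1.25 higher, and *Dcn* and *Col1a1* reached 11.59 ± 0.26 and 10.33 ± 0.38 (SD, n = 4) in WT TSCs.

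Endothelial transcripts, which the paper does not discuss in SSCs, were lower in *Vav2* Onc/Onc SSCs for 6 of 20 genes, with *Eng* at 8.70 ± 0.62 in WT and 6.47 ± 0.24 in *Vav2* Onc/Onc SSCs (SD, n = 3), *Vwf* at 8.52 ± 0.49 and 6.84 ± 0.13, and *Emcn* at 8.09 ± 0.44 and 5.49 ± 0.11. A lower share of every other cell type cannot be told apart from a loss of endothelium alone: the leukocyte and fibroblast lists had medians of 0.064 and -0.058, against -0.51 for endothelium, but only 9 of 27 and 7 of 21 of their genes lay above the median signal in WT SSCs. Of the 27 leukocyte genes, 0 were called higher and only 1 lower, *Srgn*, with -1.62 (a call that ended without *Vav2* Onc/Onc replicate 1, 2 or 3 (adjusted p = 0.165, 0.0921 and 0.137)). Fewer endothelial cells in the *Vav2* Onc/Onc fraction are a candidate source, since 19 of 20 genes lay below 0, and the sort for CD34 and integrin α6 names no exclusion of CD31. Of the 20 genes, 8 lay above the median signal in WT SSCs and 0 in another list. A change of expression within endothelial cells was not tested and stays open, while the call of *Emcn* ended without *Vav2* Onc/Onc replicate 1 or 3 (adjusted p = 0.0831 and 0.0620) and that of *Cdh5* without WT replicate 1 or 3 or *Vav2* Onc/Onc replicate 1, 2 or 3 (adjusted p = 0.0616, 0.0644, 0.200, 0.109 and 0.151).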

How the results depend on the processing

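The setting with 2 choices together and the comparison of the 2 WT SSC groups were chosen after the values were seen. The counts of probe sets higher and lower, or with a positive and a negative difference, were 41 and 33 in *Vav2* Onc/Onc SSCs, 71 and 14 in *Vav2*-/-;*Vav3*-/- SSCs, 1 and 0 in *Vav2* Onc/Onc TSCs, 4824 and 4250 in WT TSCs against SSCs, 4484 and 4074 in *Vav2* Onc/Onc TSCs against SSCs, 1942 and 1312 in the direct comparison, 8 and 12 in the difference of effects, 4 and 2 in the TSC minus SSC difference, 679 and 488 in the 2 WT SSC groups and 0 and 0 in the opposite sets as reported. At an unadjusted p under 0.05, limma gave 2069 and 1040 in *Vav2* Onc/Onc SSCs, 1146 and 919 in *Vav2*-/-;*Vav3*-/- SSCs, 308 and 263 in *Vav2* Onc/Onc TSCs, 1009 and 929 for the difference of effects and 786 and 1315 for the TSC minus SSC difference, which stand beside each 0 below. The 4 counts of TSCs against SSCs stayed within 1.5 times under every alternative except for WT TSCs at an adjusted p of at most 0.01, with 3861 to 4838 higher and 3262 to 4122 lower in WT and 3641 to 4925 and 3329 to 4529 in *Vav2* Onc/Onc without single arrays. Results that moved are given below by setting. A stricter or looser threshold moves counts by its construction, and for the others the cause was not tested.

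With the replicate block, the counts were 59 and 68 in *Vav2* Onc/Onc SSCs, 237 and 65 in *Vav2*-/-;*Vav3*-/- SSCs, 24 and 49 in the difference of effects, 3 and 0 in the TSC minus SSC difference and 3 and 1 for the opposite sets. With all 20 arrays in 1 fit, the counts were 309 and 174 in *Vav2*-/-;*Vav3*-/- SSCs, 3169 and 2063 in the direct comparison and 23 and 22 in the difference of effects. For lists, the adjusted p was G1/S 0.0758 and matrix 0.0361 in *Vav2* Onc/Onc SSCs. With all probe sets of the table tested, the counts were 0 and 0 in *Vav2* Onc/Onc SSCs, 9 and 3 in *Vav2*-/-;*Vav3*-/- SSCs, 4 and 7 in the difference of effects and 3 and 0 in the TSC minus SSC difference. With the dimmest 33.3% left out, the counts were 87 and 67 in *Vav2* Onc/Onc SSCs, 162 and 50 in *Vav2*-/-;*Vav3*-/- SSCs, 19 and 26 in the difference of effects and 9 and 8 in the TSC minus SSC difference. For lists, the adjusted p was G1/S 0.113, G2/M 0.0460 and matrix 0.0317 in *Vav2* Onc/Onc SSCs, G2/M 0.991 in *Vav2*-/-;*Vav3*-/- SSCs and identity 0.0226 and G1/S 0.731 in *Vav2* Onc/Onc TSCs. With arrays centred on their median, the counts were 66 and 45 in *Vav2* Onc/Onc SSCs and 5 and 7 in the TSC minus SSC difference. For lists, the adjusted p was G2/M 0.0292 and matrix 0.0393 in *Vav2* Onc/Onc SSCs and G1/S 0.921 in *Vav2* Onc/Onc TSCs. After quantile normalization again, the counts were 15 and 21 in *Vav2* Onc/Onc SSCs and 30 and 11 in *Vav2*-/-;*Vav3*-/- SSCs. For lists, the adjusted p was G1/S 0.102 in *Vav2* Onc/Onc SSCs, G2/M 0.985 in *Vav2*-/-;*Vav3*-/- SSCs and identity 0.00573 and G1/S 0.590 in *Vav2* Onc/Onc TSCs. With an intensity trend and robust prior, the counts were 66 and 49 in *Vav2* Onc/Onc SSCs, 144 and 39 in *Vav2*-/-;*Vav3*-/- SSCs, 13 and 20 in the difference of effects and 4 and 4 in the TSC minus SSC difference. With array weights, the counts were 112 and 73 in *Vav2* Onc/Onc SSCs, 3045 and 3003 in *Vav2*-/-;*Vav3*-/- SSCs, 6912 and 6823 in the direct comparison, 1250 and 973 in the difference of effects, 6 and 14 in the TSC minus SSC difference, 1109 and 896 in the 2 WT SSC groups and 31 and 9 for the opposite sets. For lists, the adjusted p was G2/M 0.220 in *Vav2* Onc/Onc SSCs, G2/M 0.0306 in *Vav2* Onc/Onc TSCs and G2/M 0.0380 (reversed) in the TSC minus SSC difference. At an adjusted p of at most 0.01, the counts were 0 and 0 in *Vav2* Onc/Onc SSCs, 1 and 1 in *Vav2*-/-;*Vav3*-/- SSCs, 3363 and 2637 in WT TSCs against SSCs, 480 and 575 in the direct comparison, 2 and 4 in the difference of effects, 2 and 0 in the TSC minus SSC difference and 64 and 33 in the 2 WT SSC groups. At an unadjusted p of at most 0.01, the counts were 777 and 368 in *Vav2* Onc/Onc SSCs, 523 and 275 in *Vav2*-/-;*Vav3*-/- SSCs, 42 and 50 in *Vav2* Onc/Onc TSCs, 274 and 340 in the difference of effects, 208 and 393 in the TSC minus SSC difference, 1360 and 1176 in the 2 WT SSC groups and 9 and 8 for the opposite sets. With all probe sets tested at an adjusted p of at most 0.01, chosen after the values were seen, the counts were 0 and 0 in *Vav2* Onc/Onc SSCs, 1 and 1 in *Vav2*-/-;*Vav3*-/- SSCs, 223 and 395 in the direct comparison, 0 and 0 in the difference of effects, 1 and 0 in the TSC minus SSC difference and 42 and 10 in the 2 WT SSC groups. By rank product with an unadjusted p under 0.01, the counts were 319 and 382 in *Vav2* Onc/Onc TSCs. By rank product with an adjusted p of at most 0.05, the counts were 19 and 42 in *Vav2* Onc/Onc TSCs. With all 6 WT SSC arrays, the counts were 9 and 9 in the TSC minus SSC difference. With the kind of array name as a block, the adjusted p of lists was G2/M 1.78e-06 and matrix 0.0804 in *Vav2* Onc/Onc TSCs. With the correlation estimated, the adjusted p of lists was quiescence 0.393 and G1/S 0.614 in *Vav2* Onc/Onc SSCs, identity 0.523, quiescence 0.467 and G1/S 0.523 in *Vav2*-/-;*Vav3*-/- SSCs and matrix 0.955 in *Vav2* Onc/Onc TSCs. By fry, the adjusted p of lists was quiescence 0.0842 and G1/S 0.492 in *Vav2* Onc/Onc SSCs, identity 0.496, quiescence 0.270, G1/S 0.573 and G2/M 1.00 in *Vav2*-/-;*Vav3*-/- SSCs and G1/S 0.996 and matrix 0.996 in *Vav2* Onc/Onc TSCs. By enrichment of the signal-to-noise ratio with fgsea, the adjusted p of lists was G2/M 0.0293 in *Vav2* Onc/Onc SSCs and G1/S 1 and G2/M 0.0395 in *Vav2* Onc/Onc TSCs. The estimate of the array weights did not converge in *Vav2*-/-;*Vav3*-/- SSCs, the direct comparison and the difference of effects, nor thus for the opposite sets. With the replicate block, all 85 probe sets of *Vav2*-/-;*Vav3*-/- SSCs were called again, and 62 of the 74 of *Vav2* Onc/Onc SSCs, 3009 of the 3254 of the direct comparison and 1021 of the 1167 of the 2 WT SSC groups. No arrays of the TSC or *Vav2* Onc/Onc SSC comparisons were taken as paired, since every pair had to correlate by more than 0.1. The residuals of WT and *Vav2* Onc/Onc arrays with the same number correlated by 0.13, 0.06 and 0.29 in SSCs and by -0.47, -0.16, -0.01 and -0.16 in TSCs. In these SSCs only the 0.06 fell short, and the same number was the best match in 3 of 3 pairs, as in *Vav2*-/-;*Vav3*-/- SSCs. Pairing of the *Vav2* Onc/Onc SSC arrays is thus not excluded.

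Without 1 array at a time, the counts higher and lower ranged over 0 to 22 and 0 to 46 in *Vav2* Onc/Onc SSCs, 1 to 102 and 1 to 18 in *Vav2*-/-;*Vav3*-/- SSCs, 1 to 2 and 0 to 0 in *Vav2* Onc/Onc TSCs, 571 to 3298 and 682 to 2205 in the direct comparison, 2 to 133 and 4 to 83 in the difference of effects, 3 to 7 and 0 to 8 in the TSC minus SSC difference and 39 to 645 and 24 to 458 in the 2 WT SSC groups, and the opposite sets stayed at 0 and 0 (68 and 45 at an unadjusted p under 0.05 with all arrays). The adjusted p of lists in *Vav2* Onc/Onc SSCs without 1 array ranged over identity 0.0497 to 0.891 (other alternatives 0.156 to 0.724), quiescence 1.49e-04 to 0.0191 (other alternatives 4.04e-04 to 0.393), G1/S 2.01e-04 to 0.856 (other alternatives 5.67e-05 to 0.614), G2/M 4.13e-16 to 0.867 (other alternatives 0.0292 to 0.892) and matrix 0.00636 to 0.445 (other alternatives 0.0317 to 0.579). Its range in *Vav2*-/-;*Vav3*-/- SSCs was identity 2.87e-10 to 0.0377 (other alternatives 4.64e-09 to 0.523), quiescence 9.69e-09 to 4.67e-04 (other alternatives 8.53e-07 to 0.467), G1/S 2.02e-16 to 0.0142 (other alternatives 8.53e-07 to 0.573), G2/M 2.57e-08 to 0.827 (other alternatives 0.205 to 1.00) and matrix 0.106 to 0.680 (other alternatives 0.150 to 0.805). The ranges in *Vav2* Onc/Onc TSCs were identity 0.0122 to 0.278 (other alternatives 0.00573 to 0.996), quiescence 0.202 to 0.936 (other alternatives 0.335 to 0.996), G1/S 1.61e-04 to 0.985 (other alternatives 0.0778 to 1), G2/M 3.11e-09 to 0.936 (other alternatives 1.78e-06 to 0.996) and matrix 3.17e-09 to 0.462 (other alternatives 0.00126 to 0.996). Reversed were G1/S in *Vav2* Onc/Onc SSCs without *Vav2* Onc/Onc replicate 2, and in *Vav2* Onc/Onc TSCs, without WT replicate 3, G1/S (0.00171) and G2/M (0.00641).

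Over all alternatives and results, 230 counts stayed within 1.5 times and 168 did not. Of the list results, 1859 kept direction and side of the threshold, 167 lost and 53 gained the threshold, 75 changed direction without passing and 4 changed it after passing, and of the values of named genes, 2236 kept both, 265 lost and 65 gained the threshold, 15 changed direction without passing and 0 reversed. Fgsea gave no value for the differences of effects, since its signal-to-noise ratio needs 2 groups, and the *Vav2*-/-;*Vav3*-/- gene *Adh6a* no value with the dimmest 33.3% left out, and other probe sets exist only for genes with several. The kind of array name as a block and rank product were run only for *Vav2* Onc/Onc TSCs, and all 6 WT SSC arrays only for WT TSCs against SSCs and the TSC minus SSC difference. The deposited values hold no detection calls, so signal over background limits what a dim transcript can show: a missing call near the floor of the arrays does not exclude a change, and leaving out the dimmest 33.3% moved counts in *Vav2* Onc/Onc SSCs and *Vav2*-/-;*Vav3*-/- SSCs.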

Differences from the paper's values

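The tests in this part follow the values of the paper, which had been seen, and the 1 setting chosen after seeing the data is named where it is used. The methods of the paper name limma with a Benjamini-Hochberg correction and an FDR of 0.05, which is the threshold used here, and the highest adjusted p printed in Table S2 is 0.05. For genes changed in opposite directions in *Vav2* Onc/Onc and *Vav2*-/-;*Vav3*-/- SSCs against their own controls, the paper's count is 2106 and the value here 0 (68 and 45 at an unadjusted p under 0.05), and all 22 alternatives set before the data were examined differ from it as well, with 4 under the replicate block, 40 with array weights, 17 at an unadjusted p of at most 0.01 and 0 in the other 19. Counts and values with array weights, here and below, carry no weight for *Vav2*-/-;*Vav3*-/- SSCs, the opposite sets and the direct comparison, where the estimate of these weights did not converge. The methods of the paper also state that profiles were normalized using WT C57BL/6 J and C57BL/10 J mice, a step they do not describe and that was not applied here, so how the 2106 were selected stays open. The legend of Fig. 4A names transcripts that differ between *Vav2* Onc/Onc and *Vav2*-/-;*Vav3*-/- SSCs. Against the direct comparison of the 2 genotypes, the 2106 stands beside 3254. Alternatives within 1.5 times were 2610 with all probe sets of the table, 3151 after quantile normalization again, 3149 with an intensity trend and robust prior, 1510 without *Vav2* Onc/Onc SSC replicate 2, 1628 without *Vav2* Onc/Onc SSC replicate 3 and 1504 without *Vav2*-/-;*Vav3*-/- SSC replicate 2, and those that differ gave 3876 (replicate block), 5232 (all 20 arrays in 1 fit), 3442 (dimmest 33.3% left out), 3475 (arrays centred on their median), 13735 (array weights), 1253 (without *Vav2* Onc/Onc SSC replicate 1), 5503 (without *Vav2*-/-;*Vav3*-/- SSC replicate 1), 3278 (without *Vav2*-/-;*Vav3*-/- SSC replicate 3), 1055 (adjusted p of at most 0.01) and 3710 (unadjusted p of at most 0.01). The log2 fold changes of Table S2 follow that direct comparison, with a correlation of 0.997 and 0 of the other sign among the 1998 probe sets at hand, although single values lie up to 0.51 apart. Of these, 1693 were called here with all probe sets tested, 0 in *Vav2* Onc/Onc SSC against WT SSC and 5 in *Vav2*-/-;*Vav3*-/- SSC against WT SSC, all in limma. With all probe sets tested, limma called 0 at all in *Vav2* Onc/Onc SSCs and few in *Vav2*-/-;*Vav3*-/- SSCs, so the last 2 counts cannot bear on Table S2. Among named probe sets higher and lower in the direct comparison, 34 and 28 were called the same way in *Vav2* Onc/Onc SSCs. The opposite way in *Vav2*-/-;*Vav3*-/- SSCs were 7 and 62.

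For TSCs, Table S4 is on another scale than the deposited values. Its values per array run from -0.30 to 3.95, and its fold column equals 2 to the power of the difference of their means, WT minus *Vav2* Onc/Onc, so that values below 1 carry the mark up. The differences it holds are 0.409 times those of the deposited log2 values (correlation 0.924, 15 of 554 with the other sign). This factor is 0.359 for probe sets with lower signal and 0.525 for those with higher signal, so no single change of log base joins the 2 scales. Its p column holds 0 for 4 entries, and the methods do not say how that p was computed. It lists rank products, which the methods do not mention, with no threshold stated for them beside the general FDR of 0.05. The paper's count of changed probe sets is 632, with 300 marked up and 332 marked down in that table, against 1, 1 and 0 by limma here (308 and 263 at an unadjusted p under 0.05). Only rank product with an unadjusted p under 0.01, set before the data were examined, comes within 1.5 times, with 701 in all, 319 higher and 382 lower, and it calls 329 of the 495 listed probe sets with a gene name in the table's direction, but on simulated arrays it falsely called 289 higher and 455 lower. The simulated changes were all rises and fewer permutations were run, so these false counts need not hold for the real arrays. The other 20 alternatives differ, with 61 by rank product at an adjusted p of at most 0.05 (19 and 42), 92 at an unadjusted p of at most 0.01 (42 and 50), 2 without *Vav2* Onc/Onc TSC replicate 3 and 1 in the rest.

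Of single genes, 2 values of Table S2 differ. For *Ccnd1*, the paper's log2 fold change is 0.66 and the value here 0.72, with 0.66 after quantile normalization again, 0.70 with array weights and 0.70 without *Vav2*-/-;*Vav3*-/- SSC replicate 3 within the spread and 11 other alternatives outside it. For *Tead2*, the paper's value is 0.56 and that here 0.43, with 0.47 with arrays centred on their median, 0.52 with array weights, 0.49 without *Vav2* Onc/Onc SSC replicate 3 and 0.47 without *Vav2*-/-;*Vav3*-/- SSC replicate 3 within the spread and 10 alternatives outside it. The alternatives outside comprise the replicate block, all 20 arrays in 1 fit, all probe sets of the table, the dimmest 33.3% left out, the intensity trend and the remaining arrays left out, to which *Ccnd1* adds the centred arrays and *Tead2* the quantile normalization. In Fig. S4C, read by eye, the paper's folds of *Vav2* Onc/Onc over WT SSCs by quantitative RT-PCR (SEM, n = 3) are about 6.7 for *Atf3*, about 7.9 for *Fos*, about 6.2 for *Fosb*, about 5.1 for *Fzd4*, about 5.2 for *Gli2* and about 6.3 for *Jun*. The arrays gave 2.11, 1.61, 1.93, 0.919, 1.32 and 1.33, and all 14 alternatives differ for each of the 6 genes. Alternatives that change only the probe sets tested, the variance or the further arrays in the fit cannot move a fold, here or for Table S2, so they add no evidence.

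Other values of the paper lie near those here. The log2 fold changes of Table S3 equal the deposited differences, with 0 of 1998 and 0 of 1485 probe sets of the other sign. For TSCs against SSCs, the paper states no threshold beside its numbers in Fig. S5C, the highest adjusted p in Table S3 is 0.00999 in WT and 0.00997 in *Vav2* Onc/Onc, and the totals of the paper lie within 1.5 times of the counts here. With all probe sets tested at an adjusted p of at most 0.01, a setting chosen after seeing the values, which drops 0 and 0 of the listed probe sets at hand, the counts were 3461 higher and 3096 lower in WT and 3228 and 3445 in *Vav2* Onc/Onc, which match those printed in that figure. That setting drops 1658 of the 1998 probe sets of Table S2.

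Several statements of the paper differ from the values here, or their lists did not pass here. The paper places genes of the Wnt, Hippo and Hedgehog pathways and AP-1 factors among those raised in *Vav2* Onc/Onc SSCs. Of its 21 genes, limma called 1 higher and 0 lower against WT controls (11 and 0 at an unadjusted p under 0.05), 0 higher and 1 lower in *Vav2*-/-;*Vav3*-/- SSCs (0 and 10), but 18 higher and 0 lower in *Vav2* Onc/Onc against *Vav2*-/-;*Vav3*-/- SSCs. The paper named these genes from the same arrays, and Table S2 follows that last comparison, so the 18 were in part fixed by the choice of genes. The paper reports gains of the identity signature in *Vav2* Onc/Onc SSCs, for which the identity list here went the same way without passing (camera, adjusted p = 0.236, upward). It reports losses of the activation signature, while G1/S genes went upward in *Vav2* Onc/Onc SSCs (adjusted p = 0.0281, but 0.614 with an estimated correlation, and downward without *Vav2* Onc/Onc replicate 2) and G2/M genes downward (adjusted p = 0.0888, but 0.0292 with arrays centred on their median, 0.0460 with the dimmest 33.3% left out and 0.0293 by fgsea). For *Vav2*-/-;*Vav3*-/- SSCs, the paper's gain of a transit-amplifying signature stands beside a hair matrix list with adjusted p = 0.311, downward. For *Vav2* Onc/Onc TSCs, its loss of that signature stands beside adjusted p = 0.0116, upward, for the matrix list (0.955 with an estimated correlation), and its gain of activation beside 0.948 and 0.217, both downward, for G1/S and G2/M genes. Its gain of identity there stands beside 0.0802, upward, which is the paper's direction without passing. The identity list passed upward after quantile normalization again (0.00573) and without the dimmest 33.3% of probe sets (0.0226). With the kind of array name as a block, G2/M genes passed downward with the preset correlation (1.78e-06) and matrix genes did not pass (0.0804). Without WT TSC replicate 3, however, G2/M genes passed upward. These lists were written from general knowledge and are not the published signatures, and camera is another test than the GSEA of the paper. Other statements went the same way here: quiescence genes were shifted upward in *Vav2* Onc/Onc SSCs (adjusted p = 0.00118) and downward in *Vav2*-/-;*Vav3*-/- SSCs (adjusted p = 1.78e-06), as were identity genes in the latter (adjusted p = 1.78e-06), although none of the 3 passed with an estimated correlation (0.393, 0.467 and 0.523). Quiescence genes of *Vav2* Onc/Onc TSCs, where the paper sees no enrichment, had adjusted p = 0.725.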

Other observations

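*Glul* and *Wee1* rose and *Fabp4*, *Lcn2* and *Srgn* fell in *Vav2* Onc/Onc SSCs, which the paper does not describe. *Glul*, which encodes glutamine synthetase, rose with a log2 fold change of 0.70 (SE 0.09, adjusted p = 0.0317), and *Wee1*, a kinase that delays mitosis and follows the clock, with 1.14 (adjusted p = 0.0470). *Fabp4*, a fatty acid binding protein of sebocytes, adipocytes and capillary endothelium, fell with -1.99 (SE 0.16, adjusted p = 0.0115), as did *Lcn2*, which encodes lipocalin 2, with -1.52 (adjusted p = 0.0300) and the proteoglycan gene *Srgn* with -1.62 (adjusted p = 0.0317) (n = 3 arrays per group). No test in this paragraph or the next 2 was chosen after its result was seen. Of 32 glucocorticoid targets, 3 were higher, 1 lower and 28 neither (18 and 4 adjusted over the list alone), with a median of 0.27 (camera, adjusted p = 1.67e-09, upward, but 0.207 with an estimated correlation). Of 21 sebaceous genes, 0 were higher, 1 lower and 20 neither (1 and 4 at an unadjusted p under 0.05, 0 and 1 adjusted over the list alone), with a median of -0.10 (camera, adjusted p = 4.60e-04, downward, but 0.362 with an estimated correlation). Of 14 clock genes of the Per and Dbp group, 1 was higher, 0 lower and 13 neither (10 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone), with a median of 0.33 (camera, adjusted p = 2.47e-14, upward, but 0.186 with an estimated correlation). Of 6 genes of the opposite phase, 0 were higher, 0 lower and 6 neither (2 and 1 both at an unadjusted p under 0.05 and adjusted over the list alone), with a median of 0.17 (camera, adjusted p = 0.292, upward). Of 36 genes of ribosome biogenesis, 0 were higher, 0 lower and 36 neither (9 and 0 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), with a median of 0.12 (camera, adjusted p = 0.00106, upward, but 0.258 with an estimated correlation). Of 28 interferon genes, 0 were higher, 0 lower and 28 neither (0 and 5 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), with a median of -0.11 (camera, adjusted p = 1.45e-04, downward, but 0.258 with an estimated correlation). Of 27 leukocyte genes, 0 were higher, 1 lower and 26 neither (2 and 1 at an unadjusted p under 0.05, 0 and 1 adjusted over the list alone), with a median of 0.06 (camera, adjusted p = 0.626, downward), and the list passed downward without WT replicate 1 (adjusted p = 0.0306) and turned upward without WT replicate 3 (adjusted p = 0.873). Calls of the named genes ended without WT replicate 1 for *Glul* and *Wee1* (adjusted p = 0.0665 and 0.0975), replicate 2 for *Glul* and *Wee1* (adjusted p = 0.0580 and 0.0660) and replicate 3 for *Lcn2* (adjusted p = 0.0506). Losses also followed without *Vav2* Onc/Onc replicate 1 for all 5 (adjusted p = 0.0831 to 0.202), replicate 2 for *Lcn2*, *Srgn*, *Glul* and *Wee1* (adjusted p = 0.0881 to 0.127) and replicate 3 for all 5 (adjusted p = 0.0620 to 0.149).

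Genes of T cells and of an Fc receptor chain were higher in *Vav2*-/-;*Vav3*-/- SSCs. *Cd3g* and *Cd3e*, chains of the T-cell receptor complex, rose with 1.36 (SE 0.18, adjusted p = 0.0397) and 1.23 (adjusted p = 0.0445), and *Fcer1g* with 0.78 (adjusted p = 0.0371). Of 27 leukocyte genes, 3 were higher, 0 lower and 24 neither (7 and 0 at an unadjusted p under 0.05, 4 and 0 adjusted over the list alone), with a median of 0.23 (camera, adjusted p = 1.04e-08, upward, but 0.467 with an estimated correlation). Of 20 endothelial genes, 0 were higher, 0 lower and 20 neither (0 and 3 at an unadjusted p under 0.05, 0 and 1 adjusted over the list alone), with a median of -0.42 (camera, adjusted p = 2.24e-06, downward, but 0.519 with an estimated correlation). Of 23 stress keratins and alarmins, 2 were higher, 1 lower and 20 neither (2 and 2 adjusted over the list alone), with a median of 0.06 (camera, adjusted p = 0.811, upward), and the list turned downward without WT replicate 1 or 3 or *Vav2*-/-;*Vav3*-/- replicate 2 or 3 (adjusted p = 0.995, 0.778, 0.491 and 0.894). Of 31 Wnt receptors and targets, 0 were higher, 0 lower and 31 neither (3 and 7 at an unadjusted p under 0.05, 1 and 1 adjusted over the list alone), with a median of -0.22 (camera, adjusted p = 0.00912, downward, but 0.523 with an estimated correlation), and the list did not pass without *Vav2*-/-;*Vav3*-/- replicate 3 (adjusted p = 0.223). Of 19 genes of the Hedgehog pathway, 0 were higher, 0 lower and 19 neither (0 and 4 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), with a median of -0.17 (camera, adjusted p = 0.00116, downward, but 0.467 with an estimated correlation), and the list did not pass without *Vav2*-/-;*Vav3*-/- replicate 3 (adjusted p = 0.0708). Of 31 genes of the Hippo/Yap pathway, 0 were higher, 0 lower and 31 neither (4 and 4 at an unadjusted p under 0.05, 3 and 0 adjusted over the list alone), with a median of -0.02 (camera, adjusted p = 0.854, downward), and the list turned upward without WT replicate 3 or *Vav2*-/-;*Vav3*-/- replicate 2 or 3 (adjusted p = 0.778, 0.709 and 0.434) and passed downward without *Vav2*-/-;*Vav3*-/- replicate 1 (adjusted p = 0.0458). With the replicate number as a block, the calls were 2 higher and 2 lower for stress keratins and alarmins, 1 higher and 0 lower for Wnt, 0 higher and 1 lower for Hedgehog and 2 higher and 0 lower for Hippo/Yap genes. Calls of the named genes ended without WT replicate 1 for all 3 (adjusted p = 0.122 to 0.175) and replicate 2 for all 3 (adjusted p = 0.150 to 0.228). They ended as well without *Vav2*-/-;*Vav3*-/- replicate 1 for all 3 (adjusted p = 0.0571 to 0.0684), replicate 2 for all 3 (adjusted p = 0.182 to 0.218) and replicate 3 for all 3 (adjusted p = 0.0674 to 0.0921).

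Melanocyte, sebaceous and stress genes of *Vav2* Onc/Onc TSCs did not pass the threshold of limma against WT TSCs (n = 4 arrays per group). Of 13 melanocyte genes, 0 were higher, 0 lower and 13 neither (2 and 0 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), with a median of 0.32 (camera, adjusted p = 5.01e-05, upward, but 0.921 with an estimated correlation), and the list did not pass without WT replicate 3 (adjusted p = 0.0618). *Mlana*, a melanosome gene, had 0.65 (SE 0.23, adjusted p = 1.00). Of 21 sebaceous genes, 0 were higher, 0 lower and 21 neither (0 and 4 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), with a median of -0.15 (camera, adjusted p = 2.38e-06, downward, but 0.921 with an estimated correlation). Of 23 stress keratins and alarmins, 0 were higher, 0 lower and 23 neither (0 and 0 both at an unadjusted p under 0.05 and adjusted over the list alone), with a median of -0.14 (camera, adjusted p = 0.0158, downward, but 0.955 with an estimated correlation), and the list did not pass without WT replicate 1 or 2 or *Vav2* Onc/Onc replicate 1 or 2 (adjusted p = 0.125, 0.679, 0.0735 and 0.985). Between tissues, of 21 fibroblast genes, 16 were higher, 2 lower and 3 neither (17 and 2 adjusted over the list alone), with a median of 1.22 (camera, adjusted p = 1.32e-10, upward, but 0.243 with an estimated correlation). For *Vav2* Onc/Onc TSCs against *Vav2* Onc/Onc SSCs, of 21 fibroblast genes, 17 were higher, 2 lower and 2 neither (18 and 2 adjusted over the list alone), with a median of 1.73 (camera, adjusted p = 1.06e-07, upward, but 0.257 with an estimated correlation).

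Other splits of the same arrays into groups of the same size give a chance level, and apart from the split of the 2 WT SSC groups they were set out in advance. For 3 against 3 arrays, the 10 splits are too few for a share under 0.05: the real splits called 74 probe sets in *Vav2* Onc/Onc SSCs, 85 in *Vav2*-/-;*Vav3*-/- SSCs, 3254 in the direct comparison and 1167 in the 2 WT SSC groups, against at most 0 in another split of each. The unadjusted p of lists in the real split, against the smallest of the other 9, was identity 0.167 against 0.0349, quiescence 3.81e-04 against 0.00859, G1/S 0.0163 against 3.50e-10, G2/M 0.0601 against 4.45e-56 and matrix 0.0412 against 1.27e-04 in *Vav2* Onc/Onc SSCs, and identity 3.45e-07 against 7.86e-09, quiescence 2.86e-07 against 4.47e-05, G1/S 5.05e-06 against 1.08e-23, G2/M 0.736 against 2.90e-20 and matrix 0.211 against 0.0323 in *Vav2*-/-;*Vav3*-/- SSCs. Chance can be excluded for the 9074 probe sets of WT TSCs against SSCs (at most 1 in the others of the 35 splits) and the 8558 of *Vav2* Onc/Onc TSCs against SSCs (at most 950). It is not excluded for *Vav2* Onc/Onc TSCs, where the real split called 1 and another 69. That split sets WT TSC replicates 3 and 4 with *Vav2* Onc/Onc TSC replicates 1 and 2 against the others, and since it calls many times the real count it points to a structure of the samples. It follows the kind of array name except for *Vav2* Onc/Onc TSC replicate 4, and with that kind as a block the real comparison called 1 probe set higher and 0 lower. For the lists of *Vav2* Onc/Onc TSCs, chance is not excluded either: the real p against the smallest of the other 34 was identity 0.0258 against 3.86e-04, quiescence 0.562 against 0.0132, G1/S 0.887 against 8.98e-20, G2/M 0.0909 against 2.44e-35, matrix 0.00262 against 3.72e-16, sterol synthesis 1.75e-08 against 8.70e-16, fatty acid synthesis 1.72e-08 against 8.98e-10 and focal adhesion 0.412 against 2.59e-06. For the opposite sets, where the real split called 0 and the highest of the 100 called 2, the splits cannot bear on chance, since no count can be smaller.

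Arrays were alike overall, with correlations of 0.935 to 0.997 among 190 pairs, of which 0 were identical. The first 2 principal components held 53.1% and 14.6% of the variance of the SSC arrays, and 26.9% and 23.1% of that of the TSC arrays.

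The sample labels and the paper differ in several points. The methods of the paper give a C57BL/10 J background for *Vav2*-/-;*Vav3*-/- mice, its results give C57BL/6 J for the controls of the knockout experiments, and the labels give C57BL/6 for all SSC arrays and, for *Vav2* Onc/Onc TSC replicates 3 and 4, backgrounds numbered after C57BL that differ from it and from each other. The paper describes male mice, whereas the TSC arrays carry the transcripts of females. The SSC mice were 10 weeks old in the paper and 2.5 months in the labels, and the TSC mice 6 months in the labels. Array names of SSC samples hold pairs of letters, whose meaning is not given, and no label speaks of pooling. The text compares both TSC populations with WT SSCs, whereas the legend of Fig. S5C gives TSCs against SSCs within each genotype, and the values of Table S3 for *Vav2* Onc/Onc TSCs equal their difference from *Vav2* Onc/Onc SSCs. The supplementary tables are numbered 1 lower in their own sheets than in the text of the paper, whose numbers are used here.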
